# Cnot8 eliminates naïve regulation networks and is essential for naïve-to-formative pluripotency transition

**DOI:** 10.1093/nar/gkac236

**Published:** 2022-04-07

**Authors:** Yujun Quan, Meijiao Wang, Chengpeng Xu, Xiaoxiao Wang, Yu Wu, Dandan Qin, Yuxuan Lin, Xukun Lu, Falong Lu, Lei Li

## Abstract

Mammalian early epiblasts at different phases are characterized by naïve, formative, and primed pluripotency states, involving extensive transcriptome changes. Here, we report that deadenylase Cnot8 of Ccr4-Not complex plays essential roles during the transition from naïve to formative state. Knock out (KO) *Cnot8* resulted in early embryonic lethality in mice, but *Cnot8* KO embryonic stem cells (ESCs) could be established. Compared with the cells differentiated from normal ESCs, *Cnot8* KO cells highly expressed a great many genes during their differentiation into the formative state, including several hundred naïve-like genes enriched in lipid metabolic process and gene expression regulation that may form the naïve regulation networks. Knockdown expression of the selected genes of naïve regulation networks partially rescued the differentiation defects of *Cnot8* KO ESCs. *Cnot8* depletion led to the deadenylation defects of its targets, increasing their poly(A) tail lengths and half-life, eventually elevating their expression levels. We further found that Cnot8 was involved in the clearance of targets through its deadenylase activity and the binding of Ccr4-Not complex, as well as the interacting with Tob1 and Pabpc1. Our results suggest that Cnot8 eliminates naïve regulation networks through mRNA clearance, and is essential for naïve-to-formative pluripotency transition.

## INTRODUCTION

During developmental progression from blastocyst to gastrulation embryos, plentiful hallmark events occur in the pluripotent epiblast between embryonic day (E) 4.0 and E8.0 in mice. Pluripotent stem cells (PSCs) isolated from inner cell mass (ICM) of mouse blastocyst are known as embryonic stem cells (ESCs) (1,2), while PSCs derived from mouse post-implantation embryos around E5.5-E8.0 are named as epiblast stem cells (EpiSCs) (3,4). Mouse ESCs maintained in 2i/LIF medium are similar to pre-implantation epiblast cells at E4.5, and regarded as a naïve state that is not ready for cell differentiation (5), while EpiSCs are close to mouse anterior primitive streak cells at ∼E7.5, and are thought of as a primed state that is biased for cell commitment (6). Accumulating evidence implies the presence of intermediate states between naïve and primed states of PSCs (7–10). In fact, RSCs (rosette-like stem cells) were recently reported as an intermediate state between naïve and primed states (11). We and other two groups have established other cell lines with the formative features between naïve and primed states, designated as fPSCs (formative pluripotent stem cells), FS (formative stem) cells, and XPSCs [chimera (Xιμαιρα in Greek) and PGC dual-competent PSCs] (12–14). fPSCs and FS cells are close to ∼E5.5–6.5 epiblast cells, while XPSCs and RSCs are similar to the epiblast cells at ∼E5.0 (15,16). From naïve to formative state, epiblast cells dramatically transform the epigenomic state and metabolic program to prepare their transcriptome and signaling for the cell lineage specification during gastrulation. Thus, the investigation of naïve-to-formative transition is important for the understanding of epiblast development and direct differentiation of stem cells.

Specific kinase inhibitors (2i) of MEK/ERK and GSK3 signaling pathway facilitate ESC self-renewal and maintain high expression levels of core transcription factor (TF) *Oct4*, *Sox2*, and *Nanog* (17–19). *Oct4* couples with *Sox2* and *Nanog* to positively modulate their own expression, forming a core autoregulatory circuitry that governs the naïve pluripotent state of ESCs (20). These core TFs also function together to promote the expression of actively transcribed genes including many naïve TFs that are essential for sustaining ground state, such as *Klf2/4/5*, *Esrrb*, *Nr5a2*, *Tbx3*, *Jam2*, and *Tfcp2l1*, by binding super-enhancers and/or recruiting coactivators to their promoters and RNA polymerase II (21–23). The core and naïve TFs may constitute the basis of gene regulatory networks (GRNs) to maintain ESC self-renewal and naïve pluripotency state (17,24–26). The GRNs have been used to characterize the naïve state of ESCs with computational approaches, accelerating the understanding of pluripotency (27,28). After release from the inhibition of MEK/ERK and GSK3 signaling pathway, ESCs exit from naïve state and become a formative phase at specific culture conditions (7,8,12,14). Compared with ESCs, formative PSCs express low levels of many naïve-like genes, including many naïve TFs of GRNs (12,14), suggesting a degradation of the naïve-like genes and GRNs during naïve-to-formative state transition. These observations indicate that RNA degradation plays important roles in the formative progression from naïve pluripotent state. Nevertheless, how RNA degradation functions in this transition remains poorly understood.

In most organisms from yeast to metazoan, mRNA degradation or translation suppression is initiated by the deadenylation or shortening of mRNA poly(A) tails that is often the rate-limiting step. Ccr4-Not (carbon catabolite repression 4-negative on TATA-less) complex is evolutionarily conserved and a major machinery of deadenylation in eukaryotic cells (29). This complex is mainly consisted of the regulatory module including the scaffold protein Not1 and the deadenylase module (30). The physiological functions of multiprotein Ccr4-Not complex are very complicated in organisms. For example, Caf1p and Ccr4p are the only two deadenylases of yeast Ccr4-Not complex, however, disruption of both genes results in mild phenotypes that display no worse growth than those in the single mutants of these genes, suggesting that the roles of these two proteins are compensated by other enzymes (31). Although Not1p is the only protein essential for yeast viability, deletion of *Cnot1* or *Cnot3* results in mouse embryonic lethality (32,33). Consistent with their essential roles in mouse early embryonic development, *Cnot1* or *Cnot3* has been shown to be required for self-renewal of mouse and human ESCs (34–36). Accumulating evidence suggests that the missense mutations in components of Ccr4-Not complex are associated with various human diseases. For instance, the mutations in CNOT1 are related to syndrome of pancreatic agenesis and holoprosencephaly (HPE) (37,38). CNOT3 mutations are also linked to T-cell acute lymphoblastic leukemia (T-ALL) (39) and ventricular tachyarrhythmias (32).

As an essential machinery in organisms, Ccr4-Not complex plays important roles in numerous biological processes, such as transcription elongation and translation efficiency, and is best known as a regulator in mRNA deadenylation and subsequent decay (31,33). Due to coexistence of highly similar deadenylase orthologs of Ccr4 (Cnot6 and Cnot6l) and Caf1 (Cnot7 and Cnot8) in the complex, its role of mRNA deadenylation is more intricate in mammals (40). A good deal of evidence suggests that mammalian Ccr4-Not complex regulates mRNA deadenylation and decay in different cell contexts by these four deadenylases. For example, Cnot6l promotes the deadenylation and degradation of a subset of mRNAs in mouse oocyte maturation (41,42). Cnot6 has also been implicated in the deadenylation of *Slbp* and *Orc6* mRNAs during maturation of mouse oocytes (43). On the other hand, due to ∼81% identity of amino acids in their DEDD domains, the roles of Caf1 ortholog Cnot7 and Cnot8 in deadenylation may be compensated and more complicated. Actually, both Cnot7 and Cnot8 have been shown to possess similar activity of deadenylation *in vitro* and to be involved in the same pathway in many cells (44,45). In mice, both Cnot7 and Cnot8 of Ccr4-Not complex are involved in the deadenylation and decay of mRNAs through Btg4 (B-cell translocation gene 4), a member of Btg and Tob (Transducer of ErbB2) family and a key regulator of mouse maternal-to-zygotic transition (46–48). In addition, human CNOT7 and CNOT8 have been shown to function redundantly in MCF7 cell propagation, which has been shown to be dependent on their deadenylase activity (49). Nevertheless, how these deadenylases of Ccr4-Not complex function in mammalian PSC fate transition remains unknown.

In this study, we found that depletion of Cnot8, but not other deadenylases impaired the transition of PSCs from naïve to formative pluripotency state. Disruption of *Cnot8* resulted in the stabilization and the increased poly(A) tail lengths of mRNAs of a great many genes including ∼300 naïve GRN-like genes, such as *Nanog*, *Tbx3*, *Esrrb*, and *Klf2*, during the transition from naïve to formative state in mouse PSCs. The defects of cell fate transition could be partially restored by eliminating *Nanog*, *Tbx3*, or *Klf2* with shRNA in *Cnot8*-deleted ESCs. Cnot8 modulated the poly(A) tail lengths of target mRNAs and was involved in mRNA clearance through its deadenylase activity, the interactions of Ccr4-Not complex, as well as Tob1 and Pabpc1. These findings suggest that Cnot8 deadenylates the poly(A) tail of its targets, subsequently degrading the mRNAs of naïve GRN genes, and is essential for the formative progression from naïve pluripotency state.

## MATERIALS AND METHODS

### Animals

All ICR strain mice used in this study were maintained under Specific Pathogen Free (SPF) conditions with a standard 12:12 light: dark cycle. All experimental procedures were implemented in compliance with the guidelines of Animal Care and Use Committee of the Institute of Zoology, Chinese Academy of Sciences (CAS).

### Cell culture

Mouse embryonic stem cells (ESCs) were cultured on feeder-free petri dishes or plates coated with 0.2% gelatin (Millipore, 901771) in 2i/LIF medium at 37°C under 5% CO_2_ as we previously reported (50). N2B27 medium contains 48% DMEM/F12 (Gibco, 11330032), 48% Neurobasal Medium (Gibco, 21103049), 0.5% N2 supplement (Invitrogen, 17502048), 1% B27 supplement (Invitrogen, 17504044), 1% GlutaMAX (Invitrogen, 35050061), 1% MEM non-essential amino acids (NEAA, Gibco, 11140050), 1% penicillin-streptomycin (Invitrogen, 15140122), 1% sodium pyruvate (Invitrogen, 11360070), 5 mg/ml bovine serum albumin (BSA, Sigma-Aldrich, A4378), and 0.1 mM β-mercaptoethanol (Sigma-Aldrich, M6250). The 2i/LIF medium for ESCs contains 1,000 U/ml recombinant human LIF (Millipore, ESG1107), 1 μM PD0325901 (LC Laboratories, P-9688), and 3 μM CHIR99021 (LC Laboratories, C-6556) in N2B27 medium. HEK293FT cells were purchased from the American Type Culture Collection (ATCC) and cultured in DMEM basic (Gibco, C11995500BT) containing 10% fetal bovine serum (FBS, PAN, ST30-3302) at 37°C under 5% CO_2_.

For cell passage and differentiation, the cells were prewashed twice with DPBS (Sigma-Aldrich, D5652), added with 0.25% Trypsin-EDTA (Invitrogen, 25200072) in the petri dishes, and incubated for 1 min at 37°C. Then, the cells were added with equal volume of FBS (Millipore, ES-009-B) and collected by centrifuge at 1,000 g for 3 min for the experiments. Mouse embryonic fibroblasts (MEFs) from ICR strain mice were inactivated by mitomycin C (Sigma-Aldrich, M0503) and used as the feeder cells. For all experiments, mycoplasma contamination was routinely pretested in the cells.

### Generation of mutant mice and ESC lines using CRISPR/Cas9

Single guide RNA (sgRNA) targeting the exon 2 of *Cnot6*, *Cnot6l*, or *Cnot8*, or the exon 4 of *Cnot7* was designed with the website of MIT CRISPR design (http://cripsr.mit.edu/). *Cas9* mRNAs and sgRNAs were *in vitro* synthesized from p$ \times$330 vector (Addgene) according to the procedures previously described (51). For superovulation, normal ICR females of 6–8 weeks were interperitoneally injected with 5 IU of pregnant mare serum gonadotropin (PMSG, Ningbo Second Hormone Factory,) and 5 IU of human chorionic gonadotropin (HCG, Ningbo Second Hormone Factory) (46–48 h after PMSG injection). After collected from the fertilized females, the zygotes were injected with the mixture of 100 ng/μl *Cas9* mRNA and 50 ng/μl sgRNA, and cultured in KSOM medium for another 3–4 h at 37°C under 5% CO_2_. Then, the embryos were implanted into the oviducts of surrogate mothers to produce offspring. F0 male chimeras were crossed with normal ICR females for germline transmission. The offspring were genotyped by the PCR with their genomic DNA with specific primers. Wild-type (WT) alleles for *Cnot6/6l* were identified with *Cnot6/6l*-P2 and *Cnot6/6l*-P3 primer. *Cnot6/6l*-P1 and *Cnot6/6l*-P3 primers were used to identify *Cnot6/6l* mutant. *Cnot7/8* WT alleles were genotyped with *Cnot7/8*-P1 and *Cnot7/8*-P2 primer. *Cnot7/8*-P1 and *Cnot7/8*-P3 were utilized for the identification of *Cnot7/8* mutant.

To generate *Cnot7* or *Cnot8*-depleted ESC lines, mouse E3.5 blastocysts were harvested from the mating of *Cnot7* or *Cnot8* heterozygote females and males, and transferred to MEFs-coated 3.5 cm petri dishes containing 15% Knockout Serum Replacement (KSR, Gibco, 10828028) medium. The culture medium contained 15% KSR, 1$ \times$penicillin-streptomycin, 2 mM GlutaMAX, 0.1 mM MEM non-essential amino acid (NEAA), 1 mM sodium pyruvate, 0.1 mM β-mercaptoethanol, and 2i/LIF (1 μM PD0325901, 3 μM CHIR99021, and 1,000 units/ml LIF). After 48 h of culture, the medium was replaced with fresh 2i/LIF medium. Single colony was manually picked for propagation. ESCs were genotyped through PCR with specific primers and confirmed through Western blot with specific antibodies. All sequences of primers and sgRNAs for *Cno6*, *Cnot6l*, *Cnot7*, and *Cnot8* were listed in Supplementary Table S1.

### Dissection of post-implantation embryos

Mouse post-implantation embryos at embryonic day (E) E6.5 (12:00), E7.5 (12:00), E8.5 (12:00), E9.5 (12:00), and E13.5 (12:00) were obtained from the mating of *Cnot8* heterozygote females and males. The extra-embryonic tissues were manually removed. The recovered embryos were washed with PBS and imaged with microscope. Nested PCR was used for the genotyping of embryos. Each embryo was lysed with 20 μl buffer A (25 mM NaOH, 0.2 mM EDTA, pH 8.0) and 20 μl buffer B (40 mM Tris-HCl, pH 8.0), and incubated for 50 min at 95°C. The primers of *Cnot8*-P1/*Cnot8*-seq-R were utilized for the first round PCR, and *Cnot8*-seq-F/*Cnot8*-seq-R primer was used for the second PCR. PCR products were confirmed through Sanger sequencing with *Cnot8*-seq-F primer. All primers used were listed in Supplementary Table S1.

### *In vitro* culture (IVC) of mouse embryos

*In vitro* culture (IVC) assay of mouse embryos was carried out according to the procedures that we previously described (52). Briefly, the mouse blastocysts (E3.5) were recovered from the mating of *Cnot8* heterozygote females and males, transferred to 3.5 cm petri dishes precoated with Matrigel (BD, BD356230), and cultured in CMRL 1066 medium (Gibco, 11530037) containing 10% FBS (Millipore, ES-009-B), 1 mM sodium pyruvate, 100 units/ml penicillin-streptomycin, 2 mM L-Glutamine (Gibco, 25030081) at 37°C under 5% CO_2_ for the first two days (IVC day 1–2). When the embryos were solidly attached onto the petri dishes, the culture medium contained 20% FBS was used. After culture for additional 2–3 days, the embryos developed into egg cylinder-like stage were used for the next experiments. For genotyping the IVC embryos, nested PCR and Sanger sequencing were used. All primers used were listed in Supplementary Table S1.

### Plasmid construction and generation of stable ESC lines

Full-length (FL) cDNAs of mouse *Cnot8*, *Cnot7*, and *Tob1* were amplified from the cDNA of normal ESCs through PCR with KOD-Plus-Neo (TOYOBO, KOD-401), and were subcloned into pHIV-EGFP vector (Addgene) with a 3$ \times$FLAG tag at HpaI site. Cnot8 point-mutant proteins, including 3$ \times$FLAG-pHIV-EGFP-Cnot8 D40A/D42A (Mut1), 3$ \times$FLAG-pHIV-EGFP-Cnot8 E138K/D149K/T142Y (Mut2), and 3$ \times$FLAG-pHIV-EGFP-Cnot8 E247A/Y260A (Mut3), were achieved by an overlap site-directed mutagenesis method. All primers were used for plasmid construction as listed in Supplementary Table S1.

Cnot8, Cnot7, and Tob1 FL, and Cnot8 D40A/D42A (Mut1), E138K/D149K/T142Y (Mut2), and E247A/Y260A (Mut3) were subcloned into 3$ \times$FLAG-pHIV-EGFP vector. Lentivirus was produced through co-transfection of individual vector with psPAX2 (Addgene) and pMD2.G (Addgene) in a 4:3:2 ratio with HEK293FT cells using polyetherimide (PEI) (Sigma-Aldrich, 61128–46-9) according to the manufacturer's instructions. The supernatant containing lentivirus particles was harvested at 72 h post-transfection and filtered with a 0.22 μm filter. WT or *Cnot8*-deleted ESCs were seeded in the 24-well plates precoated with gelatin and infected with the supernatant of lentivirus in the presence of 8 μg/ml polybrene (Sigma-Aldrich, H9268). After 8–12 h infection, the culture medium was replaced with fresh 2i/LIF medium. GFP^+^ colonies were manually picked and propagated for generation of stable ESC lines. The cell lines with overexpression genes were verified through Western blot with specific antibodies.

### Formation of RSCs, XPSCs, EpiLCs, FS cells, and fPSCs from mouse ESCs

RSCs, XPSCs, FS cells, and fPSCs were induced and maintained from mouse naïve ESCs under the specific conditions as previously reported (11–14). Epiblast-like cell (EpiLC) formation was performed as previously described with minor modifications (8). Briefly, ESCs cultured in 2i/LIF medium were prewashed with DPBS and dissociated into single cells with 0.25% Trypsin-EDTA. 1$ \times$10^5^ cells were seeded in the 12-well plate precoated with a 1:100 mixture of Matrigel and DMEM/F12, and supplemented with EpiLC formation medium containing N2B27, 20 ng/ml Activin A (PeproTech, 120–14), 12 ng/ml bFGF2 (R&D Systems, 233-FB), and 1% KSR. During EpiLC formation, the culture medium was replaced every day.

### Alkaline phosphatase staining

Alkaline phosphatase (AP) staining for ESCs and EpiLCs was implemented using the BCIP/NBT Alkaline Phosphatase Color Development Kit (Beyotime, C3206) according to the manufacturer's instructions. Briefly, the cells were rinsed twice with PBS and fixed with 4% paraformaldehyde (PFA, Sigma-Aldrich, 158127) for 10 min at room temperature. After rinsed twice with PBST, the cells were stained with BCIP/NBT solution for 30 min at room temperature. The images were captured with microscope.

### Reverse ESC (rESC) formation

After dissociating, 1$ \times$10^4^ EpiLCs of each genotype were seeded into the 12-well plate coated with MEFs, and cultured in 2i/LIF medium for 4 days. Then, the cells were rinsed twice with PBS. AP staining was performed using the BCIP/NBT Alkaline Phosphatase Color Development Kit according to the manufacturer's instructions. Colonies were imaged and analyzed in 6–8 random fields under a $ \times$2 microscope.

### Hematoxylin and eosin (H&E) staining and immunostaining

Natural embryos were dissected from the fertilized females at E7.5 and E9.5. The embryos with maternal tissues were washed with PBS, fixed in 4% PFA for 24 h at 4°C, embedded in paraffin, and sliced into 8 μm sections. The H&E staining was carried out for the paraffin sections according to the standard protocol. The images of H&E staining were captured with the Leica Aperio VERSA 8 microscope (Leica Biosystems).

For immunostaining, ESCs, RSCs, XPSCs, EpiLCs, and fPSCs were fixed with 4% PFA for 15 min (20 min for IVC embryos) at room temperature, washed three times with 0.1% Triton $ \times$-100 in PBS, and permeabilized with 1% Triton $ \times$-100 in PBS for 15 min (30 min for IVC embryos). After blocked with 1% BSA in PBS for 30 min at room temperature, the cells were incubated with primary antibodies overnight at 4°C. For *in vivo* embryo staining, the embryos were fixed in 4% PFA for 20 min at room temperature. After washed with 0.1% Triton $ \times$-100 in PBS, the embryos were permeabilized and blocked with 0.3% Triton $ \times$-100 and 0.1% Glycine in PBS for 30 min at room temperature. Then, the embryos were incubated with primary antibodies diluted with 10% FBS (PAN) and 1% Tween-20 in PBS overnight at 4°C. After three times of washes with 0.1% Triton $ \times$-100 in PBS, the cells and embryos were incubated with the secondary antibodies conjugated with fluorescence and counterstained with Hoechst 33342 (Sigma-Aldrich, B2261) for 1 h at room temperature. The images were captured with Laser scanning confocal microscopes LSM 780 (Carl Zeiss), LSM 880 (Carl Zeiss), and LSM 880 Fast Ariyscan (Carl Zeiss). All antibodies were listed in Supplementary Table S2.

### Western blot and protein quantification

Cells were pre-rinsed twice with ice-cold DPBS and lysed for 40 min on ice with RIPA buffer [5 mM Tris-HCl, pH7.5, 150 mM NaCl, 1% Triton $ \times$-100, 1% sodium deoxycholate, 0.1% sodium dodecyl sulfate (SDS), 1 mM Na_3_VO_4_, 5 mM EDTA, and 10 mM NaF] containing 1$ \times$complete EDTA-free protease inhibitor cocktail (Roche). The concentration of protein was determined with BCA Protein Assay Kit (Beyotime, P0012). The samples were boiled for 5 min at 95°C, separated in 8–12% SDS-PAGE gels, and transferred to polyvinylidene fluoride (PVDF) membranes (Millipore, IPVH00010). After blocked with TBST containing 5% (w/v) defatted milk for 1 h at room temperature, the membranes were incubated with specific primary antibodies overnight at 4°C. After washed with PBST, the membranes were incubated with second antibodies. Western blot signal was developed with SuperSignal^TM^ West Pico PLUS Chemiluminescent Substrate (Thermo Scientific, 34580) and SuperSignal^TM^ West Femto Maximum Sensitivity Substrate (Thermo Scientific, 34095). The band intensity of target protein was determined using Image Lab Software (Bio-Rad) and Image J software (Media Cybernetics). All antibodies for Western blot were listed in Supplementary Table S2.

### RNA isolation, reverse transcription, and quantitative PCR (qRT-PCR)

Total RNA and mRNA were extracted from the cells using RNAzol Reagent (Molecular Research Center, RN190) following the manufacturer's instructions. To avoid the contamination of genomic DNA, total RNA was treated with RQ1 RNase-Free DNase (Promega, M610A) for 30 min at 37°C and purified using the phenol-chloroform extraction and ethanol precipitation. mRNA was extracted from the IVC embryos with the Dynabeads^TM^ mRNA DIRECT^TM^ Micro kit (Invitrogen, 61021) according to the manufacturer's instructions. The concentration of RNA was determined by NanoDrop 2000 (Thermo Fisher Scientific). The cDNA was synthesized with PrimeScript^TM^ RT Reagent kit (Perfect Real Time) (Takara Bio, RR037A) containing Oligo(dT) and Random Primers with 1 μg RNA per sample. qRT-PCR was carried out with EvaGreen 2$ \times$qPCR MasterMix-No Dye (ABM, MasterMix-S) on LightCycler 480 II (Roche). mRNA abundances of target mRNAs were normalized to the internal control of *Gapdh* using a 2^–ΔΔCt^ method with at least three independent experiments. All primers for qRT-PCR were listed in Supplementary Table S1.

### RNA interference assay

To stably knock down the expressions of specific genes in *Cnot8* KO ESCs, a lentiviral Tet-inducible system of EZ-Tet-pLKO-Puro plasmid (Addgene) was used as previously described (53). Briefly, shRNA construct for *Nanog*, *Klf2*, or *Tbx3* was designed to target 19 or 21 base-pair of the specific coding region of these genes (54,55). Oligonucleotides were subcloned into the EZ-Tet-pLKO-Puro plasmid that was predigested with NheI and EcoR I. Lentivirus was produced through co-transfection of the vectors with psPAX2 and pMD2.G in a ratio of 4:3:2 into HEK293FT cells using PEI according to the manufacturer's instructions. Supernatant containing lentivirus was harvested after 72 h transfection and filtered with a 0.22 μm filter. *Cnot8* KO ESCs were seeded in the 24-well plate precoated with gelatin, and infected with the supernatant of lentivirus in the presence of 8 μg/ml polybrene. At 12 h of post-infection, the cells were cultured in fresh 2i/LIF medium. After puromycin (1 μg/ml) selection for 4 days, 8–10 independent colonies were manually picked and expanded for RNA interference assay. The efficiency of interference was validated by qRT-PCR after the treatment with doxycycline (2 μg/ml) for 72 h.

For generation of the stable ESC lines of *Pabpc1* or *Cnot1* knockdown, shRNA construct for *Pabpc1* or *Cnot1* was designed to target 21 base-pair of the specific coding region of these genes. Oligonucleotides were subcloned into the EZ-Tet-pLKO-Puro plasmid that was predigested with NheI and EcoRI. All shRNA oligonucleotides were listed in Supplementary Table S1.

### mRNA stability analysis

2.5$ \times$10^5^ cells were seeded in the 3.5 cm petri dishes that were precoated with gelatin. After culture for 48 h, the cells were treated with 5 μM actinomycin D (Sigma-Aldrich, A4262) to inhibit RNA transcription and were harvested at 0, 2, or 4 h, respectively. Total RNA was isolated for qRT-PCR analysis with the primers of specific genes.

The stability or half-life of mRNA was calculated according to the procedure previously described (56). After turning off transcription of mRNA with the treatment of actinomycin D, the change rate of mRNA quantity at a given time (*dC/dt*) was proportional to both the mRNA decay rate (*K_decay_*) and the quantity of remaining cytoplasmic mRNA (*C*), resulting in the following formula:

$$\begin{equation*}dC/dt = - {K_{decay}}C\end{equation*}$$

### The rate *K_decay_* of mRNA degradation was calculated by

$$\begin{equation*}ln\left( {C/{C_0}} \right) = - {K_{decay}}t\end{equation*}$$

Where *C_0_* is the quantity of mRNA at time 0 h.

To determine the mRNA half-life (*t_1/2_*) that 50% of the existing mRNA was degraded (that is, *C*/*C_0_= 1/2*), the formula was performed as follows:

$$\begin{equation*}\ln \left( {1/2} \right) = - {K_{decay}}{t_{1/2}}\end{equation*}$$

From where:

$$\begin{equation*}{t_{1/2}} = \ln 2/{K_{decay}}\end{equation*}$$

All primers for qRT-PCR were listed in Supplementary Table S1.

### Coimmunoprecipitation (Co-IP) and RIP assay

ESCs were rinsed twice with prechilled DPBS and lysed in Cell lysis buffer of Western and IP (Beyotime) containing 1$ \times$complete EDTA-free protease inhibitor cocktail. Before the Co-IPs, the cells were treated with 20 μg/ml RNase A for 40 min at 37°C and incubated for 40 min on ice. After centrifugation at 12,000 rpm for 15 min at 4°C, 5% of supernatant was saved as ‘input’, and the rests were incubated with Protein A/G Magnetic Beads (MedChemExpress, HY-K0202; Bimake, B23202) and the antibody against FLAG (Sigma-Aldrich, F1804) or negative control IgG (Abclonal, AC011; Santa Cruz Biotechnology, sc2025) overnight at 4°C with gentle rotation. After washing 5 times with lysis buffer, the beads were added with 1$ \times$sodium dodecyl sulphate (SDS) loading buffer and boiled for 5 min at 95°C. The samples were analyzed with Western blot using the specific antibodies.

RNA immunoprecipitation (RIP) assay was implemented following the method previously described with mild modifications (41). Briefly, FLAG-Cnot8 overexpressed ESCs were cultured in 6 cm petri dishes. After rinsed twice with prechilled DPBS, the cells were harvested with 1 ml RIP lysis buffer [50 mM Tris, pH 7.4, 150 mM NaCl, 1% Triton $ \times$-100, 5 mM EDTA, 1$ \times$complete EDTA-free protease inhibitor cocktail, and 200 U/ml RNase inhibitor (Thermo Fisher Scientific, EO0381)]. The cell lysates were incubated for 40 min on ice and centrifuged at 12,000 rpm for 15 min at 4°C. Part of the supernatants was saved as ‘input’, the rests were incubated with Protein A/G Magnetic Beads (MedChemExpress, HY-K0202) prewashed with RIP lysis buffer, and the antibody against FLAG (Sigma-Aldrich, F1804) or negative control IgG (Abclonal, AC011). After incubating for 4 h at 4°C with gentle rotation, the complex including magnetic beads-antibody-protein-RNA was washed 5 times with the washing buffer [50 mM Tris (pH 7.4), 500 mM NaCl, 0.1% Triton $ \times$-100, 5 mM EDTA, 1$ \times$complete EDTA-free protease inhibitor cocktail, and 200 U/ml RNase inhibitor], and subjected to extraction of mRNA using RNAzol Reagent according to the manufacturer's protocols. cDNA synthesis was performed using PrimeScript^TM^ RT Reagent kit (Perfect Real Time). The mRNA abundances were analyzed by RT-PCR. All primers for RT-PCR were listed in Supplementary Table S1.

### Poly(A) test (PAT) assay

The length of poly(A) tail of each transcript was determined as previously described with minor modifications (57). Briefly, to produce the Oligo(dT)-anchored P primer, a GC-rich anchor sequence PAT-P (5′-GCGAGCTCCGCGGCCGCGT_12_-3′) and the 5′-end of Oligo(dT) were treated with T4 DNA ligase (Thermo Fisher, EL0011) for 2 h at 20°C. 500 ng of total RNA was used for reverse transcription using the SuperScript II Reverse Transcriptase (Invitrogen, 18064–014) and Oligo(dT)-anchored P primer. PAT-PCR was performed using gene-specific forward primer (GSP-F) and Oligo(dT)-anchored P or gene-specific reverse (A0) primer (GSP-R) with KOD-Plus-Neo. PCR products were subjected to electrophoresis in a 2% agarose gel and stained with GelRed dye. All primers for PAT-PCR were listed in Supplementary Table S1.

### RNA-seq, scRNA-seq, and PAIso-seq

Total RNA was extracted from ESCs and EpiLCs at different time points using RNAzol Reagent following the manufacturer's instructions. To avert the contamination of genomic DNA, total RNA was treated with RQ1 RNase-Free DNase for 30 min at 37°C and purified with phenol-chloroform extraction and ethanol precipitation. 3 μg of total RNA was used for the library construct according to the manufacturer's instructions (Illumina). RNA sequencing was performed using the Illumina Hiseq $ \times$-Ten platform with pair end 150 bp (PE150). The replicates of each condition were used for sequencing.

For scRNA-seq, WT (*ROSA^mT/mG^*) and *Cnot8* KO ESCs (S/LIF) and 48h-EpiLCs were dissociated into single cells with TrypLE Express (Gibco, 12605010) for 1 min at 37°C, and equal volume of FBS was used for inactivation of TrypLE Express. The cells were centrifuged at 1,000g for 3 min, washed twice with DPBS, and passed through a 40 μm strainer. Then, the cells were resuspended in 0.04% BSA in DPBS and counted. Equal numbers of WT or *Cnot8* KO ESCs (S/LIF) or 48h-EpiLCs were mixed. After suspending, the samples were immediately placed on ice for the preparation of gel bead in emulsion (GEM) for reverse transcription. The 10$ \times$Genomics-based single-cell RNA sequencing (scRNA-seq) libraries were constructed using the Chromium™ Single Cell 3′ Reagent Kits v2 protocol (CG00052). Sequencing was implemented on an Illumina NovaSeq 6000 platform with pair end 150 bp (PE150).

Genome-wide poly(A) tail features on each transcript were determined as a method that we previously described with minor modifications (58). Briefly, total RNA from *Cnot8* KO and control cells at 24 h after EpiLC formation was extracted using RNAzol Reagent according to the manufacturer's instructions, and stored at −80°C or used immediately. 500 ng of total RNA was subjected to barcoded end extension, template switching, full-length cDNA amplification, and circular adapter ligation. PAIso-seq was performed to precisely decipher the lengths and base compositions of RNA poly(A) tails using the circular full-length cDNA libraries on the PacBio third-generation sequencing platform. The replicates for each condition were barcoded with spiking-ins and sequenced. All primers used for PAIso-seq library construction were listed in Supplementary Table S1.

### Sequencing data processing

Raw paired-end reads with low quality and adaptors were trimmed with Cutadapt software (version 0.3.8). Clean reads were mapped to the mouse genome (mm9) using TopHat2 (version 2.1.1) with default parameters. The expression levels of each transcript were determined with the gene annotation of UCSC RefSeq database using FeatureCounts (version 2.0.1) and were presented as transcripts per million (TPM). Differentially expressed genes (DEGs) were identified [log_2_ TPM > 1, fold change (FC) > 1.5] by comparing expression level of each gene in KO cells with those in normal controls. Expression patterns of specific genes across the different time points of normal ESC differentiation were generated using the Markov clustering algorithm and were visualized as boxplots. Heatmaps of the changed gene expression were clustered with Hierarchical clustering analysis and were visualized with the TreeView software (version 1.1.6r4). To gain overall insights into progression of cell fate transition between KO and WT cells, principal component analysis (PCA) was carried out and the results were visualized using all expressed genes (http://www.r-project.org), and the importance of each dimension was also calculated. GO term analysis for the enriched biological processes were conducted using the web tool: The Database for Annotation, Visualization and Integrated Discovery (DAVID) (https://david.ncifcrf.gov/) with the default parameters.

For scRNA-seq data analysis, raw data from two mixed samples based on 10$ \times$Genomics were processed by Cell Ranger software suite (version 3.0.2) with default parameters using the mm10 reference genome (Cell ranger reference version 2020). The standard reference genome was modified to incorporate with the coding sequence (CDS) of *tdTomato* gene. The Seurat package (version 4) was used to analyze the data. Principal component analysis (PCA) was performed for dimension reduction and *t*-distributed stochastic neighbor embedding (t-SNE) was further used to project the cells into two dimensions. The transcriptional noise between the cells was analyzed as previously reported (59,60).

For PAIso-seq data processing, circular consensus sequence (CCS) reads were extracted from raw subreads and the sequence errors were corrected by using ccs (version 4.2.0) with default parameters. The extracted CCS reads were split into different samples with barcodes and were further trimmed to remove the adapters. The processed CCS reads were transformed to standard FASTQ files and were mapped to mouse genome (mm10) using minimap2 (version 2.17) with the parameters: -ax splice -uf – secondary = no – MD – cs. After moved repetitive reads, the aligned bam files from minimap2 were parsed and the soft-clip nucleotide were extracted as the candidates of primary 3′poly(A) tail sequence. For high-quality poly(A) tails, we filtered out the sequences with less than 4 As at the first 8 bp. To focus on the shortening of poly(A) tails, we discarded the transcripts without poly(A) tails (3′ soft clip = 0). We extended upstream continuous ‘A’-tracts in alignments if it was necessary for the purpose of misalignment. We assigned transcripts with the defined poly(A) tail to specific genes with FeatureCounts (version 2.0.1). The ultimate trimmed sequence of the CCS reads was regarded as the poly(A) tails of each transcript. The poly(A) tail length of transcript was calculated as the length of the trimmed sequence. Since the distribution of poly(A) tail length of each gene is a lognormal-like distribution, the poly(A) tail lengths of genes were presented with the geometric mean of the poly(A) tail lengths of transcripts from the same gene. For poly(A) tail length analysis, we compared the global poly(A) tail lengths of all transcripts with the transcripts from the assigned genes at the same time. For global comparison, CCS transcripts with well-defined poly(A) tail sequence were retained and plotted for the length distributions with passes no less than seven if they were not designated to make sure the accuracy of poly(A) tail length and base calling. To make statistical comparison, we filtered the genes with less than 10 transcripts and calculated the geometric mean to stand for gene poly(A) tail lengths.

### Statistical analysis

All statistical analyses were performed with GraphPad Prism 7 (GraphPad software, Inc). Statistical significance of differences was determined using two-tailed Student's *t* test as described in figure legend. Data were represented as mean ± SEM. A value of ρ < 0.05 was regarded as statistical significance.

## RESULTS

### *Cnot8* is essential for mouse early embryonic development

To investigate the physiological roles of deadenylases in Ccr4-Not complex that were differentially expressed in mouse tissues (Supplementary Figure S1A), we generated knockout (KO) mouse strains for *Cnot6*, *Cnot6l*, *Cnot7*, and *Cnot8* using CRISPR/Cas9 system (Supplementary Figure S1B). The genotype of mice and embryos were analyzed using PCR with the specific primers for *Cnot6*, *Cnot6l*, *Cnot7*, and *Cnot8* (Supplementary Figure S1C). *Cnot6^–^^/^^–^*, *Cnot6l^–^^/^^–^*, and *Cnot7^–^^/^^–^* mice grew to adulthood without obvious defects, whereas no *Cnot8*^–/–^ mice was born from the mating of heterozygous males and females (Figure 1A and Supplementary Figure S1C), in accord with the previous reports (61,62). To investigate the phenotype of *Cnot8* mutant mice, we dissected the embryos from the mating of heterozygote males and females, and genotyped these embryos with PCR and sequencing. Consistent with the expected Mendelian ratios, the embryos with different genotype were obtained before embryonic day 9.5 (E9.5), whereas no *Cnot8*^–/–^ embryos was acquired at and after E9.5 (Figure 1A). Compared with the controls (wild type, WT), *Cnot8* KO embryos exhibited the similar size and morphology with the formation of egg cylinder at E6.5, whereas they displayed smaller size and malformed morphology at E7.5 (Figure 1A and B). H&E staining revealed that *Cnot8* depletion resulted in the smaller amniotic cavity at E7.5 and yolk sac at E9.5 when compared with the WT controls (Supplementary Figure S1D and E). Cleaved Caspase-3 immunostaining suggested that apoptosis barely occurred in WT controls, whereas severe apoptosis took place in *Cnot8* KO embryos at E6.5 and E7.5 (Figure 1C and D).

**Figure 1.**
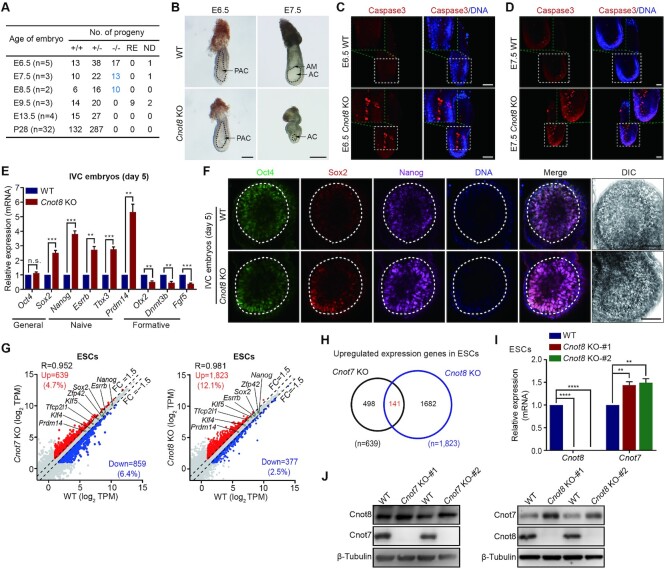
*Cnot8* is essential for mouse early embryonic development. (**A**) Genotyping of *Cnot8^+/+^*, *Cnot8^+/–^*, and *Cnot8^–/–^* embryos and offspring. The numbers of *Cnot8^–/–^* embryos that displayed smaller size and malformed morphology at E7.5 to E8.5 were marked in light blue. Notably, no *Cnot8 ^–/–^* embryos was recovered at and after E9.5. RE, resorbed embryos; ND, not determined; E, embryonic day; P, postnatal day; n, number of litters of embryos. (**B**) Representative bright-field images of WT and *Cnot8* KO embryos at E6.5 and E7.5. WT, wild type; KO, Knockout; PAC, pro-amniotic cavity; AC, amniotic cavity; AM, amnion. Black dashed lines indicated the PAC (lefty panel) and AC (right pane). Scale bars, 100 μm (left panel) and 250 μm (right panel). (**C**, **D**) Cleaved Caspase-3 immunostaining analysis of WT and *Cnot8* KO natural embryos at E6.5 (**C**) and E7.5 (**D**). Whole mount staining was performed for these embryos with the antibody for Cleaved Caspase-3 (red). DNA was counterstained with Hoechst 33342 (blue). Insets were higher magnification images of boxed regions. Scale bar, 50 μm. (**E**) Quantitative RT-PCR (qRT-PCR) analysis of the expression of key pluripotent genes in WT and *Cnot8* KO IVC egg cylinder-like embryos that were *in vitro* cultured for 5 days from the blastocysts. Data were represented as mean ± SEM, n = 3 biological replicates. **ρ < 0.01, ***ρ < 0.001, ns, not significant by two-tailed Student's *t* test. IVC, *in vitro* culture. (**F**) Immunostaining analysis of Oct4, Sox2 and Nanog for WT and *Cnot8* KO IVC embryos. Blastocysts were cultured *in vitro* for 5 days and developed into egg cylinder-like stage. Whole mount staining was performed for these IVC embryos with the antibodies for Oct4 (green), Sox2 (red), and Nanog (purple). DNA was counterstained with Hoechst 33342 (blue). Bright-field images were treated with DIC. White dashed lines indicated epiblast cells. Scale bar, 50 μm. (**G**) Scatter plots showing expression patterns of genes in WT, *Cnot7* KO, and *Cnot8* KO naïve ESCs. The genes whose expressions were upregulated or downregulated more than 1.5-fold in KO cells compared with the controls were highlighted in red and blue, respectively. Representative general and naïve pluripotent genes were also shown according to the expression levels in WT, *Cnot7* KO, and *Cnot8* KO ESCs. (**H**) The numbers of genes in Venn diagram showing intersection of the genes whose expressions were upregulated in both *Cnot7* and *Cnot8* KO ESCs when compared with normal controls. (**I**) qRT-PCR analysis of *Cnot7* mRNA in WT and *Cnot8* KO ESCs. Data were represented as mean ± SEM, n = 3 biological replicates. **ρ < 0.01, ****ρ < 0.0001 by two-tailed Student's *t* test. (**J**) Western blot analysis of Cnot8 and Cnot7 proteins in WT, *Cnot7* KO, and *Cnot8* KO ESCs. β-Tubulin served as a loading control.

Due to the difficult accessibility of peri-implantation embryos, blastocysts from heterozygote mating were cultured with an *in vitro* culture (IVC) system (52). Mouse blastocysts (98 in total for 3 experiments) from the intercrosses of *Cnot8* heterozygous males and females were cultured in Matrigel-coated petri dishes. After 5-day culture, 47 embryos developed into egg cylinder-like stage with a typical cup-shaped structure and the genotype of 11 embryos were authenticated as *Cnot8* homozygotes. The successful ratio of IVC embryos at egg cylinder-like stage was ∼48.0% (47/98), comparable to our previous report (52). The ratio of homozygotes at egg cylinder-like stage was ∼23.4% (11/47) in all cultured embryos, close to the Mendel ratio. These results suggest that disruption of *Cnot8* did not obstruct the structure formation of egg cylinder of mouse embryos.

To investigate the defects of *Cnot8* KO embryos at molecular levels, we examined mRNA expression of key developmental regulators with quantitative RT-PCR (qRT-PCR) in the IVC KO embryos. Compared with WT controls, *Cnot8* KO embryos expressed significantly high levels of general (*Sox2*) and naïve transcription factors (TFs) (*Nanog*, *Esrrb*, *Tbx3*, and *Prdm14)*, but low levels of formative genes (*Otx2*, *Dnmt3b*, and *Fgf5)* (Figure 1E). The expressions of trophoblast and extraembryonic endoderm (XEN) markers were also downregulated in *Cnot8* KO IVC embryos, probably consistent with the malformed amnion and yolk sac after *Cnot8* deficiency (Supplementary Figure S1D-F). We also stained the IVC embryos with the specific antibodies for Oct4, Sox2, and Nanog. Our results showed that the signals of Sox2 and Nanog, but not Oct4 staining were stronger in *Cnot8* KO embryos than those in WT controls (Figure 1F). Collectively, these results indicate that *Cnot8* is critical for mouse early embryonic development.

### *Cnot8* is required for the differentiation of naïve ESCs into formative state.

To investigate the roles and mechanisms of Ccr4-Not complex in the mRNA deadenylation of epiblast development, we established mouse ESC lines from *Cnot7* or *Cnot8* KO embryos (Supplementary Figure S2A). Depletion of *Cnot7* or *Cnot8* did not interfere the alkaline phosphatase (AP) activity, nor the expression abundances of Oct4, Sox2, and Nanog in mouse ESCs (Supplementary Figure S2B-E). 

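The ESC data are 2 tables of read counts per gene, one with Cnot7 KO and one with Cnot8 KO ESCs, each with WT control lines of its own. Every group has 2 libraries, replicate 1 and replicate 2. In the Cnot7 table the WT libraries hold 12794889 and 12448907 counts and the Cnot7 KO libraries 12592480 and 12798783. In the Cnot8 table the WT ESC libraries hold 22472498 and 19637277 counts and the Cnot8 KO ESC libraries 23139105 and 20115425. The authors trimmed the paired reads with Cutadapt 0.3.8, mapped them to the mouse genome mm9 with TopHat2 2.1.1 and counted them in RefSeq genes with featureCounts 2.0.1. They compared genes as TPM, with a rule of a fold above 1.5 and log2 TPM above 1. The deposited counts are not normalized. They were tested here with edgeR's quasi-likelihood test after TMM scaling and a filter on low counts, and levels are given as counts scaled to the library size (CPM). The Cnot7 libraries were fitted on their own, and the Cnot8 ESCs together with all EpiLC libraries of their table. The labels give the libraries of a group different line numbers, so replicates differ by line, and no source used here says whether the lines were grown and sequenced side by side. The p-values of the Cnot8 ESCs rest on a spread shared by all libraries of their table, most of them EpiLCs. Each line recurs there at every time, and its libraries are taken as independent. On simulated counts with known changes, 35 of 182 calls of the Cnot7 comparison and 4 of 104 of the Cnot8 comparison were false. The Cnot8 counts were simulated with a spread shared by ESC and EpiLC libraries. ESC replicates lay farther apart, so the share of false calls in the Cnot8 comparison may be higher.
Cnot7 had 28.1 and 22.7 CPM in the Cnot7 KO libraries and 88.2 and 79.6 CPM in their controls, a log2 fold change of -1.73 (standard error 0.14, adjusted p = 0.00109). Cnot8 had 72.7 and 64.5 CPM in the Cnot8 KO ESC libraries and 89.4 and 81.0 CPM in their controls, a log2 fold change of -0.31 (standard error 0.13, adjusted p = 0.15). The guide RNAs cut within a single exon of each gene, and counts over the whole gene include reads from the other exons, so these levels do not check the labels. Cnot8, the paralog of Cnot7, had a log2 fold change of 0.51 (standard error 0.12, adjusted p = 0.0327) in Cnot7 KO ESCs. Of 11 Ccr4-Not subunits examined in Cnot8 KO ESCs, 1 was higher and 2 were lower at an unadjusted p under 0.05 in edgeR, and DESeq2 called none. The paper reports more Cnot7 mRNA and protein in Cnot8 KO ESCs, by qRT-PCR and Western blot. The level of Cnot7 itself in Cnot8 KO ESCs is not given here, so the counts of subunits do not test that report.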

Then, we performed RNA sequencing (RNA-seq) for WT, *Cnot7* KO, and *Cnot8* KO ESCs. 

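Most of the glycolysis genes examined and several genes of cholesterol synthesis were higher in Cnot7 KO ESCs than in their WT controls. Among them were Ldha, which encodes lactate dehydrogenase, and Hmgcr, the rate-limiting enzyme of cholesterol synthesis. Of 13 glycolysis genes measured, 9 were higher and none was lower in edgeR, with 11 higher and 2 lower when adjusted over the list alone. Ldha, on chromosome 7 from 54101173 to 54110997 in mm9, had 1227 ± 167 CPM in Cnot7 KO and 627 ± 14.5 CPM in WT ESCs (SD, n = 2 each), a log2 fold change of 0.97 (standard error 0.11, adjusted p = 0.0036). Of 14 genes of cholesterol synthesis and uptake, 6 were higher and none was lower, and 12 were higher when adjusted over the list alone. Hmgcr had a log2 fold change of 1.07 (standard error 0.10, adjusted p = 0.0013). The camera test with a preset correlation between genes gave an adjusted p of 9.96e-07 for glycolysis and 8.75e-08 for cholesterol synthesis, and 0.686 for each of them as adjusted p with an estimated correlation.
The DNA methyltransferase gene Dnmt3a was also higher, with a log2 fold change of 1.29 (standard error 0.20, adjusted p = 0.0102). Ttll11, which encodes a tubulin-modifying enzyme, fell from 29.7 ± 9.91 CPM in WT to 0.0790 CPM in Cnot7 KO ESCs (adjusted p = 0.000201). Over all 13590 genes tested, edgeR called 593 higher and 705 lower in Cnot7 KO ESCs. The paper's fold rule, which has no test, passed 674 higher and 914 lower. With WT replicate 1 left out, edgeR called 61 genes higher and 114 lower, and without WT replicate 2 it called 0 in either direction, with 817 higher and 822 lower at an unadjusted p under 0.05. Without the filter on low counts it called 82 and 120, and with the replicate number as a block 917 and 1087. Without KO replicate 2 it called 981 higher, and DESeq2 called 564 higher and 713 lower with every library.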

Unexpectedly, despite little effect on mouse embryonic development and ESC growth, disruption of *Cnot7* led to the upregulated expression of 639 genes and downregulated expression of 859 genes in *Cnot7* KO ESCs (Figure 1G). 

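Several germ line genes were higher in Cnot8 KO ESCs, and several ribosomal protein genes were lower. Gsn, which encodes the actin-severing protein gelsolin, was among the genes that rose most. It lies on chromosome 2 from 35111878 to 35163422 in mm9 and had 16.1 ± 0.728 CPM in Cnot8 KO and 0.841 ± 0.518 CPM in WT ESCs (SD, n = 2 each), a log2 fold change of 4.25 (standard error 0.42, adjusted p = 6.34e-05). Of 12 germ line genes, 4 were higher and none was lower in edgeR, and 6 were higher when adjusted over the list alone. Mael, a gene of the piRNA pathway, had a log2 fold change of 2.17 (standard error 0.51, adjusted p = 0.0219), and Ddx4, the germ cell RNA helicase, one of 1.94 (standard error 0.48, adjusted p = 0.0265). The transcription factor genes Sall3 and Sall2 and the signal gene Bmp4 were among the genes that fell most, Sall3 by 2.62 on the log2 scale (standard error 0.32, adjusted p = 0.000413). Sall2 had a log2 fold change of -1.89 (standard error 0.30, adjusted p = 0.00295) and Bmp4 one of -1.85 (standard error 0.31, adjusted p = 0.00391). Of 20 ribosomal protein genes, 7 were lower and none was higher, with 11 lower when adjusted over the list alone and a median log2 fold change of -0.49. Rps2, the most reduced of them, has copies elsewhere in the genome that may share its reads. Camera gave an adjusted p of 0.00181 for the germ line list and 4.02e-09 for the ribosomal list. With an estimated correlation, the adjusted p was 0.684 and 0.0737. The germ line list no longer passed camera without WT replicate 1 (adjusted p = 0.077) or KO replicate 2 (adjusted p = 0.14).
Over 16311 genes, edgeR called 549 higher and 432 lower in Cnot8 KO ESCs. With scaling by total counts, which shifted the median log2 fold change by 0.13, it called 826 higher and 246 lower. The paper's fold rule passed 1839 genes as higher and 395 as lower, 1300 and 619 with TPM scaled by TMM factors, and 3036 and 568 without WT replicate 2. In 20 simulated sets with a spread estimated over all 20 libraries of the Cnot8 table and no genotype effect, the rule passed a median of 311 genes as higher and 289 as lower. Replicates of ESCs lay farther apart than those of EpiLCs. Their median absolute log2 difference was 0.440 in WT and 0.411 in Cnot8 KO ESCs, against at most 0.245 in EpiLCs. The simulated counts may thus be too low for ESCs. A fit of the 4 ESC libraries alone called 0 higher and 1 lower (590 and 350 at an unadjusted p under 0.05), and DESeq2 on all libraries called 964 higher and 835 lower. Without WT replicate 1, WT replicate 2, KO replicate 1 or KO replicate 2, edgeR called 150, 475, 157 or 385 genes higher and 40, 632, 102 or 261 lower.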

We also identified 1,823 upregulated and 377 downregulated genes in *Cnot8* KO ESCs (Figure 1G and Supplementary Table S3-4). Although the expression levels of large numbers of genes changed in *Cnot7* KO (up and down, ∼11.1%) or *Cnot8* KO (up and down, ∼14.6%) ESCs, most key developmental regulators were expressed at the similar levels in *Cnot7* or *Cnot8* KO cells when compared with the controls (Figure 1G), suggesting that depletion of *Cnot7* or *Cnot8* barely affects the naïve state of mouse ESCs. 

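Pou5f1, which encodes Oct4, and Utf1 were lower in Cnot8 KO ESCs, and none of 20 naive pluripotency genes passed the test of edgeR in Cnot8 KO ESCs, over all genes or when adjusted over the list alone. At an unadjusted p under 0.05, 1 was higher and 3 were lower, and DESeq2 called 1 lower. Their median log2 fold change was -0.11, within a range from -0.53 to 2.43. Nanog had 558 ± 167 CPM in Cnot8 KO and 596 ± 241 CPM in WT ESCs, and Esrrb had 747 ± 177 and 965 ± 175 CPM (SD, n = 2 each). Of 7 general pluripotency genes, 2 were lower and none was higher in Cnot8 KO ESCs, with 3 lower when adjusted over the list alone. Pou5f1, on chromosome 17 from 35642976 to 35647722 in mm9, had 1103 ± 40.7 CPM in Cnot8 KO and 1934 ± 160.3 CPM in WT ESCs (SD, n = 2 each), a log2 fold change of -0.81 (standard error 0.13, adjusted p = 0.00273). Utf1, a chromatin factor of pluripotent cells, had a log2 fold change of -1.32 (standard error 0.23, adjusted p = 0.00475), and Sox2 one of -0.05 (standard error 0.11, adjusted p = 0.853). The paper reports that loss of Cnot8 left the abundance of Oct4, Sox2 and Nanog in ESCs unaffected (Supplementary Figure S2B-E). These p-values rest on a spread shared with EpiLCs, and a fit of the ESC libraries alone called 0 genes higher and 1 lower. With any replicate left out, the highest adjusted p was 0.0459 for Pou5f1 and 0.108 for Utf1.
In Cnot7 KO ESCs, Klf2 was higher among the naive genes, with a log2 fold change of 0.38 (standard error 0.09, adjusted p = 0.0446), and Klf5, Tfcp2l1 and Nr5a2 were lower. Klf5 had a log2 fold change of -0.70 (standard error 0.12, adjusted p = 0.0148), and no other naive gene passed. Adjusted over the list alone, 1 naive gene was higher and 10 were lower. Camera gave the list an adjusted p of 0.00164, and 0.686 as adjusted p with an estimated correlation. Lin28a, Dppa2 and Dppa4, of the general pluripotency genes, were higher in Cnot7 KO ESCs, Lin28a with a log2 fold change of 1.36 (standard error 0.13, adjusted p = 0.00165). For Klf2, Klf5 and Lin28a the highest adjusted p with a replicate left out was 0.411, 0.346 and 0.265. Of the genes past the level of the paper's fold rule, 13.4% passed it as changed in Cnot7 KO and 19.5% in Cnot8 KO ESCs. From the similar levels of most key developmental regulators (Figure 1G), the paper proposes that loss of either gene barely affects the naive state of ESCs.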

Compared with the controls, 141 genes with upregulated expression were overlapped in *Cnot7* and *Cnot8* KO ESCs, suggesting the common targets of *Cnot7* and *Cnot8* (Figure 1H). 

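With all libraries in the fit, genes that changed in both knockout ESC lines went in opposite directions more often than chance gives. Lcp1, which encodes an actin-bundling protein, was lower in Cnot7 KO and higher in Cnot8 KO ESCs. It had 11.6 ± 1.63 CPM in Cnot7 KO ESCs and 142 ± 52.6 CPM in their controls, and 56.4 ± 13.4 CPM in Cnot8 KO ESCs and 18.2 ± 6.54 CPM in theirs (SD, n = 2 each). The control lines of the 2 tables thus differ from each other in Lcp1, and fold changes, not levels, were compared. With edgeR, 65 genes were lower in Cnot7 KO and higher in Cnot8 KO ESCs, where lists of these sizes share 25.6 by chance among the 13561 genes tested in both tables (one-sided Fisher's exact test over genes, p = 3.03e-12). Another 36 genes were higher in Cnot7 KO and lower in Cnot8 KO ESCs, against 17.8 by chance (p = 4.54e-05, the same exact test). Higher in both lines were 26 genes, against 21.5 by chance (p = 0.185, the same exact test), and lower in both were 15, against 21.1. Of the genes higher in both, Ddx4 had a log2 fold change of 1.57 (standard error 0.40, adjusted p = 0.0495) in Cnot7 KO ESCs. Under the paper's fold rule 151 genes were higher in both lines, against 87.9 by chance, and 284 were lower in Cnot7 KO and higher in Cnot8 KO ESCs, against 125. That rule also put 47 genes lower in both lines, against 25.8 by chance (p = 4.09e-05, the same exact test), and 53 higher in Cnot7 KO and lower in Cnot8 KO ESCs, against 18.2, so under it changes in the same direction also exceed chance. Without the filter on low counts, edgeR put 3 genes higher in Cnot7 KO and lower in Cnot8 KO ESCs, against 1.96 by chance (p = 0.312, the same exact test). It then put 13 genes lower in Cnot7 KO and higher in Cnot8 KO ESCs, against 3.79 (p = 0.000107, the same exact test). Genes are not independent replicates. Without WT replicate 1, WT replicate 2 or KO replicate 1 edgeR called 1, 0 or 11 genes higher in both lines, and 1, 0 or 35 lower in Cnot7 KO and higher in Cnot8 KO ESCs. The genes higher in Cnot7 KO and lower in Cnot8 KO ESCs were then 1, 0 or 14, and without KO replicate 2 they were 24, against 17.5 by chance (p = 0.0707, the same exact test).

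**Figure D1:**
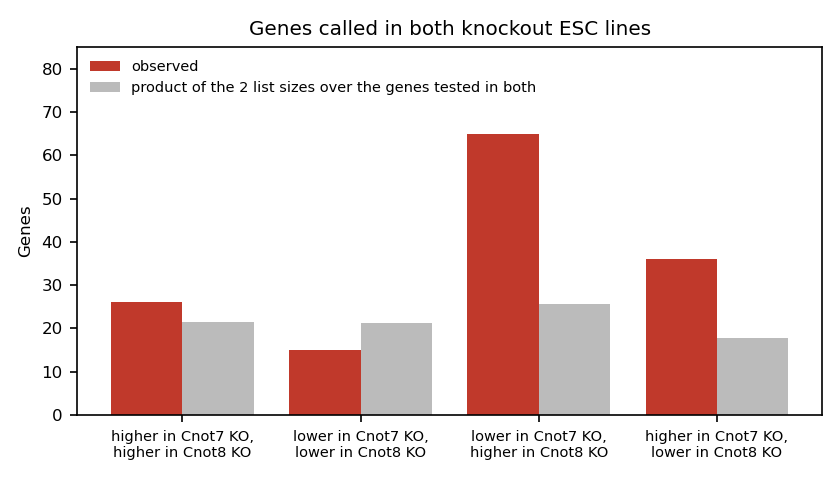
Number of genes (vertical axis) called by edgeR in both knockout ESC lines for each pair of directions (horizontal axis), as observed (red bars) and as given by chance from the sizes of the lists (grey bars). The 65 genes lower in Cnot7 KO and higher in Cnot8 KO ESCs stand farthest above chance.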

Notably, the expression of *Cnot7* was significantly increased in *Cnot8* KO ESCs at mRNA and protein levels when compared with WT controls, similar to the changes of Cnot8 mRNA and protein in *Cnot7* KO ESCs (Figure 1I-J and Supplementary Figure S2F). In addition, we could not establish the double KO ESCs for *Cnot7* and *Cnot8* (data not shown). These results support the compensatory roles of *Cnot8* and *Cnot7* in mouse ESCs.

Since ablation of either *Cnot7* or *Cnot8* caused no substantial effects on the state of naïve pluripotency, *Cnot7* or *Cnot8* KO ESCs were differentiated into the intermediate states of PSCs between naive and primed states that were recently developed (11–14). *Cnot7* KO fPSCs were successfully obtained (Figure 2A). Cnot8 mRNA and protein was expressed in the different states of PSCs (Supplementary Figure S2G and H). Interestingly, RSCs and XPSCs could be differentiated from *Cnot8* KO ESCs (Supplementary Figure S3A and B), probably representing their earlier developmental states (11,13). However, *Cnot8* KO fPSCs and FS cells could not be established (Figure 2B and C). Then, we used another system of epiblast-like cells (EpiLCs) to investigate the role of *Cnot8* during naïve-to-formative progression (8,63). After 48 h of differentiation, more round cells were observed in *Cnot8* KO EpiLCs when compared with WT controls (Figure 2D-E and Supplementary Figure S3C), suggesting a delayed differentiation of these cells, probably consistent with the changes of cellular morphology during the exit from naïve ground state (64,65). Compared with the controls, 24h-EpiLCs differentiated from *Cnot8* KO ESCs possessed the increased round cells and displayed slightly higher AP staining (Supplementary Figure S3D-F), indicating the defects of pluripotency exit in these cells. To confirm these defects, reverse ESC (rESC) formation assay was carried out for the EpiLCs from *Cnot8* KO ESCs and WT controls at 36 h and 48 h after differentiation as previously reported (Supplementary Figure S3G) (66). Our results showed that the EpiLCs from *Cnot8* KO ESCs formed more AP-positive colonies than those from WT controls (Figure 2F and G). These results suggest that disruption of *Cnot8* impairs the exit of mouse ESCs from naïve state.

**Figure 2.**
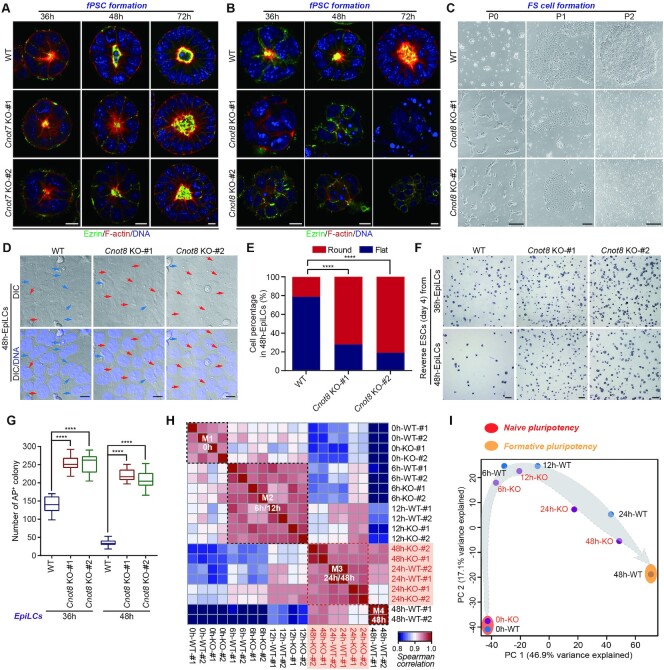
*Cnot8* is required for the differentiation of naïve ESCs into formative state. (**A**, **B**) Immunostaining analysis of WT, *Cnot7* KO, and *Cnot8* KO Epiblastoids at 36 h, 48 h, and 72 h after their differentiation. Apical lumen was labeled by Ezrin (green) and F-actin (Phalloidin, red) staining. DNA was counterstained with Hoechst 33342 (blue). Scale bar, 10 μm. (**C**) Morphology of WT and *Cnot8* KO FS cells. After induction with FS cell conditions, the cells were passaged and imaged. Scale bars, 20 μm (left panel), 50 μm (middle panel), and 20 μm (right panel). (**D**, **E**) Morphology (**D**) and quantification (**E**) of WT and *Cnot8* KO 48h-EpiLCs. DNA was counterstained with Hoechst 33342 (blue). The red and blue arrows indicated the round and flat cells, respectively. Data were represented as mean ± SEM. n = 3 biological replicates. ****ρ < 0.0001 by two-tailed Student's *t* test. Scale bar, 10 μm. (**F**, **G**) WT and *Cnot8* KO 36h- and 48h-EpiLCs were cultured in 2i/LIF conditions for 4 days and subjected to Alkaline phosphatase (AP) staining (**F**) and quantification (**G**). Data were represented as mean ± SEM. n = 3 biological replicates. ****ρ < 0.0001 by two-tailed Student's *t* test. Scale bar, 400 μm. (**H**) Hierarchical clustering based on the expression of all genes in WT and *Cnot8* KO cells at indicated time points of EpiLC differentiation. M, Module. (**I**) Principal component analysis (PCA) based on the expression of all genes for WT and *Cnot8* KO cells at specific time points of EpiLC differentiation. Red and orange regions indicated naïve and formative pluripotent states. The gray arrow indicated the differentiation direction of the cells. PC1 and PC2 represented the two dimensions of gene expressions, which accounted for 46.9% (PC1) and 17.1% (PC2) of the genes analyzed.

Next, we performed RNA-seq for the EpiLCs induced from WT and *Cnot8* KO ESCs at 6 h, 12 h, 24 h, and 48 h after differentiation and combined these data with the data of ESCs (0h-WT and 0h-KO). 

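EpiLCs are epiblast-like cells made from naive ESCs, and their course is a single table of read counts for 24936 genes. It holds 20 libraries, 2 of WT and 2 of Cnot8 KO cells at each of 0, 6, 12, 24 and 48 h. For the inhibitors of the naive medium, the paper gives 1 μM PD0325901 and 3 μM CHIR99021, and the labels of the libraries give the same numbers in mM. The libraries at 0 h are those of the ESCs above. Total counts were 19519020 and 19782411 in WT and 20355437 and 20693565 in Cnot8 KO EpiLCs at 6 h, 19867248 and 19920000 in WT and 20500202 and 20582151 in Cnot8 KO EpiLCs at 12 h, 19133166 and 20588192 in WT and 24753797 and 27191984 in Cnot8 KO EpiLCs at 24 h, and 20472912 and 20777148 in WT and 18737189 and 21493196 in Cnot8 KO EpiLCs at 48 h. The authors' steps from reads to counts were those of the ESC data. All 20 libraries entered a single edgeR model with 1 mean per genotype and time, which tested 16311 genes. Replicates lay farther apart in ESCs, with a Spearman correlation across genes of 0.975 in WT and 0.972 in Cnot8 KO cells, than in EpiLCs, where it ran from 0.985 to 0.994. On simulated counts for 24 h, the test recovered 55.2% of genes changed 2-fold and 84.8% of those changed 4-fold, with 1 false call among 105. The changed genes were drawn from genes above a minimum mean count, so these shares do not cover genes with fewer counts.
Cnot8, on chromosome 11 from 57906295 to 57932099 in mm9, had 40.7 and 44.4 CPM in the Cnot8 KO libraries and 69.4 and 59.8 CPM in the WT libraries at 6 h, a log2 fold change of -0.60 (standard error 0.13, adjusted p = 0.0244). At 12 h the levels were 45.1 and 45.5 CPM in Cnot8 KO and 71.0 and 60.4 CPM in WT EpiLCs (adjusted p = 0.0437). At 24 h they were 59.4 and 64.5 CPM in Cnot8 KO against 78.5 and 81.8 CPM in WT EpiLCs (adjusted p = 0.107), and at 48 h 61.6 and 66.5 CPM against 74.1 and 73.5 CPM (adjusted p = 0.414). As in ESCs, these counts include reads from exons outside the targeted exon and do not check the labels.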

Hierarchical clustering analysis of all expressed genes showed that the 20 samples from *Cnot8* KO and WT ESCs at the 5 time points were divided into four modules (M1-M4), in which 6h- and 12h-EpiLCs from *Cnot8* KO and control ESCs were clustered into M2. 

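Formative genes rose over the course of EpiLC induction in WT cells, among them the POU transcription factor gene Pou3f1 and the DNA methyltransferase gene Dnmt3b. Libraries of 0 h, of 6 h and 12 h, and of 24 h grouped by time whatever their genotype. Of 14 formative genes, 13 rose from 0 h to 48 h in WT cells and none fell, with the same counts when adjusted over the list alone. Pou3f1 had 3.87 ± 0.200 CPM at 0 h and 426 ± 29.4 CPM at 48 h (SD, n = 2 each), a log2 fold change of 6.78 (standard error 0.38, adjusted p = 1.66e-09). Dnmt3b had 333 ± 171 CPM at 0 h and 2976 ± 150.4 CPM at 48 h, a log2 fold change of 3.16 (standard error 0.27, adjusted p = 1.5e-07). In edgeR 3777 genes rose and 3936 fell in WT cells from 0 h to 48 h, and 2897 rose and 2901 fell in Cnot8 KO cells. Scaling by total counts shifted the median log2 fold change of the WT course by 0.22, and 4841 genes then rose and 2858 fell. Clustering of the libraries by Spearman correlation with average linkage into 4 groups placed all 20 libraries as in Figure 2H. With complete linkage, or over the genes of largest variance, 18 of them were placed so.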

M2 was separated from M1 that was composed of 0h-WT and 0h-KO ESCs (Figure 2H). Interestingly, 48h-KO, 24h-WT, and 24h-KO EpiLCs were assembled into the M3, which was separated from M4 constituted of 48h-WT EpiLCs (Figure 2H), suggesting a delayed progression of *Cnot8* KO 48h-EpiLCs. 

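At 48 h, Cnot8 KO EpiLCs were about as close to WT EpiLCs at 24 h as to WT EpiLCs at 48 h, and several formative genes were lower in them. Averaged over pairs of libraries, their Spearman correlation across genes was 0.973 with WT EpiLCs at 24 h, 0.974 with WT EpiLCs at 48 h and 0.976 with Cnot8 KO EpiLCs at 24 h. Of 14 formative genes, 6 were lower and none was higher in Cnot8 KO EpiLCs at 48 h, with 7 lower when adjusted over the list alone. Their median log2 fold change was -0.37. The growth factor gene Fgf5 had 41.2 ± 3.90 CPM in Cnot8 KO and 110.4 ± 9.66 CPM in WT EpiLCs (SD, n = 2 each), a log2 fold change of -1.42 (standard error 0.36, adjusted p = 0.0229). Sox3, a transcription factor gene, had a log2 fold change of -2.26 (standard error 0.53, adjusted p = 0.016), Lin28b, an RNA-binding protein gene, one of -1.49 (standard error 0.35, adjusted p = 0.0166), and Dnmt3b one of -0.96 (standard error 0.25, adjusted p = 0.0299). The formative transcription factor genes Otx2 and Pou3f1 had log2 fold changes of -0.11 and -0.13 (adjusted p = 0.928 and 0.87). Camera gave the formative list an adjusted p of 0.00348, and 0.202 as adjusted p with an estimated correlation. With complete linkage, or over the genes of largest variance, the Cnot8 KO libraries of 48 h joined the WT libraries of 48 h. With a replicate left out, the highest adjusted p was 0.17 for Fgf5, 0.174 for Sox3, 0.183 for Lin28b and 0.176 for Dnmt3b.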

Principal component analysis (PCA) also confirmed the delayed transition from naïve to formative state of *Cnot8* KO EpiLCs (Figure 2I). 

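Both Cnot8 KO libraries lay lower than both WT libraries on the course of differentiation at 24 h and 48 h, and between them at 6 h and 12 h. Each library was placed on the line from the mean of WT ESCs, set to 0%, to the mean of WT EpiLCs at 48 h, set to 100%. Cnot8 KO EpiLCs stood at 55.7% ± 2.36 at 24 h and WT EpiLCs at 65.0% ± 1.21 (SD, n = 2 each). At 48 h Cnot8 KO EpiLCs stood at 79.6% ± 0.737 (SD, n = 2). At 6 h Cnot8 KO and WT EpiLCs stood at 27.7% ± 0.392 and 26.2% ± 6.46, and at 12 h at 34.8% ± 0.919 and 35.9% ± 5.01 (SD, n = 2 each). Cnot8 KO ESCs stood at 12.8% ± 1.40 (SD, n = 2), at 20.5% without WT replicate 1, at 17.6% without WT replicate 2 and at 8.86% over the genes of largest variance. WT ESCs and WT EpiLCs of 48 h set the ends of the course, so differences from them are not compared with a spread. Chance deviations of the libraries that set an end also shift other libraries inward from it. Part of the distance of Cnot8 KO cells from WT cells at 0 h and 48 h may thus come from the method. A principal component analysis of the 20 libraries put 40.5% of the variance on the first component and 15.1% on the second. On the first, the Cnot8 KO libraries of 48 h had scores of 86.8 and 88.3, the WT libraries of 48 h 125 and 124 and the WT libraries of 24 h 65.2 and 60.9. Cnot8 KO minus WT was -9.37 points of the course at 24 h, 1.47 at 6 h and -1.09 at 12 h. At 24 h the difference ran from -10.6 to -6.70 over 6 alternatives. An exact permutation test of 2 libraries against 2 cannot give a p below 0.333. In a linear model with a spread shared by the other groups, chosen after the positions were seen, each difference had a standard error of 3.11, and that at 24 h fell just short of the threshold after adjustment and passed it only with WT replicate 2 left out. This model takes libraries of the same line at different times as independent, while WT replicate 1 lay ahead of WT replicate 2 at 0, 6, 12 and 24 h. Over the genes of largest variance the positions of Cnot8 KO cells were 59.1% at 24 h and 82.0% at 48 h.

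**Figure D2:**
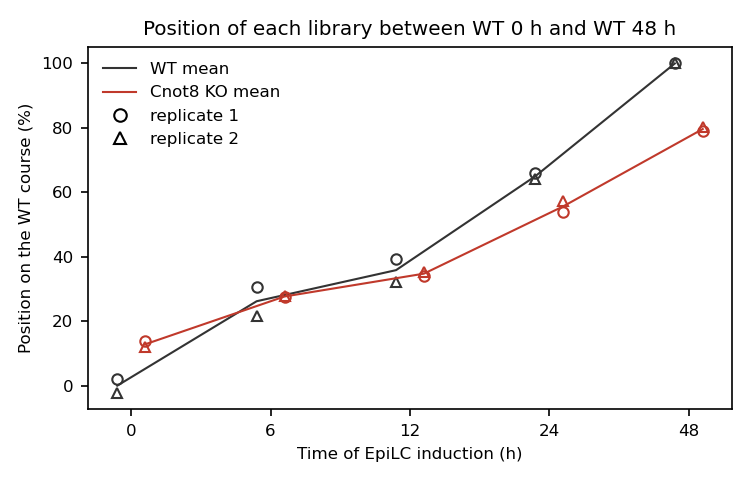
Position of each library on the course from WT ESCs to WT EpiLCs at 48 h (vertical axis, percent) at each time of induction (horizontal axis, hours, in order and not to scale), with circles and triangles for replicates 1 and 2 of WT (dark) and Cnot8 KO cells (red) and lines through their means. Both Cnot8 KO libraries lie below both WT libraries at 24 h and 48 h. The WT libraries of 0 h and 48 h set the ends of the course, which shifts other libraries inward.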

The increased transcriptional noise was also observed in *Cnot8* KO ESCs (S/LIF) and 48h-EpiLCs compared with the controls (Supplementary Figure S4A-I) (59,60), indicating that *Cnot8* disruption affects the heterogeneity of ESCs and EpiLCs. Altogether, these data suggest that *Cnot8* depletion impairs the differentiation of ESCs at ∼24 h.

### Cnot8 eliminates the mRNAs of a large number of genes during the differentiation of ESCs

As described above, Ccr4-Not complex is best known as a regulator of deadenylation and stability of mRNAs in different cell contexts (29). We asked whether Cnot8 sculpts the stability and subsequent decay of mRNAs during the differentiation of ESCs. We firstly compared the patterns with hidden Markov model (HMM) clustering algorithm to separate the downregulated and upregulated expression of the genes during normal EpiLC formation (67). In this analysis, ∼94.3% (12,667/13,428) genes were categorized into the top 8 clusters (Figure 3A and Supplementary Figure S5A). Among these 8 clusters, Cluster 2 accounted for ∼32.8% genes (4,161/12,667) and their expression profiles displayed a continuous pattern of downregulation, assumed as the genes involved in degradation of EpiLC differentiation (Figure 3A). 

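Naive pluripotency genes and genes of autophagy and lysosomes were among those whose mRNA fell during EpiLC formation in WT cells. All 20 naive genes examined were lower at 48 h than at 0 h in edgeR, also when adjusted over the list alone, with a median log2 fold change of -5.75. The transcription factor gene Tbx3 had 321 ± 103 CPM at 0 h and 0.138 ± 0.00175 CPM at 48 h (SD, n = 2 each), a log2 fold change of -11.13 (standard error 0.52, adjusted p = 2.12e-10). Esrrb had a log2 fold change of -5.60 (standard error 0.19, adjusted p = 1.73e-11), and Klf4 one of -7.31 (standard error 0.36, adjusted p = 4.24e-10). Of 12 genes of autophagy and lysosomes, 11 were lower and 1, Gabarapl1, was higher, with the same counts when adjusted over the list alone. Camera gave an adjusted p of 4.73e-20 for the naive list and 7.56e-06 for the autophagy and lysosome list, and with an estimated correlation both kept an adjusted p below the threshold, 0.000486 and 0.00608. Of the genes lower at 48 h than at 0 h, 807, or 20.5%, had a lower mean at each time point than at the preceding time point. The paper's Markov clusters were not rebuilt here, and a fall from 0 h to 48 h was used in place of Cluster 2.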

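More genes were higher in Cnot8 KO than in WT EpiLCs at 24 h and 48 h than at 6 h and 12 h, and fewer were lower at each time. Tgfbi, which encodes a secreted matrix protein, was among the strongest at 6 h, with 7.94 ± 1.19 CPM in Cnot8 KO and 0.440 ± 0.405 CPM in WT EpiLCs (SD, n = 2 each), a log2 fold change of 4.16 (standard error 0.60, adjusted p = 0.00227). Tfap2c, the transcription factor gene, was the earliest naive gene to pass the test. Its log2 fold change was 1.12 (standard error 0.31, adjusted p = 0.0772) at 6 h and 2.66 (standard error 0.35, adjusted p = 0.00135) at 12 h. At 24 h Mras, which encodes a Ras-related GTPase, had a log2 fold change of 3.97 (standard error 0.41, adjusted p = 5.43e-05). Khdc3, a gene of oocytes and early embryos, had one of 5.61 (standard error 0.58, adjusted p = 1.62e-05) at 48 h. Of 12 genes of autophagy and lysosomes, 4 were higher and none was lower at 24 h, with 5 higher when adjusted over the list alone. Camera gave this list an adjusted p of 0.000123, and 0.0149 as adjusted p with an estimated correlation.
In edgeR 181 genes were higher and 109 lower at 6 h, 191 and 95 at 12 h, 618 and 215 at 24 h, and 840 and 270 at 48 h. Scaled by total counts, 234 were higher and 77 lower at 6 h, 257 and 71 at 12 h, and 819 and 135 at 24 h. DESeq2 called 494 higher and 319 lower at 6 h, 509 and 309 at 12 h, 920 and 469 at 24 h and 1081 and 582 at 48 h. Fitted to the compared libraries alone, edgeR called 184 and 161 at 6 h, 144 and 79 at 12 h, 1975 and 1684 at 24 h and 1903 and 1794 at 48 h, with a nearly even split at the late times. Without WT replicate 1, WT replicate 2, KO replicate 1 or KO replicate 2, 164, 129, 156 or 343 genes were higher at 24 h, 292, 334, 408 or 419 at 48 h, 65, 15, 25 or 47 at 6 h and 43, 20, 13 or 62 at 12 h. A model without the ESC libraries, added after their replicates were seen to lie farther apart, called 702 genes higher and 662 lower at 6 h, 756 genes higher and 673 lower at 12 h, 1253 genes higher and 978 lower at 24 h and 1553 genes higher and 988 lower at 48 h, so the contrast between early and late times is smaller there.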

We also examined the genes with upregulated expression in *Cnot8* KO EpiLCs through comparing with normal controls at specific time points (Figure 3B and Supplementary Table S4). When combining all data during EpiLC formation, we obtained 2,816 genes whose expressions were upregulated in *Cnot8* KO cells (Figure 3C). 

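Most genes that were higher in Cnot8 KO cells during EpiLC formation passed the test at 48 h or at 24 h. In edgeR 1329 genes were higher in at least 1 of the 4 time points, of which 943 passed at 1 time point, 293 at 2 and 71 at 3. Of those that passed once, 542 did so at 48 h, 272 at 24 h, 48 at 12 h and 81 at 6 h. At 24 h and 48 h alike, 277 genes were higher, where independent lists of these sizes share 31.8 by chance. Fbxo15 and Prdm14, naive genes, are among them, with log2 fold changes at 24 h of 2.05 (standard error 0.32, adjusted p = 0.00136) and 3.01 (standard error 0.45, adjusted p = 0.000999). The same lines served at both times, so the lists of 24 h and 48 h are not independent. Lasting differences between lines would also raise their overlap. In 10 simulated sets with no genotype effect, the highest number of genes higher in at least 1 time point was 1. WT and Cnot8 KO cells are different lines, and each line recurs at every time. This number does not show how many genes lasting differences between lines would add. Under the paper's fold rule 2899 genes were higher in at least 1 time point. In at least 1 time point, edgeR called 434, 418, 496 or 644 genes higher without WT replicate 1, WT replicate 2, KO replicate 1 or KO replicate 2, and 3064 when fitted to the compared libraries alone. DESeq2 called 1998, and edgeR without the ESC libraries, a fit added after the data were seen, 2752.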

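A small group of genes was higher in Cnot8 KO cells at all 4 time points of EpiLC formation, among them Tgfbi, Lcp1 and Gpx2, the gene of a glutathione peroxidase. Lcp1 had log2 fold changes of 2.25 (standard error 0.38, adjusted p = 0.00635) at 6 h, 3.60 (standard error 0.42, adjusted p = 0.000403) at 12 h and 3.59 (standard error 0.44, adjusted p = 0.0002) at 24 h. Gpx2, on chromosome 12 from 77893321 to 77896541 in mm9, had 107 ± 18.4 CPM in Cnot8 KO and 47.1 ± 4.32 CPM in WT EpiLCs at 6 h (SD, n = 2 each), a log2 fold change of 1.19 (standard error 0.25, adjusted p = 0.0246). In ESCs it had 192 ± 33.5 CPM in Cnot8 KO and 169 ± 82.0 CPM in WT cells (SD, n = 2 each, adjusted p = 0.709). In edgeR 22 genes were higher at all 4 time points, and 16 of these were also higher in Cnot8 KO ESCs. The same lines recur at each time, so the calls at different times are not independent of each other. Under the paper's fold rule, 120 genes were higher at all 4 time points. Without WT replicate 1, WT replicate 2, KO replicate 1 or KO replicate 2, edgeR called 6, 1, 3 or 6 genes at all 4, and DESeq2 called 70 with every library.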

Compared with the controls, the expressions of some (n, 120) of these genes were continually upregulated, while the expressions of many other genes were changed at specific time points in *Cnot8* KO EpiLCs during the differentiation (Figure 3C).

**Figure 3.**
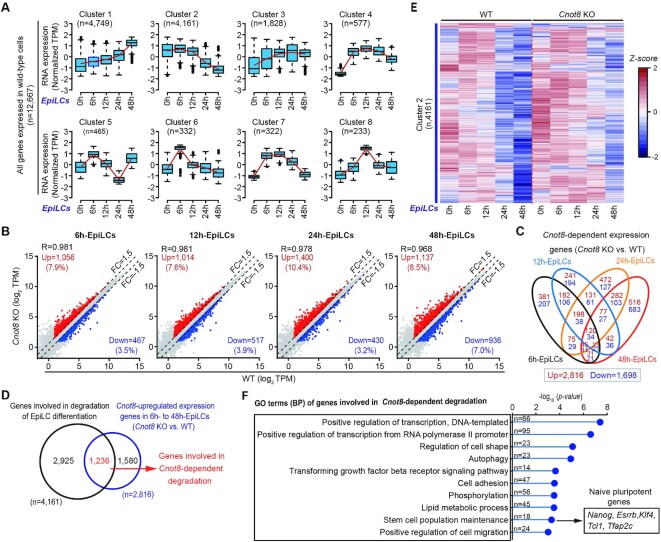
Cnot8 eliminates the mRNAs of a large number of genes during the differentiation of ESCs. (**A**) Boxplots showing clusters of genes during normal EpiLC differentiation according to the similar expression profiles. The top 8 clusters (n, 12,667) were generated using the Markov clustering algorithm. The red line indicated the mean expression level of each cluster. The middle black lines in the boxes represented the medians of expression level. The number of genes in each cluster was shown at the top of each panel. (**B**) Scatter plots showing expression profiles of the genes from 6 h to 48 h after WT and *Cnot8* KO EpiLC differentiation. The genes whose expressions were increased or decreased more than 1.5-fold in *Cnot8* KO cells compared with the normal controls at each time point were highlighted in red and blue. (**C**) Venn diagram showing intersection of differentially expressed genes (*Cnot8*-dependent expression genes) in *Cnot8* KO cells during their EpiLC differentiation. The numbers of genes with upregulated or downregulated expression were marked with red and blue. (**D**) Venn diagram showing the overlapped genes of the presumed genes (n, 4,161) involved in degradation of EpiLC differentiation and *Cnot8*-upregulated expression genes (n, 2,816). The numbers of each class genes were indicated with specific colors. (**E**) Heatmap showing expression profiles of the presumed genes in cluster 2 involved in degradation during the differentiation of WT and *Cnot8* KO ESCs. (**F**) GO term (BP) analysis of the genes (n, 1,236) involved in *Cnot8*-dependent degradation. Data were shown as -log_10_ (ρ-value). Gene number (n) of each GO term was shown in the middle. Representative naïve pluripotent genes were listed on the right.

Then, we compared the genes (n, 2,816) with upregulated expression in *Cnot8* KO cells with the genes (n, 4,161) involved in degradation of EpiLC differentiation. 

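At 24 h and 48 h, most genes that were higher in Cnot8 KO cells were genes that fall in WT cells. Klf2, a naive transcription factor gene, fell in WT cells and had 121 ± 1.44 CPM in Cnot8 KO and 41.7 ± 9.06 CPM in WT EpiLCs at 24 h (SD, n = 2 each), a log2 fold change of 1.54 (standard error 0.27, adjusted p = 0.00349). Jam2, a gene of a junction protein, did so too, with a log2 fold change of 1.88 (standard error 0.46, adjusted p = 0.0251). In edgeR 874 genes were lower at 48 h than at 0 h in WT cells and higher in Cnot8 KO cells in at least 1 of 6 h to 48 h, where lists of these sizes share 321 by chance (one-sided Fisher's exact test over genes, p = 9.92e-251). They made up 65.8% of the genes higher in Cnot8 KO cells. By time, genes that fall in WT cells were 34.8% of those higher at 6 h, 48.2% at 12 h, 73.8% at 24 h and 74.9% at 48 h. Genes that rise in WT cells were fewer than chance gives among these, 166 against 308. Among genes lower in Cnot8 KO cells, 247 rise in WT cells, against 119 by chance. The WT libraries of 48 h enter both comparisons, and with Cnot8 KO compared at 6 h to 24 h alone, where no library is shared, the overlap held 496 genes against 189.9 by chance (p = 2.04e-125, the same exact test). The overlap held 290, 308, 370 or 479 genes without WT replicate 1, WT replicate 2, KO replicate 1 or KO replicate 2.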

We totally obtained 1,236 genes whose expressions were upregulated in *Cnot8* KO cells compared with the controls. We named these genes as the genes involved in *Cnot8*-dependent degradation (Figure 3D and Supplementary Table S5). These genes accounted for ∼29.7% (1,236/4,161) of total genes involved in degradation of EpiLC differentiation (Figure 3E). 

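Most genes of Table S5 fell in WT cells, and many were higher in Cnot8 KO cells, mainly at 24 h and 48 h. The study chose them on these samples, so they are not independent evidence. Their median log2 fold change in Cnot8 KO cells was 0.21 at 6 h, 0.33 at 12 h, 0.65 at 24 h and 0.73 at 48 h. By edgeR 34 of the 1236 genes were higher at 6 h, 74 at 12 h, 407 at 24 h and 514 at 48 h, and 697, or 56.4%, in at least 1 of these. In WT cells 1056 of them were lower at 48 h than at 0 h, and 663 met both conditions. In Cnot8 KO ESCs 83 were higher and 27 lower. Camera gave the list an adjusted p of 5.06e-62 at 24 h, and 3.65e-05 as adjusted p with an estimated correlation. Of all genes lower at 48 h than at 0 h in WT cells, 22.2% were higher in Cnot8 KO cells in at least 1 time point, and 47.5% with the compared libraries alone. This share was 14.2, 11.1, 10.6 or 13.7% without WT replicate 1, WT replicate 2, KO replicate 1 or KO replicate 2, and of the genes of Table S5 13, 2, 6 or 8 were higher at 6 h, 15, 8, 7 or 29 at 12 h, 126, 106, 121 or 259 at 24 h, 219, 244, 293 or 303 at 48 h and 285, 299, 346 or 424 in at least 1 of these.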

Gene Ontology (GO) analysis showed that 1,236 genes involved in *Cnot8*-dependent degradation were mainly enriched in lipid metabolic process and stem cell population maintenance, including *Nanog*, *Esrrb*, *Klf4*, *Tfap2c*, and *Tcl1* (Figure 3F). 

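Nanog, Esrrb, Klf4, Tfap2c and Tcl1 fell in WT cells during EpiLC formation and were higher in Cnot8 KO EpiLCs at 24 h. Nanog, on chromosome 6 from 122657506 to 122664651 in mm9, had 118 ± 47.6 CPM in Cnot8 KO and 26.6 ± 0.298 CPM in WT EpiLCs at 24 h (SD, n = 2 each), a log2 fold change of 2.15 (standard error 0.33, adjusted p = 0.00114). Tcl1, a coactivator of Akt, had 19.7 ± 3.59 CPM in Cnot8 KO and 7.60 ± 1.35 CPM in WT EpiLCs (SD, n = 2 each), a log2 fold change of 1.37 (standard error 0.32, adjusted p = 0.0213). Response to leukemia inhibitory factor, the cytokine that keeps ESCs naive, was the single GO term to pass for the genes of Table S5, with 15 genes against 5.53 by chance (one-sided Fisher's exact test, adjusted p = 0.0299). Lipid metabolic process held 11 genes against 5.05 by chance (p = 0.0102, adjusted p = 0.136, the same exact test). Stem cell population maintenance held 6 against 4.00 (adjusted p = 0.763, the same exact test). These tests cover the 114 terms of Table S8 over the 3359 tested genes that it lists, and Table S8 may hold part of each term only. Among the genes that fall in WT cells alone, response to leukemia inhibitory factor had an adjusted p of 0.082 (the same exact test).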

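Naive pluripotency genes were higher in Cnot8 KO EpiLCs from 24 h on, and most of those examined were higher at 48 h. Of 20 naive genes, 12 were higher and none was lower at 24 h, and 16 were higher and none was lower at 48 h. When adjusted over the list alone, 14 were higher at 24 h and 16 at 48 h. Dppa3, Spic, Gbx2 and Bcl3 were the 4 that did not pass at 48 h. The median log2 fold change of the naive genes was 0.02 at 6 h, 0.05 at 12 h, 1.50 at 24 h and 2.16 at 48 h. Nr5a2, the nuclear receptor gene, had the log2 fold change 4.94 (standard error 0.33, adjusted p = 2.08e-07) at 48 h, and Tbx3 one of 4.01 (standard error 0.66, adjusted p = 0.000965). Camera gave the list an adjusted p of 5.07e-15 at 24 h and 4.68e-26 at 48 h, and 0.00164 and 0.000154 as adjusted p with an estimated correlation. With any replicate left out, the median stayed between 1.19 and 1.62 at 24 h and between 2.08 and 2.23 at 48 h. Read counts give the level of an mRNA and do not separate its decay from its transcription. From the genes that fall in normal EpiLC formation and stay higher without Cnot8, the paper proposes that Cnot8 has a part in clearing many mRNAs, those of naive transcription factors included.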

Taken together, these data suggest that Cnot8 plays a crucial role in the clearance of a great number of mRNAs including those encoded by naïve TFs during the differentiation of PSCs into formative state.

### Cnot8 regulates naïve gene expression by controlling mRNA stability

To explore whether Cnot8 broadly modulates the clearance of mRNAs encoded by naïve-like genes, we compared the genes involved in *Cnot8*-dependent degradation with 2,684 naïve-like genes (14), and identified 539 naïve-like genes related with *Cnot8*-dependent degradation (Supplementary Figure S5B-C and Table S6). 

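The naive-like genes of Table S6 fell in WT cells and were higher in Cnot8 KO cells. The study chose this list on these samples, so its direction is not independent evidence. Of its 539 genes, 509 were lower at 48 h than at 0 h in WT cells, with a median log2 fold change of -2.12 over the list. In Cnot8 KO cells 354 of them, or 65.7%, were higher in at least 1 time point by edgeR. The median log2 fold change of the list was 0.67 at 24 h and 0.86 at 48 h. Camera gave an adjusted p of 3.48e-52 and 2.28e-65 at these times, and 3.93e-05 and 1.92e-05 as adjusted p with an estimated correlation.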

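Few naive-like genes of Table S6, a list of 539 genes, were higher in Cnot8 KO EpiLCs at 6 h and 12 h, and many were at 24 h and 48 h. By edgeR 23 of them were higher and 4 lower at 6 h, and 35 were higher and 2 lower at 12 h. At 24 h 205 were higher and none was lower, and at 48 h 279 were higher and 1 lower. These counts were not repeated with a replicate left out, where fewer genes of Table S5, which holds this list, passed at each time. The median log2 fold change of the list then ran from 0.610 to 0.739 at 24 h and from 0.788 to 0.889 at 48 h. When adjusted over the list alone, 326 were higher and 4 lower at 24 h. The study chose the list on these samples, so these counts are not independent evidence. Tfap2c, one of its early genes, had 17.0 ± 3.19 CPM in Cnot8 KO and 2.69 ± 0.869 CPM in WT EpiLCs at 12 h (SD, n = 2 each). The paper's fold rule passed 136 genes of the list at 6 h, 156 at 12 h, 336 at 24 h and 335 at 48 h.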

When investigating these 539 naïve-like genes at specific time points, we identified 136, 156, 336, and 335 genes in 6h-, 12h-, 24h-, and 48h-EpiLCs, respectively (Figure 4A and Supplementary Figure S5D). 

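The naive transcription factor genes Esrrb, Nanog, Klf4, Tfcp2l1 and Nr5a2 and the gene Tcl1 were higher in Cnot8 KO EpiLCs at 24 h and at 48 h, and Klf5 passed the test at 48 h. Esrrb, an orphan nuclear receptor gene on chromosome 12 from 87702066 to 87862578 in mm9, had 444 ± 24.2 CPM in Cnot8 KO and 194 ± 2.76 CPM in WT EpiLCs at 24 h (SD, n = 2 each), a log2 fold change of 1.20 (standard error 0.15, adjusted p = 0.000257). At 48 h it had 242 ± 11.3 CPM in Cnot8 KO and 19.8 ± 1.26 CPM in WT EpiLCs (SD, n = 2 each), a log2 fold change of 3.61 (standard error 0.17, adjusted p = 4.69e-09). At 24 h Nr5a2 had a log2 fold change of 1.79 (standard error 0.23, adjusted p = 0.000235), Tfcp2l1 one of 1.45 (standard error 0.27, adjusted p = 0.00477) and Klf4 one of 1.56 (standard error 0.30, adjusted p = 0.00604). Nanog had one of 2.22 (standard error 0.34, adjusted p = 0.000595) at 48 h. Klf5 had a log2 fold change of 0.86 (standard error 0.25, adjusted p = 0.0545) at 24 h and of 1.73 (standard error 0.25, adjusted p = 0.000431) at 48 h, and DESeq2 called it at 24 h as well (adjusted p = 0.0158). With a replicate left out, the highest adjusted p at 24 h was 0.0193 for Esrrb, 0.0304 for Nr5a2 and 0.0425 for Nanog, but 0.114 for Klf4, 0.156 for Tfcp2l1 and 0.234 for Tcl1.

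**Figure D3:**
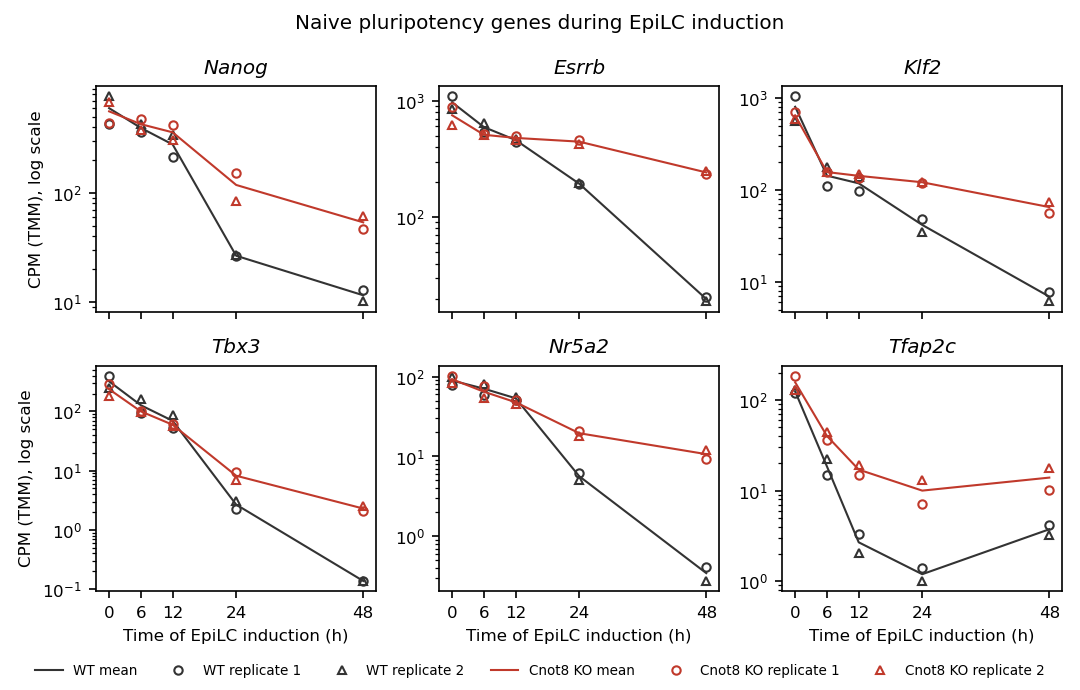
Counts scaled to the library size (CPM, vertical axes, log scale) of Nanog, Esrrb, Klf2, Tbx3, Nr5a2 and Tfap2c against the time of EpiLC induction in hours (horizontal axes), with circles and triangles for replicates 1 and 2 of WT (dark) and Cnot8 KO cells (red) and lines through their means. For each of these genes, both Cnot8 KO libraries lie above both WT libraries at 24 h and 48 h.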

Strikingly, we observed many naïve TFs, such as *Nanog*, *Esrrb*, *Klf4/5*, *Tcl1*, *Tfcp2l1*, and *Nr5a2*, which are part of naïve gene regulatory networks (GRNs) (17,25), and whose expressions were especially upregulated in the *Cnot8* KO EpiLCs at 24 h and 48 h after differentiation (Figure 4A). The mRNA degradation of many naïve TFs was modulated by *Cnot8* around 24 h of EpiLC formation, suggesting a possibility that naïve GRNs should be timely dissolved and eliminated during the exit of naïve pluripotency state.

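Between 0 h and 24 h, Esrrb, Nanog and Klf2 fell less in Cnot8 KO than in WT cells. This was tested as an interaction of genotype and time in edgeR. The interaction was 1.57 (standard error 0.21, adjusted p = 0.00239) on the log2 scale for Esrrb, 2.25 (standard error 0.45, adjusted p = 0.0239) for Nanog and 1.86 (standard error 0.38, adjusted p = 0.0279) for Klf2. Of the naive genes, 8 had a more positive change in Cnot8 KO cells and none a more negative change, and 15 had a more positive change when adjusted over the list alone. Tfcp2l1 and Klf5 did not pass over all genes, with interactions of 1.25 (standard error 0.37, adjusted p = 0.141) and 0.71 (standard error 0.34, adjusted p = 0.394). At 12 h Nanog had 358 ± 78.5 CPM in Cnot8 KO and 277 ± 90.2 CPM in WT EpiLCs, and Esrrb had 478 ± 29.5 and 458 ± 18.1 CPM (SD, n = 2 each). Fitted to the compared libraries alone, the interaction called 1 gene of all those tested with a more positive change and none with a more negative change. With a replicate left out, the highest adjusted p of the interaction was 0.12 for Esrrb, 0.343 for Nanog and 0.249 for Klf2.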

**Figure 4.**
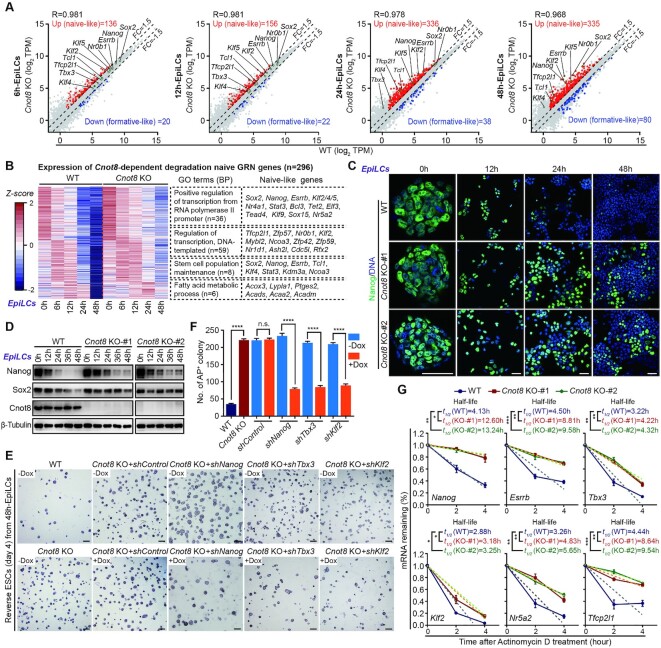
Cnot8 regulates naïve gene expression by controlling mRNA stability. (**A**) Scatter plots showing expression profiles of the genes from 6 h to 48 h after WT and *Cnot8* KO EpiLC differentiation. Genes whose expressions were increased (naïve-like genes) or decreased (formative-like genes) more than 1.5-fold in *Cnot8* KO cells compared with the controls at each time point were highlighted in red and blue, respectively. Representative general and naïve pluripotent genes were also shown in each panel according to the expression levels in WT and *Cnot8* KO cells. (**B**) Heatmap of the mRNA expression of all naïve GRN-like genes (n, 296) depending on the regulation of *Cnot8* during EpiLC differentiation. Selected enrichment GO terms were shown in the middle. Representative naïve-like genes in different terms were listed on the right. (**C**) Immunostaining results of Nanog protein (green) in WT and *Cnot8* KO cells during their EpiLC differentiation. DNA was counterstained with Hoechst 33342 (blue). Scale bar, 50 μm. (**D**) Western blot results of Nanog and Sox2 proteins in WT and *Cnot8* KO cells during their EpiLC differentiation. β-Tubulin served as a loading control. (**E**, **F**) AP staining (**E**) and quantification (**F**) of AP-positive colonies of rESCs from WT, *Cnot8* KO, and the *Cnot8* KO 48h-EpiLCs with the knockdown of *Nanog*, *Tbx3*, or *Klf2* by *shNanog*, *shTbx3*, or *shKlf2* construct. The expression of *Nanog*, *Tbx3*, and *Klf2* was downregulated in the *Cnot8* KO cells overexpressed with TetON-*shNanog*, TetON-*shTbx3*, or TetON-*shKlf2* after the treatment with (+) or without (-) Dox (2 μg/ml). Data were represented as mean ± SEM. n = 3 biological replicates. ****ρ < 0.0001, ns, not significant by two-tailed Student's *t* test. Scale bars, 300 μm. (**G**) mRNA stability analysis for representative naïve pluripotent genes. The expression levels of naïve pluripotent genes were measured by qRT-PCR following inhibition of transcription at 0, 2, or 4 h after the treatment of actinomycin D. The *t_1/2_* value reflected mRNA half-life of individual gene. The dashed lines represented linear regression of the measurement. The values at 0 h were set as 1. Data were represented as mean ± SEM. n = 3 biological replicates. *ρ < 0.05, **ρ < 0.01, ***ρ < 0.001 by two-tailed Student's *t* test.

To expand naïve GRNs of PSCs, we focused on the genes with upregulated expression in 6h-, 12h-, 24h-, and 48h-*Cnot8* KO EpiLCs. Among these genes, 33 genes exhibited a pattern of continually increased expression in *Cnot8* KO EpiLCs from 6h to 48h after differentiation, and 120 genes exhibited increased expression in both 24h- and 48h-*Cnot8* KO EpiLCs, another 81 and 128 genes were only highly expressed in 24h-EpiLCs or 48h-EpiLCs, compared with the controls (Supplementary Figure S5D). 

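The naive-like genes of Table S6 fell into the patterns of an early and a late rise when the paper's fold rule was applied to the deposited counts. The rule passed 33 genes from 6 h to 48 h, 120 at 24 h and 48 h and not before, 81 at 24 h alone and 128 at 48 h alone. By edgeR 133 genes of this list, which the study chose on these samples, were higher at both 24 h and 48 h. Gpx2, with a rise at every time, had 59.4 ± 0.422 CPM in Cnot8 KO and 12.6 ± 2.50 CPM in WT EpiLCs at 48 h (SD, n = 2 each), a log2 fold change of 2.24 (standard error 0.27, adjusted p = 6.07e-05). Sox2, the transcription factor gene, had a log2 fold change of 0.37 (standard error 0.11, adjusted p = 0.0718) at 24 h, where DESeq2 gave an adjusted p of 0.0267. At 48 h it had 348 ± 32.3 CPM in Cnot8 KO and 73.1 ± 7.03 CPM in WT EpiLCs (SD, n = 2 each), a log2 fold change of 2.25 (standard error 0.12, adjusted p = 1.09e-08).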

Due to the defects of transition of *Cnot8* KO cells around 24 h of EpiLC formation, the genes only highly expressed in 24h-EpiLCs or 48h-EpiLCs might be also important for the naïve-to-formative transition. Thus, we combined all of these genes and totally obtained 362 genes (Supplementary Figure S5D). Then, we excluded the genes with upregulated expression in *Cnot8* KO ESCs, which might play mild role in naïve-to-formative transition. Eventually, we obtained 296 genes (Supplementary Table S7), including 45 TFs and 19 transcription cofactors according to the public database (AnimalTFDB3.0). These 296 naïve-like genes might function during naïve-to-formative state transition, thus were designated as naïve GRN-like genes. 

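Most naive GRN-like genes of Table S7 fell in WT cells, and many of them were higher in Cnot8 KO cells at 48 h and fewer at 24 h. The study chose them on these samples and left out genes raised in Cnot8 KO ESCs, so this course is not independent evidence. Of the 296 genes, 286 were lower at 48 h than at 0 h in WT cells. In Cnot8 KO cells 1 was higher and 11 were lower at 0 h by edgeR, 2 were higher and 4 lower at 6 h, 93 were higher and none was lower at 24 h, and 181 were higher and 1 lower at 48 h. At both 24 h and 48 h 69 were higher. The fall from 0 h to 48 h was smaller in Cnot8 KO than in WT cells for 132 of them, as tested by an interaction. With the compared libraries alone the interaction called 27 of them. It called 48, 72, 58 or 58 without WT replicate 1, WT replicate 2, KO replicate 1 or KO replicate 2, where 26, 22, 23 or 63 were higher at 24 h and 95, 104, 113 or 121 at 48 h. Esrrb is one of the genes with a smaller fall, with an interaction of 3.97 (standard error 0.22, adjusted p = 7.49e-08) on the log2 scale, and Nr5a2 another, with 4.88 (standard error 0.40, adjusted p = 5.8e-06). Camera gave the list an adjusted p of 2.95e-59 for this interaction, and 0.000151 as adjusted p with an estimated correlation. The paper's fold rule left 297 of the 362 genes with a raised pattern after those raised in Cnot8 KO ESCs were taken out.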

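The pluripotency genes Klf2, Zfp42, Zfp57, Nr0b1 and Fbxo15 were higher in Cnot8 KO than in WT EpiLCs at 48 h, and Nr4a1, an orphan nuclear receptor gene, was higher at 24 h. Zfp42, which encodes Rex1, had 159.6 ± 5.07 CPM in Cnot8 KO and 25.8 ± 0.321 CPM in WT EpiLCs at 48 h (SD, n = 2 each), a log2 fold change of 2.63 (standard error 0.18, adjusted p = 2.14e-07). Klf2 had a log2 fold change of 3.24 (standard error 0.30, adjusted p = 6.71e-06) and Fbxo15 one of 2.97 (standard error 0.36, adjusted p = 6.54e-05). Nr0b1, which encodes the nuclear receptor Dax1, had one of 2.51 (standard error 0.33, adjusted p = 0.000156), and Zfp57, a regulator of imprinted genes, one of 1.15 (standard error 0.15, adjusted p = 0.000151). Nr4a1 had 43.0 ± 9.78 CPM in Cnot8 KO and 20.9 ± 1.89 CPM in WT EpiLCs at 24 h (SD, n = 2 each, adjusted p = 0.0355), and a log2 fold change of 0.61 (standard error 0.27, adjusted p = 0.215) at 48 h. Bcl3 and Lefty2 had log2 fold changes of 0.61 (standard error 0.31, adjusted p = 0.287) and 0.97 (standard error 0.39, adjusted p = 0.164) at 48 h. Response to leukemia inhibitory factor held 12 genes of Table S7 against 2.12 by chance, and no other of the GO terms of Table S8 passed (one-sided Fisher's exact test, adjusted p = 8.51e-05). With a replicate left out, the highest adjusted p of Nr4a1 at 24 h was 0.296.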

GO analysis showed that these naïve GRN-like genes were enriched in regulation of transcription, stem cell population maintenance, and metabolic pathway, including many TFs of GRNs, such as *Sox2*, *Nanog*, *Esrrb*, *Klf4/5*, *Tfcp2l1*, *Tcl1*, *Nr0b1*, as well as other pluripotent gene *Klf2*, *Nr4a1*, *Bcl3*, *Zfp42*, *Zfp57*, *Lefty2*, *Gpx2*, and *Fbxo15* (Figure 4B). qRT-PCR results showed that mRNA expression levels of the majority of these genes were gradually declined during normal ESC differentiation, but exhibited a delayed degradation in *Cnot8* KO cells especially after 18–24 h of EpiLC induction (Supplementary Figure S5E and F). The upregulated expression levels of Nanog and Sox2 proteins in *Cnot8* KO EpiLCs were confirmed by immunostaining and Western blot analyses with specific antibodies (Figure 4C-D and Supplementary Figure S5G-H). Additionally, such delayed trends of downregulated expression of naïve pluripotent genes were observed by qRT-PCR and immunostaining analyses in *Cnot8* KO cells during the progression from ESCs to RSCs or XPSCs (Supplementary Figure S6A-D).

Previous studies reported that the enforced expression or retention of pivotal naïve TF *Nanog*, *Tbx3*, *Esrrb*, *Klf2/4/5*, *Tfcp2l1*, *Nr0b1*, and *Prdm14* promotes ESC self-renewal and impairs their differentiation (68–73). To address whether the decreased expression of naïve GRN-like genes was capable of restoring the defects in the differentiation of *Cnot8* KO ESCs, we selected *Nanog*, *Klf2*, *Klf4*, and *Tbx3* to generate their stable cell lines of *Cnot8* KO ESCs with doxycycline (Dox)-inducible knockdown system using specific short hairpin RNAs (shRNAs) (54,55). We successfully obtained three stable ESC lines that specifically targeted the expression of *Nanog*, *Klf2*, or *Tbx3* (Supplementary Figure S6E). After treatment with Dox for 72 h, ∼80% of *Nanog*, *Klf2*, or *Tbx3* mRNA was knockdown in *Cnot8* KO ESCs (+Dox) compared with controls (-Dox) (Supplementary Figure S6E). Then, these *Cnot8* KO ESCs treated with Dox were induced into 48h-EpiLCs which were assayed for the clonogenicity of rESCs. Our results showed that specific knockdown of *Tbx3* in *Cnot8* KO ESCs partly reduced the formation of rESC colonies (Figure 4E and F), consistent with the roles of *Tbx3* during ESC differentiation (74,75). The knockdown of *Nanog* or *Klf2* also partly restored the forming of rESC colonies in *Cnot8*-deleted ESCs (Figure 4E and F). Immunostaining assay revealed that the degradation of Nanog protein was partially restored by the knockdown of *Tbx3* or *Klf2* in *Cnot8* KO EpiLCs at 24 h of differentiation (Supplementary Figure S6F and G).

To investigate whether *Cnot8* is involved in the decay of mRNAs, we performed mRNA stability assay for representative naïve GRN genes in *Cnot8* KO and normal ESCs as previously reported (76). After treatment with transcription inhibitor actinomycin D, qRT-PCR was used to examine the expression abundances of target mRNAs in *Cnot8* KO and normal ESCs (Supplementary Figure S6H). Our results showed that the half-life (t*_1/2_*) of the naïve mRNAs encoded by TFs, such as *Nanog*, *Esrrb*, *Tbx3*, *Klf2*, *Nr5a2*, and *Tfcp2l1*, were significantly longer in *Cnot8* KO ESCs than those in normal controls, suggesting that Cnot8 regulates the mRNA stability and decay of naïve TFs in mouse ESCs (Figure 4G and Supplementary Figure S6I). Altogether, these data suggest that Cnot8 of Ccr4-Not complex eliminates naïve GRNs through regulating their mRNA stability or decay during the exit from naïve state.

### Cnot8 globally regulates the poly(A) tail lengths of mRNAs

The stability and decay of mRNAs is associated with the lengths of poly(A) tails (77–79). Thus, we investigated the poly(A) tail sizes of mRNAs in 24h-EpiLCs using PAIso-seq, a genome-wide method to quantify the lengths of RNA poly(A) tails (58). We constructed PAIso-seq libraries for the 24h-EpiLCs from *Cnot8* KO and control ESCs as we previously described (58). With a filtering criterion of pass > 7 in all cells, 12,838 (803,537 transcripts) and 13,845 (1,323,361 transcripts) genes were captured from WT and *Cnot8* KO cells. We firstly analyzed the global distribution of poly(A) tail lengths of transcripts in the independent replicates for each genotype. Our results showed that the transcripts in the duplicates displayed a similar distribution of poly(A) tail lengths (Supplementary Figure S7A), suggesting the reliability of these PAIso-seq data.

For mRNAs encoded by the nuclear genome, the fraction of transcripts with poly(A) tails of 90–200 nt was increased, while the proportion of transcripts with poly(A) tails of 5–90 nt was decreased in *Cnot8* KO cells (Figure 5A). When compared the pairwise genes (n, 6,937) that simultaneously expressed in *Cnot8* KO and control cells, the median lengths of poly(A) tails for these genes in *Cnot8* KO cells (121 nt) were apparently longer than those in control cells (92 nt) (Supplementary Figure S7B). GO term analysis suggested that these genes associated with regulatory functions, such as cell-cell adhesion, transcription regulation, Wnt signaling pathway, and multicellular organism growth, were inclined to possess relatively short poly(A) tails (> 50% genes, mRNA poly(A) < 75 nt), while the genes with constitutive functions, including ion transport, carbohydrate metabolic process, fatty acid metabolic process, and oxidation-reduction process, tended to have longer poly(A) tails (> 50% genes, mRNA poly(A) > 75 nt) in normal cells. We also noticed that the expression of mRNAs with shorter poly(A) tails might be sensitive to the depletion of *Cnot8* than those of mRNAs with longer poly(A) tails (Figure 5B and Supplementary Figure S7C-E and Table S8).

**Figure 5.**
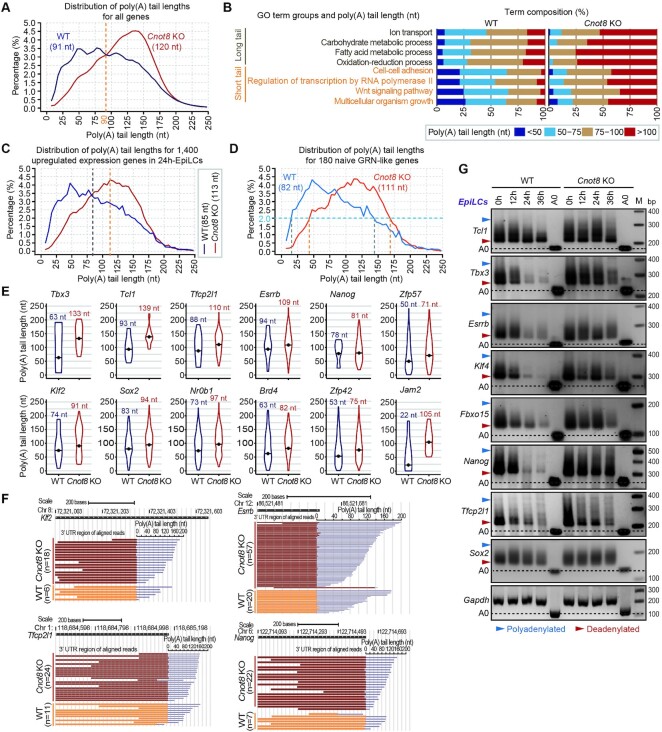
Cnot8 globally regulates the poly(A) tail lengths of mRNAs. (**A**) PAIso-seq assay showing distribution of poly(A) tail lengths for all genes in WT and *Cnot8* KO 24h-EpiLCs. The median poly(A) tail lengths for all genes of each genotype were presented in parentheses. A yellow dotted line indicated the shifted distribution of the poly(A) tail lengths for all genes in *Cnot8* KO cells. nt, nucleotide. (**B**) Functional categorization of the pairwise genes according to their geometrical mean lengths of poly(A) tails. In normal cells (WT), the genes involved in ion transport, carbohydrate metabolic process, fatty acid metabolic process, and oxidation-reduction process were categorized into the groups containing genes with long poly(A) tails (> 50% genes, poly(A) > 75 nt) in the upper panel (gray), while others with short poly(A) tails (> 50% genes, poly(A) < 75 nt) in the lower panel (orange). The full list was presented in Supplementary Table S8. (**C**) PAIso-seq assay showing distribution of poly(A) tail lengths for 1,400 upregulated expression genes in WT and *Cnot8* KO 24h-EpiLCs (related to Figure 3B). The median poly(A) tail lengths for these genes of each genotype were presented in parentheses and marked by vertical lines. (**D**) PAIso-seq assay showing distribution of poly(A) tail lengths for 180 naïve GRN-like genes in WT and *Cnot8* KO cells. The median lengths of poly(A) tails for these genes of each genotype were presented in parentheses. Three types of dotted lines with different colors (light blue, gray, and orange) indicated the shifted distribution of the poly(A) tail lengths for these genes. (**E**) Violin plots showing poly(A) tail lengths for representative pluripotent genes in WT and *Cnot8* KO cells. The geometric mean poly(A) tail length for individual gene in each sample was shown with black dots and presented at top. (**F**) Examples of PAIso-seq assay showing poly(A) tails for representative naïve TF *Klf2*, *Tfcp2l1*, *Nanog*, and *Esrrb*. Brown (*Cnot8* KO) and orange (WT) bars indicated the 3′ UTR regions that were aligned the reads to each transcript. Light blue bars were poly(A) tails of the transcripts. n, number of the transcripts. (**G**) PAT assay for representative pluripotent genes in WT and *Cnot8* KO ESCs and EpiLCs at specific time points. *Gapdh* served as an internal control. The black dashed lines represented the bands without poly(A) tail (A0). The light blue and red arrowheads indicated the polyadenylated and deadenylated bands, respectively. M, marker.

To investigate the relationship between the poly(A) tail lengths and expression levels of mRNAs, we analyzed the 1,400 genes whose expressions were upregulated in 24h-EpiLCs compared with the controls (Figure 3B). 

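The genes higher in Cnot8 KO EpiLCs at 24 h include Tinagl1, which encodes a matrix protein, Acta2, the smooth muscle actin gene, and Vnn1, the gene of a membrane-bound pantetheinase. Tinagl1 had 16.9 ± 2.20 CPM in Cnot8 KO and 1.07 ± 0.527 CPM in WT EpiLCs at 24 h (SD, n = 2 each), a log2 fold change of 3.98 (standard error 0.43, adjusted p = 7.78e-05). Acta2 had 14.6 ± 1.40 CPM against 0.645 ± 0.0788 CPM (SD, n = 2 each, adjusted p = 0.000322), and Vnn1 2.76 ± 0.216 CPM against 0.0518 ± 0.00248 CPM (SD, n = 2 each, adjusted p = 0.00173). The paper's fold rule passed 1420 genes as higher at 24 h, and 1397 of them are among the genes that Table S4 lists. Of the listed genes, 458, or 32.7%, were also called higher by edgeR.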

Our results showed that the poly(A) tail lengths (113 nt) for these genes in *Cnot8* KO cells were significantly longer than those in controls (85 nt) (Figure 5C). To further investigate whether *Cnot8* regulates the poly(A) tail sizes for the functional genes, we explored expression abundances and poly(A) tail lengths of mRNAs in naïve GRN-like genes whose expressions were upregulated in 24h-EpiLCs. 

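At 24 h, several naive genes were higher and some formative genes lower in Cnot8 KO than in WT EpiLCs. Tfap2c had a log2 fold change of 3.06 (standard error 0.39, adjusted p = 0.000257), and Tbx3 one of 1.61 (standard error 0.35, adjusted p = 0.0128). Fgf5, the growth factor gene of the formative state, had 17.6 ± 3.36 CPM in Cnot8 KO and 59.9 ± 3.35 CPM in WT EpiLCs (SD, n = 2 each, adjusted p = 0.00957). The transcription factor gene Zic2 had 107 ± 9.12 CPM against 179 ± 12.5 CPM (SD, n = 2 each, adjusted p = 0.00911). Of the formative genes, 3 were lower and none was higher in edgeR, with 11 lower when adjusted over the list alone and a median log2 fold change of -0.81. Camera gave this list an adjusted p of 2.13e-06, and 0.0397 as adjusted p with an estimated correlation. The list was already lower in camera at 6 h and 12 h, with a median log2 fold change of -0.51 (adjusted p = 0.00441, with a replicate left out 0.000149 to 0.0928) and -0.70 (adjusted p = 0.00305, 1.47e-05 to 0.286), and did not pass at these times with an estimated correlation (adjusted p = 0.293 and 0.262). Of the genes of Table S7, which the study chose on these samples, 93 were higher and none was lower at 24 h (26, 22, 23 or 63 higher without WT replicate 1, WT replicate 2, KO replicate 1 or KO replicate 2), with a median log2 fold change of 0.52. A list of 11 endoderm genes was also higher in camera at 24 h, and DESeq2 called 4 of them higher and none lower. Its median log2 fold change ran from 0.434 to 0.721 with a replicate left out. The poly(A) tails were measured by another assay, which was not analysed here. With a replicate left out, the highest adjusted p was 0.0365 for Tfap2c, 0.172 for Tbx3, 0.149 for Fgf5 and 0.126 for Zic2.

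**Figure D4:**
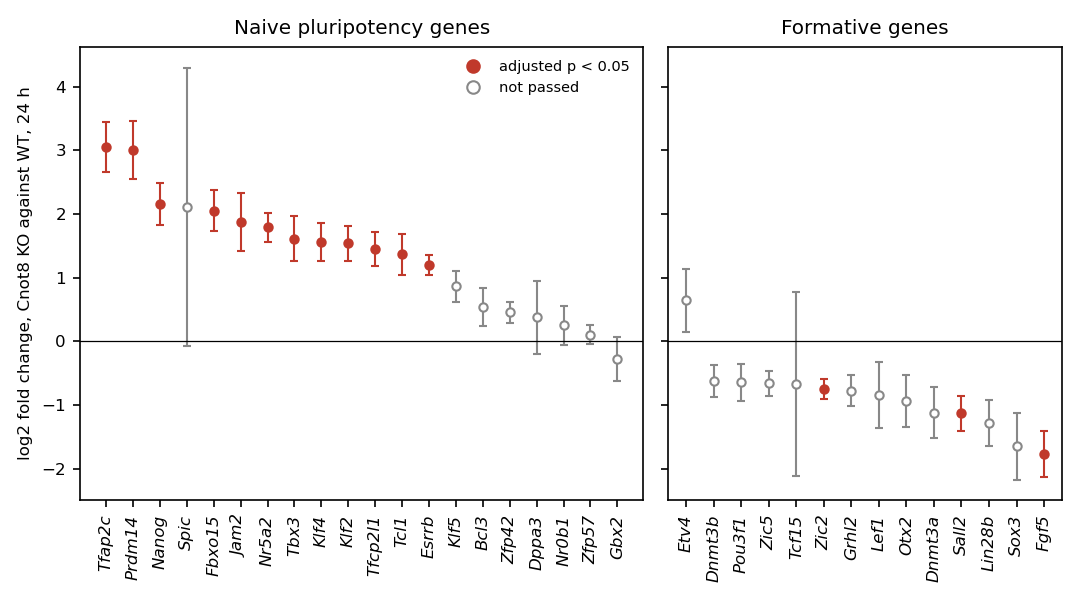
Log2 fold change of Cnot8 KO against WT EpiLCs at 24 h (vertical axis) of each naive and formative gene (horizontal axes), with its standard error as a bar, filled where the adjusted p of edgeR is below 0.05 and open where it is not. The filled naive genes lie above 0 and the filled formative genes below it.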

We identified 180 naïve GRN-like genes whose transcripts possessed much longer poly(A) tails in *Cnot8* KO cells (111 nt) than those in controls (82 nt) (Figure 5D). When exploring the distribution with 2% cutoff, the poly(A) lengths of these transcripts distributed from ∼15 nt to ∼140 nt in controls, whereas spread from ∼40 nt to ∼160 nt in *Cnot8* KO cells (Figure 5D). We then analyzed the changes of poly(A) tail lengths for the specific naïve TFs of GRNs in *Cnot8* KO cells. Compared with controls, the poly(A) tails for numerous naïve TFs, such as *Tbx3*, *Klf2*, *Tfcp2l1*, *Tcl1*, *Esrrb*, *Nr0b1*, *Jam2*, and *Zfp57*, were remarkably prolonged in *Cnot8*-deficient cells (Figure 5E-F and Supplementary Figure S8A and B). Probably consistent with its increased expression levels, poly(A) tail lengths of *Cnot7* transcripts dramatically increased in *Cnot8* KO cells (Supplementary Figure S8C). We also observed that the depletion of *Cnot8* induced a conspicuous increase of poly(A) tail lengths for the genes involved in RNA degradation pathway, such as *Tob1* and *Pabpc1* (Supplementary Figure S8C). Poly(A) test (PAT) assay confirmed the observations of PAIso-seq analysis (Figure 5G and Supplementary Figure S8D). This analysis also revealed that the poly(A) tail lengths for these genes were progressively shortened during the EpiLC differentiation of control ESCs, whereas the shortening process was apparently impaired in *Cnot8*-deleted EpiLCs, especially after 24h of ESC differentiation (Figure 5G and Supplementary Figure S8D). Taken together, these results suggest that Cnot8 post-transcriptionally modulates the stability or clearance of GRN mRNAs through regulating their poly(A) tail lengths.

### Cnot8 regulates mRNA poly(A) tail lengths through its deadenylase activity and Ccr4-Not complex

The deadenylase activity of Cnot8 depends on two key residues D40 and E42 coordinating magnesium in the conserved DEDD domain *in vitro* (45). Thus, we engineered double substitutions at D40A and E42A of FLAG-tagged Cnot8 (Mut1) to block its deadenylase activity (Figure 6A and Supplementary Figure S9A). We expressed FLAG-tagged Cnot8 FL (normal Cnot8 full length) or Mut1 in *Cnot8* KO ESCs with the delivering system of lentivirus (Supplementary Figure S9B). rESC formation assay showed that the enforced expression of Cnot8 FL but not Mut1 rescued the delayed differentiation phenotype of *Cnot8* KO ESCs (Figure 6B and C). Immunostaining and Western blot analyses revealed that Cnot8 FL but not Mut1 rescued the dysregulated expression of Nanog protein in *Cnot8* KO cells during EpiLC differentiation (Figure 6D-E and Supplementary Figure S9C). qRT-PCR analysis showed that Cnot8 FL but not Mut1 restored the suppressed mRNA decay of *Nanog*, *Tbx3*, and *Prdm14* in *Cnot8* KO cells (Figure 6F). PAT assay further revealed that Cnot8 normal FL rather than Mut1 was capable of restoring the delayed deadenylation for *Nanog*, *Tbx3*, and *Prdm14* in *Cnot8* KO cells (Figure 6G). Additionally, mRNA stability assay also confirmed that Cnot8 FL but not Mut1 restored the dysregulated half-life of naïve pluripotent mRNAs (Supplementary Figure S9D). These results reveal that the deadenylase activity of Cnot8 is critical for mRNA deadenylation and stability of naïve GRN mRNAs.

**Figure 6.**
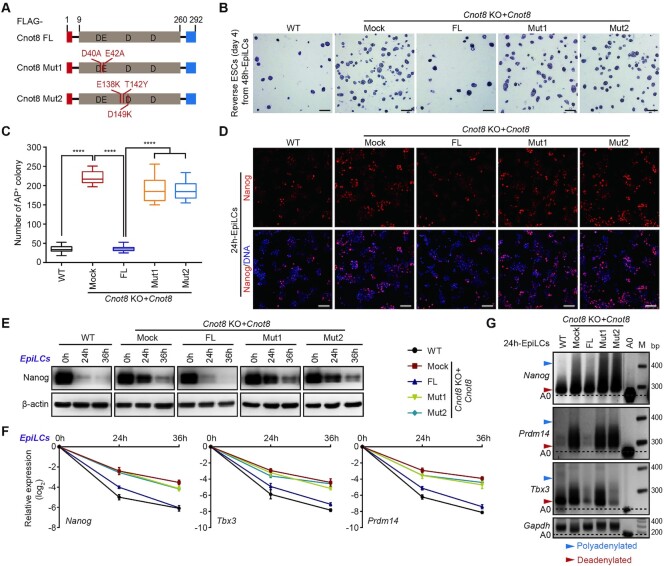
Cnot8 regulates mRNA poly(A) tail lengths through its deadenylase activity and Ccr4-Not complex. (**A**) Schematic representation of Cnot8 full-length (FL) protein and various mutant fragments. The mutant positions of amino acids were indicated. (**B**, **C**) 48h-EpiLCs induced from WT and the rescued ESCs were cultured in 2i/LIF medium for 4 days, and subjected to AP staining (**B**) and quantification (**C**) of AP-positive colonies. Data were represented as mean ± SEM. n = 3 biological replicates. ****ρ < 0.0001 by two-tailed Student's *t* test. *Cnot8* KO ESCs overexpressed with empty vector (Mock), Cnot8 FL, Cnot8 Mut1, and Cnot8 Mut2 were regarded as the rescued ESCs. Scale bar, 300 μm. (**D**) Immunostaining results of Nanog protein (red) in WT and the rescued cells at 24 h after EpiLC differentiation. DNA was counterstained with Hoechst 33342 (blue). Scale bar, 100 μm. (**E**) Western blot results of Nanog in WT and rescued cells at specific time points of EpiLC differentiation. β-actin was used as a loading control. (**F**) qRT-PCR analysis of the expression of representative naïve pluripotent genes in WT and the rescued cells at specific time points after EpiLC differentiation. The values in ESCs were set as 0. Data were represented as mean ± SEM. n = 3 biological replicates. (**G**) PAT assay for representative naïve pluripotent genes in WT and the rescued cells at 24 h after EpiLC differentiation. *Gapdh* was used as an internal control. The black dashed lines represented the bands without poly(A) tail (A0). The light blue and red arrowheads indicated the polyadenylated and deadenylated bands, respectively. M, marker.

To investigate whether Cnot8 is involved in Ccr4-Not complex, we conducted coimmunoprecipitation (Co-IP) assay. Our results showed that FLAG-Cnot8 precipitated the scaffold protein Cnot1, but not Cnot7 in the lysate of mouse ESCs with anti-FLAG antibody, suggesting its physiological interaction with Cnot1 in ESCs (Supplementary Figure S9E), probably consistent with the observations that Cnot8 or Cnot7 is in different Ccr4-Not complex of HEK293FT cells (80). Previous studies show that Cnot7 directly interacts with Cnot1 via three residues of E138, T142, and E149 in its DEDD domain (Supplementary Figure S9A) (81,82), we hypothesized that Cnot8 interacted with Cnot1 through these three residues. To test this, we generated mutations for the Cnot8 at E138K, T142Y, and E149K (Mut2) (Figure 6A). Our results showed that Cnot8 FL but not Mut2 efficiently precipitated Cnot1, suggesting the important role of these three residues in their interaction (Supplementary Figure S9F). Then, we expressed FLAG-tagged Cnot8 FL or Mut2 in *Cnot8* KO ESCs to examine the function of their interaction. Our results showed that Cnot8 FL but not Mut2 rescued the dysregulated differentiation phenotypes of *Cnot8* KO ESCs, suggesting that Cnot8 functions through its interaction with Cnot1 in Ccr4-Not complex (Figure 6B-G and Supplementary Figure S9B-D). Notably, the reintroduction of Cnot7 FL into *Cnot8* KO ESCs failed to rescue the mRNA degradation during *Cnot8* KO ESC differentiation (Supplementary Figure S9G and H). Additionally, we obtained stable ESC lines that specifically targeted the expression of *Cnot1* (Supplementary Figure S10A). Knockdown of *Cnot1* in ESCs led to their differentiation and the downregulated expressions of *Oct4* and *Tfcp2l1*, as well as the upregulated expressions of trophoblast marker *Cdx2* and *Gata3* in these cells (Supplementary Figure S10B and C), consistent with the previous report (34). The protein expression levels of Oct4 and deadenylase Cnot7 and Cnot8 were decreased in *Cnot1* knockdown cells (Supplementary Figure S10D). *Cnot1* deficiency also prohibited the ESC differentiation into RSCs (Supplementary Figure S10E and F). Taken together, these results suggest that Cnot8 regulates the poly(A) lengths and stability of naïve GRN mRNAs through its deadenylase activity and Ccr4-Not complex.

### Cnot8 interacts with Tob1 and Pabpc1 to modulate mRNA clearance

Cnot8, resembling its paralog Cnot7, is not an RNA binding protein (45,83,84). RNA binding proteins might be involved in the function of Cnot8 in mRNA deadenylation and clearance of mouse PSCs. Previous reports show that CAF1 catalytic subunit of the Ccr4-Not complex is associated with cytoplasmic poly(A)-binding protein 1 (Pabpc1) through Tob1, an adapter protein (83,85–88). *Tob1* has also been showed to participate in modulating the cell propagation of ESCs by degrading *Id3* mRNA, a target gene of Bmp4 signaling (89). Therefore, we asked whether the role of Cnot8 in deadenylation and degradation of mRNAs is related with Pabpc1 and Tob1 in mouse PSCs.

The mRNAs and proteins of *Tob1* and *Pabpc1* were enriched in mouse ESCs, and the expression levels of *Tob1* mRNA and protein were downregulated in 48h-EpiLCs (Figure 7A-C). Probably consistent with its prolonged poly(A) tail lengths (Supplementary Figure S8C), the expression levels of *Tob1* were significantly upregulated in *Cnot8* KO cells (Figure 7A-C and Supplementary Figure S10G-H). Immunostaining assay showed that Cnot8, Tob1, and Pabpc1 were colocalized in the cytoplasm of ESCs (Figure 7D). Co-IP results of FLAG-Cnot8 showed that Tob1 and Pabpc1 were pulled down by Cnot8 (Figure 7E), and reverse Co-IP experiments of FLAG-Tob1 showed that Cnot8 and Pabpc1 were pulled down by Tob1 (Figure 7F), suggesting that Cnot8 is physically associated with Pabpc1 and Tob1 in mouse ESCs. We also observed that their interactions were not interfered by RNase A treatment and Cnot7 could pull down Tob1 and Pabpc1 in mouse ESCs (Supplementary Figure S10I and J). Next, we sought to investigate whether the complex of Cnot8/Tob1/Pabpc1 interacts with the mRNAs of selected genes of naïve GRNs and modulates their degradation. We overexpressed FLAG-Cnot8 in mouse ESCs using lentivirus and performed RNA immunoprecipitation (RIP) assay with anti-FLAG antibody. Our results showed that the mRNAs encoded by naïve TF *Nanog*, *Klf2*, *Tbx3*, *Tcl1*, *Esrrb*, *Klf4*, and *Prdm14* were enriched in the products precipitated by FLAG antibody but not normal IgG, suggesting that the Cnot8 interacts with GRN mRNAs (Figure 7G and Supplementary Figure S10K). Previous studies report that the E247A and Y260A mutations in mouse Cnot7 abolish its interaction with Tob1 (83,87), and these residues are conserved in Cnot8 (Supplementary Figure S9A). We speculated that these two residues of Cnot8 were important for its interaction with Tob1/Papbc1 and the function of mRNA degradation in mouse PSCs. Then we overexpressed FLAG-tagged Cnot8 with 247A/260A mutations (Mut3) in *Cnot8* KO ESCs (Supplementary Figure S10L and M). Co-IP assay showed that the Cnot8 Mut3 abolished the Cnot8-Tob1 interaction in mouse ESCs (Figure 7H). The overexpression of Cnot8 FL, but not Mut3 rescued the defects in the degradation of *Tbx3*, *Klf2*, and *Esrrb* mRNAs in *Cnot8* KO cells during EpiLC differentiation (Figure 7I). These results suggest that Cnot8 functions in mRNA degradation of naïve GRNs through Tob1 and Pabpc1 in mouse PSCs.

**Figure 7.**
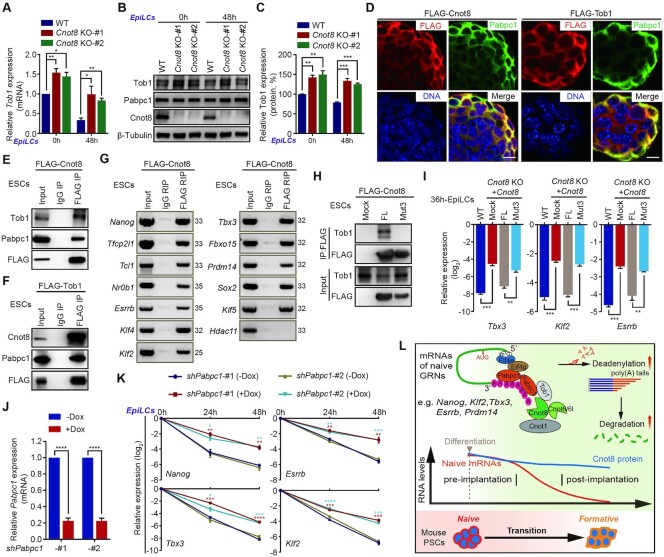
Cnot8 interacts with Tob1 and Pabpc1 to modulate mRNA clearance. (**A**) qRT-PCR analysis of *Tob1* mRNA in WT and *Cnot8* KO ESCs and 48h-EpiLCs. Data were represented as mean ± SEM. n = 3 biological replicates. *ρ < 0.05, **ρ < 0.01 by two-tailed Student's *t* test. (**B**) Western blot results of Tob1 and Pabpc1 proteins in WT and *Cnot8* KO ESCs and 48h-EpiLCs. β-actin served as a loading control. (**C**) Quantification of Tob1 protein in WT and *Cnot8* KO ESCs and 48h-EpiLCs. The levels of protein expression in ESCs were set as 100%. Data were represented as mean ± SEM. n = 3 biological replicates. **ρ < 0.01, ***ρ < 0.001 by two-tailed Student's *t* test. (**D**) Immunostaining results of Cnot8, Tob1, and Pabpc1 in ESCs. Cnot8 and Tob1 were stained with anti-FLAG antibody and Pabpc1 was stained with specific anti-Pabpc1 antibody. DNA was counterstained with Hoechst 33342. Scale bar, 10 μm. (**E**, **F**) Western blot analysis for the products of Co-IP (**E**) and reverse Co-IP (**F**) assay using anti-FLAG antibody in ESCs. IgG served as a negative control. (**G**) RIP assay showed that Cnot8 interacted with the mRNAs of representative general and naïve TFs in ESCs. mRNA abundances of co-immunoprecipitated products with anti-FLAG antibody were determined by RT-PCR with specific primers. IgG and histone *Hdac11* were used as the negative controls. The numbers of PCR cycles were presented on the right. (**H**) Co-IP assay of the interaction between FLAG-tagged Cnot8 Mut3 and Tob1 in mouse ESCs. Mock, ESCs transfected with empty vector. (**I**) qRT-PCR analysis of the expression of representative naïve pluripotent genes at 0 h and 36 h after WT and rescued ESC differentiation. The values in ESCs were set as 0. Data were represented as mean ± SEM. n = 3 biological replicates. **ρ < 0.01, ***ρ < 0.001 by two-tailed Student's *t* test. Rescued ESCs, *Cnot8* KO ESCs overexpressed with empty vector (Mock), Cnot8 FL, and Cnot8 Mut3. (**J**) qRT-PCR results showing efficiency of *Pabpc1* interference after WT ESCs ectopically expressed with two TetON-*shPabpc1* were treated with (+) or without (-) Dox (2 μg/ml) for 72 h. Data were represented as mean ± SEM. n = 3 biological replicates. ****ρ < 0.0001 by two-tailed Student's *t* test. (**K**) qRT-PCR analysis for representative naïve pluripotent genes in the cells with or without *Pabpc1* interference at specific time points of EpiLC differentiation. The values of ESCs were set as 0. Data were represented as mean ± SEM. n = 3 biological replicates. *ρ < 0.05, **ρ < 0.01, ***ρ < 0.001, ****ρ < 0.0001 by two-tailed Student's *t* test. (**L**) A schematic model of mRNA degradation modulated by Cnot8, a deadenylase of Ccr4-Not complex, during naïve-to-formative pluripotent transition. Cnot8 promotes mRNA deadenylation and degradation of naïve GRN genes at post-transcriptional level through Pabpc1/Tob1, and functions during the formative progression from naïve stem cell state.

To investigate the role of Cnot8/Tob1/Pabpc1 in mouse PSCs, we further examine whether *Pabpc1* is implicated in mRNA degradation of naïve GRNs. To this end, we generated two stable ESC lines of doxycycline (Dox)-inducible knockdown cells using different short hairpin RNAs (shRNAs). After treatment with Dox for 72 h in 2i/LIF medium, ∼80% of *Pabpc1* mRNA was decreased in these ESCs (Figure 7J). The knockdown of *Pabpc1* did not interfere the expression abundances of naïve TF mRNAs in mouse ESCs (Supplementary Figure S10N), suggesting a strong regulation machinery for the expression of naïve TFs in mouse ESCs. However, the knockdown of *Pabpc1* impaired the degradation of naïve TF mRNAs during the induction of EpiLCs (Figure 7K). Taken together, these results indicate that Cnot8 of Ccr4-Not complex interacts with Tob1 and Pabpc1 to modulate the poly(A) tail lengths of naïve GRNs, thus controlling their stability and degradation during the formative pluripotent transition from naïve state (Figure 7L).

## DISCUSSION

Following implantation of embryos into the uterus, the pluripotent epiblast undergoes a series of events accompanying with the drastic transformations of morphology, metabolism, gene expression, and epigenetic states (90–92). Due to the inaccessibility of embryos at peri-implantation stage, the stabilized PSCs from mammalian early embryos provide alternative *in vitro* approaches to investigate the regulation of peri-implantation epiblast development (7,15,93). A large number of evidence suggests that *Oct4*, *Sox2*, *Nanog*, *Klf2/4/5*, *Tfcp2l1*, and *Tbx3* play important roles in mouse early embryonic development (94). These transcription factors (TFs) may form the GRNs to maintain the self-renewal and block the differentiation of naïve ESCs (25,95). During early embryonic development, the expression levels of GRN TFs are high in mouse pre-implantation embryos, while are low in post-implantation epiblast cells (96). These observations suggest that naive GRNs control the identity of PSCs and should be degraded or downregulated during the transition from naïve to formative pluripotency. Currently, how and when the GRNs are degraded or dissolved during this process remains largely unknown.

At present study, we find that Cnot8, but not other deadenylases of Ccr4-Not complex, is essential for mouse embryonic development, consistent with the previous report (62). Although *Cnot8* may play broader roles during mouse early embryonic development, *Cnot8* is critical for the transition of ESCs from naïve into formative state. Consistent with the role of Cnot8 as a deadenylase of Ccr4-Not complex, depletion of *Cnot8* resulted in the increased Poly(A) tail lengths of global transcripts, thus stabilizing or increasing the expression of a great many genes including about three hundred of naïve GRN-like genes, such as *Nanog*, *Tbx3*, and *Klf2* of GRNs, consistent with the prolonged half-life of these mRNAs. The decreased expression of *Nanog*, *Tbx3*, or *Klf2* of GRNs by shRNA partially restores the phenotypes of the delayed or impaired transition in *Cnot8* KO cells. Cnot8 full-length (FL) but not Mut1 (carrying the mutations with no enzymatic activity), Mut2 (blocking their binding sites with Cnot1), or Mut3 (abolishing the interacting sites with Tob1) can rescue the effects on their mRNA expression and deadenylation of the target mRNAs. Consistent with these observations in PSCs, *Cnot8* is required for the downregulated expression of general and naïve TF *Sox2*, *Nanog*, *Tbx3*, and *Esrrb* in pluripotent epiblast cells of *in vitro* cultured embryos. Altogether, these observations suggest that Cnot8 deadenylates mRNA poly(A) tails and reduces their stability through Ccr4-Not complex and the interaction with Tob1/Pabpc1, thus clearing naïve GRNs, and plays important roles in the formative progression from naïve state of PSCs and mouse early embryonic development.

The naïve TFs upregulated in *Cnot8* KO 24h- to 48h-EpiLCs prompt us to identify about three hundred of naïve GRN-like genes that include 59 genes involved in regulation of transcription, 8 genes associated with stem cell population maintenance, and 6 genes related with metabolism. The naïve pluripotency features of PSCs may be maintained by the expression of naïve GRN-like genes. During naïve-to-formative conversion, the expressions of these naïve GRN-like genes should be timely dissolved or cleared. For instance, the degradation defects of *Nanog*, *Tbx3*, and/or *Klf2* in *Cnot8* KO ESCs may delay their transition from naïve to formative pluripotency, and the knockdown of *Nanog*, *Tbx3*, or *Klf2* can partially rescue their delayed development in these cells. In other words, the pluripotent stem cells should be regarded as ‘naïve’ ESCs that possess high expression abundances of naïve GRN-like genes. For example, conventional ESCs cultured in 2i/LIF medium is a typical type of these ‘naïve’ ESCs. However, compared with conventional ESCs, the ESCs in 3i conditions that contain inhibitor CHIR99021, PD184352, and SU5402 may be more ‘naïve’ state (18,90). Thus, other types of naïve-like ESCs are also probably present. For instance, embryonal carcinoma (EC) cells (97), ESCs cultured in serum (2) or serum/LIF (98), iPSCs (99), CiPSCs (100), RSCs (11), and XPSCs (13) express high levels of naïve GRN-like genes and might also be regarded as ‘naïve’ ESCs. Further investigations of the roles for these naïve GRN-like genes will provide important insights into the pluripotency features of ESCs. Altogether, the generation and maintenance of these ‘naïve’ ESCs probably supports a hypothesis that ‘naïve’ pluripotency may be a phase, similar to the formative pluripotency (93).

Cnot8 and Cnot7 are Caf1 orthologs of mammalian Ccr4-Not complex and possess ∼81% identity of amino acids in their DEDD domains of deadenylases. Both deadenylases have been shown to be involved in the deadenylation and mRNA stability through Ccr4-Not complex in numerous processes. In mouse ESCs, Cnot8 or Cnot7 is separated into the different Ccr4-Not complex and interacts with the adapter protein Tob1, probably consistent with that in HEK293FT cells (80,83). Cnot8 can compensate for the role of Cnot7 in mouse ESCs and early embryonic development. Although the extremely high similarity of Cnot7 and Cnot8 in their DEDD domains of deadenylases (101), the defects of cell differentiation and mRNA decay in *Cnot8* KO cells cannot be reversed by the reintroduction of *Cnot7*, suggesting that Cnot8 specifically functions during the exit from naive state of PSCs through degrading the mRNA of naive genes. Although Cnot8 regulates mRNA deadenylation of naive genes, it also controls the deadenylation of many other mRNAs during the differentiation of ESCs. Thus, other mechanisms may control the expression of genes in the cells (79). How Cnot8 specifically functions and how the deadenylation is related with the expression level of targets in PSCs are deserved for further investigations.

In summary, our results suggest that Cnot8 promotes mRNA deadenylation and degradation of naïve regulation networks through Ccr4-Not complex and associating with Tob1 and Pabpc1, and is essential for the transition of pluripotent stem cells from naïve to formative state (Figure 7L). Therefore, our study unveils a post-transcriptional deadenylation mechanism to sculpt the fate transition of pluripotent stem cells. This study not only expands the naïve regulation networks and features of pluripotent stem cells, but provides new insights into epiblast development of early embryos in mammals.

## DATA AVAILABILITY

The RNA-seq, scRNA-seq, and PAIso-seq data generated in this study have been deposited to GEO database under total accession number GEO: GSE174425.

## Supplementary Material

gkac236_Supplemental_Files

# Supplementary material for: Cnot8 eliminates naïve regulation networks and is essential for naïve-to-formative pluripotency transition
**Source:** Nucleic Acids Res. 2022 Apr 7;50(8):4414–35. doi: 10.1093/nar/gkac236
**Supplement:** gkac236_Supplemental_Files

Supplementary Information

Cnot8 Eliminates Naïve Regulation Networks and Is Essential for Naïve-to-Formative Pluripotency Transition

**Yujun Quan^{1,3,#}, Meijiao Wang^{2,#}, Chengpeng Xu^{1,3}, Xiaoxiao Wang¹, Yu Wu^{1,3}, Dandan Qin¹,
Yuxuan Lin¹, Xukun Lu¹, Falong Lu^{2,3,*} and Lei Li^{1,3,*}**

This file includes:

Supplementary Figure S1-S10

Supplementary Table S1-S8

Supplementary Figures

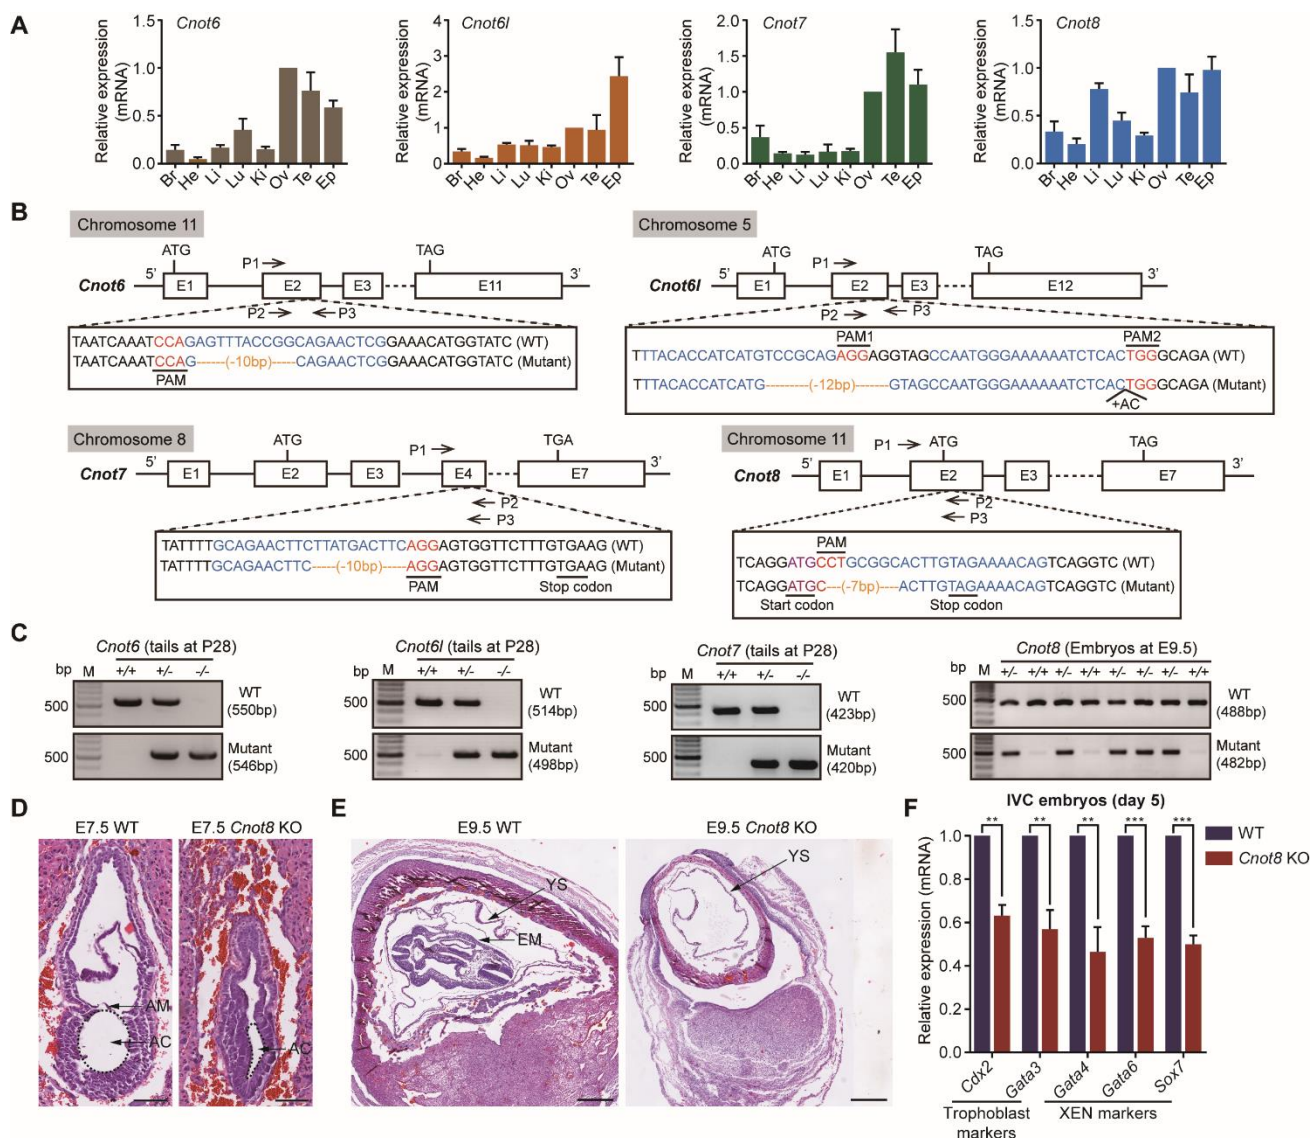

Supplementary Figure S1. *Cnot8* is essential for mouse early embryonic development.

(A) Quantitative RT-PCR (qRT-PCR) analysis of *Cnot6*, *Cnot6l*, *Cnot7*, or *Cnot8* mRNA in mouse different tissues. Br, Brain; He, Heart; Li, Liver; Lu, Lung; Ki, Kidney; Ov, Ovary; Te, Testis; Ep, Epididymis. Data were represented as mean $\pm$ SEM, $n = 3$ biological replicates. (B) Gene-targeting strategies of *Cnot6*, *Cnot6l*, *Cnot7*, or *Cnot8* with CRISPR/Cas9 system at specific locus of these genes. E, exon; P, primer for genotyping. (C) PCR results of mouse and embryo genotyping using tail (at P28) or embryonic (at E9.5) genomic DNA as template with specific primers. For *Cnot6*, the WT allele (“+”) and 10-nucleotide-deletion allele (“-”) were amplified with primer *Cnot6*-P1, *Cnot6*-P2, and *Cnot6*-P3. For *Cnot6l*, the WT allele (“+”) and 10 (-12+2)-nucleotide-deletion allele (“-”) were amplified with primer *Cnot6l*-P1, *Cnot6l*-P2, and *Cnot6l*-P3. For *Cnot7*, the WT allele (“+”) and 10-nucleotide-deletion allele (“-”) were amplified with the primers of *Cnot7*-P1, *Cnot7*-P2, and *Cnot7*-P3. For *Cnot8*, the WT allele (“+”) and 7-nucleotide-deletion allele (“-”) were amplified with primer *Cnot8*-P1, *Cnot8*-P2, and *Cnot8*-P3. Primer sequences used were listed in Table S1. (D, E) WT and *Cnot8* KO

embryos derived at E7.5 (**D**) and E9.5 (**E**) were fixed and sliced for paraffin sections. The paraffin sections were subjected to H&E staining. AM, amnion; AC, amniotic cavity; YS, yolk sac; EM, embryo. Black dashed lines indicated the AC at E7.5. Scale bar, 100 μm (E7.5) and 500 μm (E9.5). (**F**) qRT-PCR analysis of trophoblast and extraembryonic endoderm (XEN) markers in WT and *Cnot8* KO IVC embryos. Data were represented as mean $\pm$ SEM, n = 3 biological replicates. ** $p < 0.01$, *** $p < 0.001$ by two-tailed Student's *t* test. IVC, *in vitro* culture.

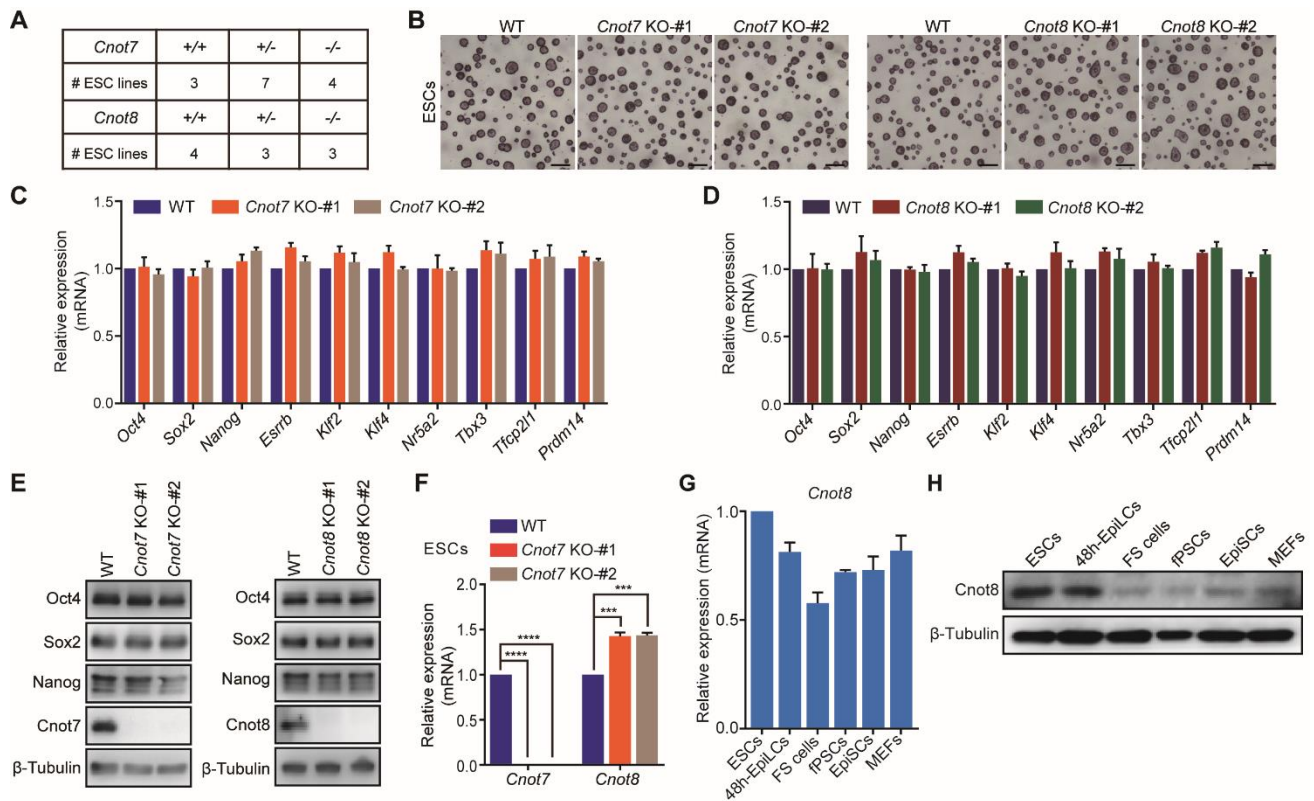

Supplementary Figure S2. Derivation and maintenance of *Cnot7* or *Cnot8* KO mESCs

(A) Numbers of ESC lines derived from the embryos that were collected from the natural mating of *Cnot7* or *Cnot8* heterozygous males and females. (B) Alkaline phosphatase (AP) staining of WT, *Cnot7* KO, and *Cnot8* KO ESCs. Scale bar, 200 μ m. (C, D) qRT-PCR analysis of representative core and naïve genes in WT, *Cnot7* KO (C), and *Cnot8* KO (D) ESCs with specific primers. Data were represented as mean $\pm$ SEM. $n = 3$ biological replicates. (E) Western blot results of key developmental regulators in WT, *Cnot7* KO, and *Cnot8* KO ESCs. β -Tubulin served as a loading control. (F) qRT-PCR analysis of *Cnot8* mRNA in WT and *Cnot7* KO ESCs. Data were represented as mean $\pm$ SEM, $n = 3$ biological replicates. *** $p < 0.001$, **** $p < 0.0001$ by two-tailed Student's t test. (G) qRT-PCR analysis of *Cnot8* mRNA in normal ESCs, 48h-EpiLCs, FS cells, fPSCs, EpiSCs, and MEFs. Data were represented as mean $\pm$ SEM, $n = 3$ biological replicates. (H) Western blot results of *Cnot8* protein in normal ESCs, 48h-EpiLCs, FS cells, fPSCs, EpiSCs, and MEFs. β -Tubulin served as a loading control.

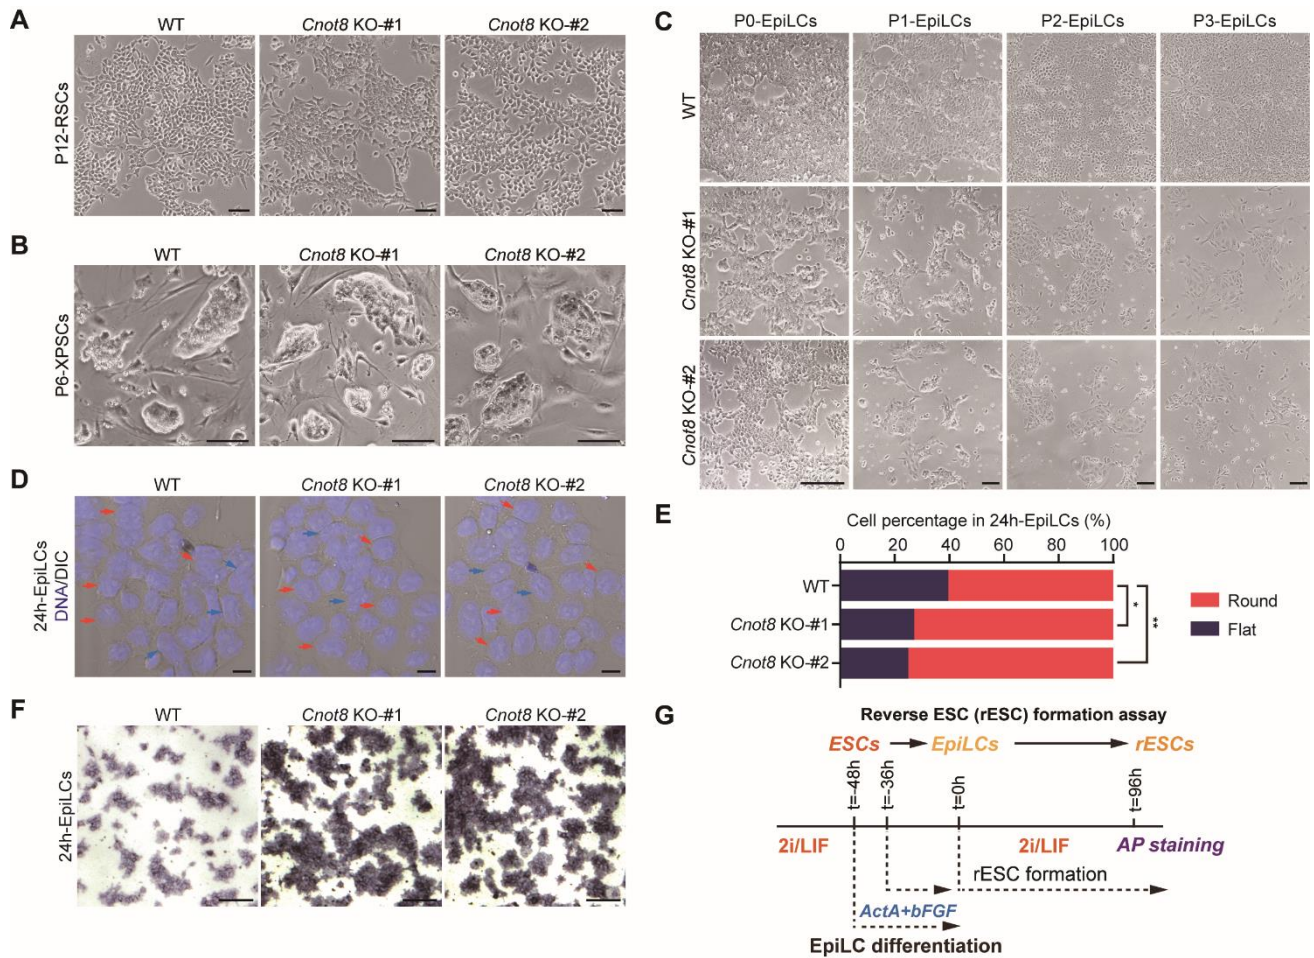

Supplementary Figure S3. *Cnot8* is required for the differentiation of naïve ESCs into formative state.

(A, B) Morphology of WT and *Cnot8* KO RSCs (A) and XPSCs (B). Scale bar, 50 μ m. (C) Morphology of WT and *Cnot8* KO EpiLCs. ESCs were induced for 48h and passaged under EpiLC formation medium supplemented with 5 μ M XAV939. Scale bar, 50 μ m. (D, E) Morphology (D) and quantification (E) analysis of WT and *Cnot8* KO 24h-EpiLCs. DNA was counterstained with Hoechst 33342 (blue). The red and blue arrows indicated the round and flat cells, respectively. Data were represented as mean $\pm$ SEM. n = 3 biological replicates. * p < 0.05, ** p < 0.01 by two-tailed Student's *t* test. Scale bar, 10 μ m. (F) AP staining of WT and *Cnot8* KO 24h-EpiLCs. Scale bar, 200 μ m. (G) A schematic illustration of reverse ESC (rESC) formation assay. ESCs were cultured in EpiLC formation medium for 36 h and 48 h. These EpiLCs were dissociated into single cells, re-plated into 2i/LIF medium and cultured for 4 days in ESC medium. The rESCs were subjected to AP staining.

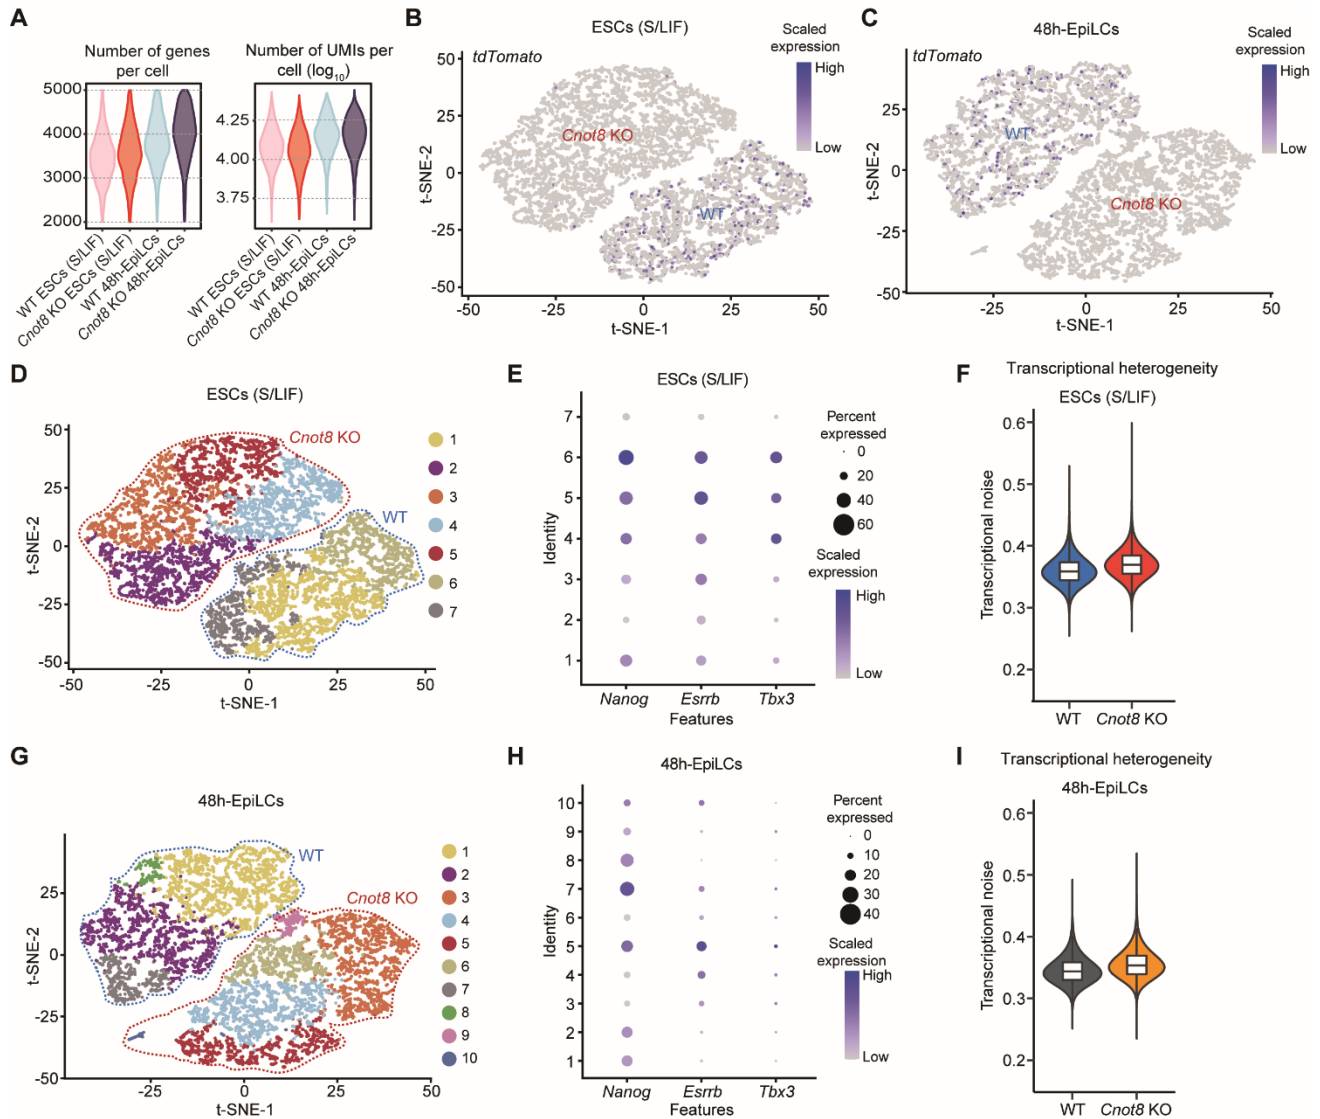

Supplementary Figure S4. scRNA-seq analysis of ESCs (S/LIF) and 48h-EpiLCs.

(A) Violin plots indicating the number of detected genes (left) and transcripts (right) in different types of cells. (B, C) scRNA-seq data of WT and *Cnot8* KO ESCs (S/LIF) (B) and 48h-EpiLCs (C). The expression of *tdTomato* was shown in WT and *Cnot8* KO cells. (D) All cells from WT and *Cnot8* KO ESCs were clustered into 7 cell populations through t-SNE analysis. (E) Gene expression level of *Nanog*, *Esrrb*, or *Tbx3* in different clusters of ESCs. The scaled expression levels of genes in each cluster were indicated and the size of a dot represented the percentage of cells expressed with *Nanog*, *Esrrb*, or *Tbx3* in all cells within each cluster for WT and *Cnot8* KO ESCs. (F) Violin plots showing transcriptional noise (defined as cell-to-cell transcriptional variability for the 500 most variable genes) in WT and *Cnot8* KO ESCs. Transcriptional noise may be positively associated with their heterogeneity among the cells. (G) All cells from WT and *Cnot8* KO 48h-EpiLCs were clustered into 10 cell populations through t-SNE analysis. (H) Gene expression level of *Nanog*, *Esrrb*, or *Tbx3* in different clusters. The scaled expression levels of genes in each cluster were indicated and the size of a dot represented the percentage of cells expressed with *Nanog*, *Esrrb*, or *Tbx3* in all cells within each cluster for WT and *Cnot8* KO 48h-EpiLCs. (I) Violin plots showing transcriptional noise in WT and *Cnot8* KO 48h-EpiLCs.

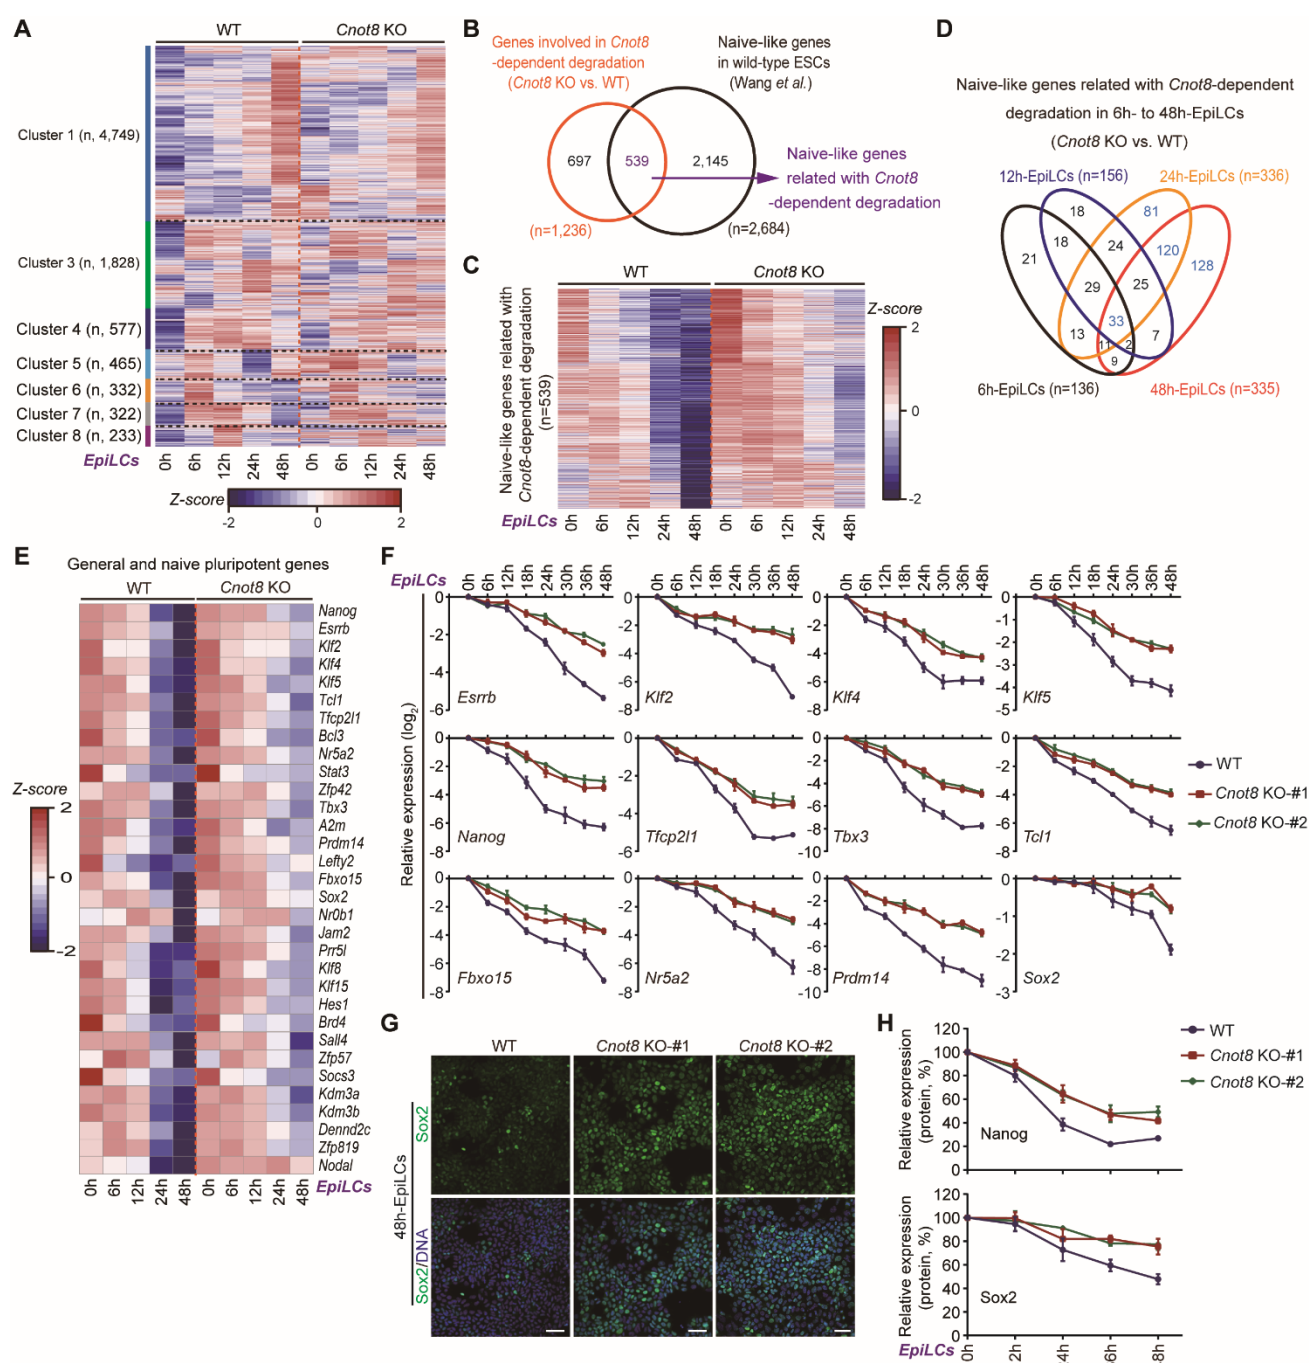

Supplementary Figure S5. Cnot8 regulates naïve gene expression during the differentiation of ESCs.

(A) Heatmap of the transcript expressions in cluster 1 (n, 4,749), 3 (n, 1,828), 4 (n, 577), 5 (n, 465), 6 (n, 332), 7 (n, 322), and 8 (n, 233) during the differentiation of WT and *Cnot8* KO ESCs. (B) Venn diagram showing the overlapped genes between naïve-like genes (n, 2,684) and the genes (n, 1,236) whose mRNA degradation is involved in *Cnot8*. The naïve-like genes were from the previous report (1). The numbers of each class genes were shown. (C) Heatmap of the expression of naïve-like genes involved in *Cnot8*-dependent degradation (n, 539) during the differentiation of WT and *Cnot8* KO ESCs into EpiLCs. (D) Venn diagram showing intersection of genes involved in *Cnot8*-dependent degradation (n, 539) in 6h- (n, 136), 12h- (n, 156), 24h- (n, 336), and 48h- (n, 335) EpiLCs. The numbers of each class genes were shown in WT and *Cnot8* KO cells. (E) Heatmap of the expression of pluripotent genes in WT and *Cnot8* KO ESCs and EpiLCs at specific time points. (F) qRT-

PCR analysis for the representative naïve GRN genes in WT and *Cnot8* KO ESCs and EpiLCs at specific time points. The values in ESCs were set as 0. Data were represented as mean $\pm$ SEM. n = 3 biological replicates. **(G)** Immunostaining results of Sox2 protein (green) in WT and *Cnot8* KO 48h-EpiLCs. DNA was counterstained with Hoechst 33342 (blue). Scale bar, 50 μ m. **(H)** Quantification (for Figure 4D) of Western blot for Nanog and Sox2 proteins in WT and *Cnot8* KO cells during induction of EpiLC differentiation. The levels of protein expression in ESCs were set as 100%. Data were represented as mean $\pm$ SEM. Three biological replicates were used for these analyses.

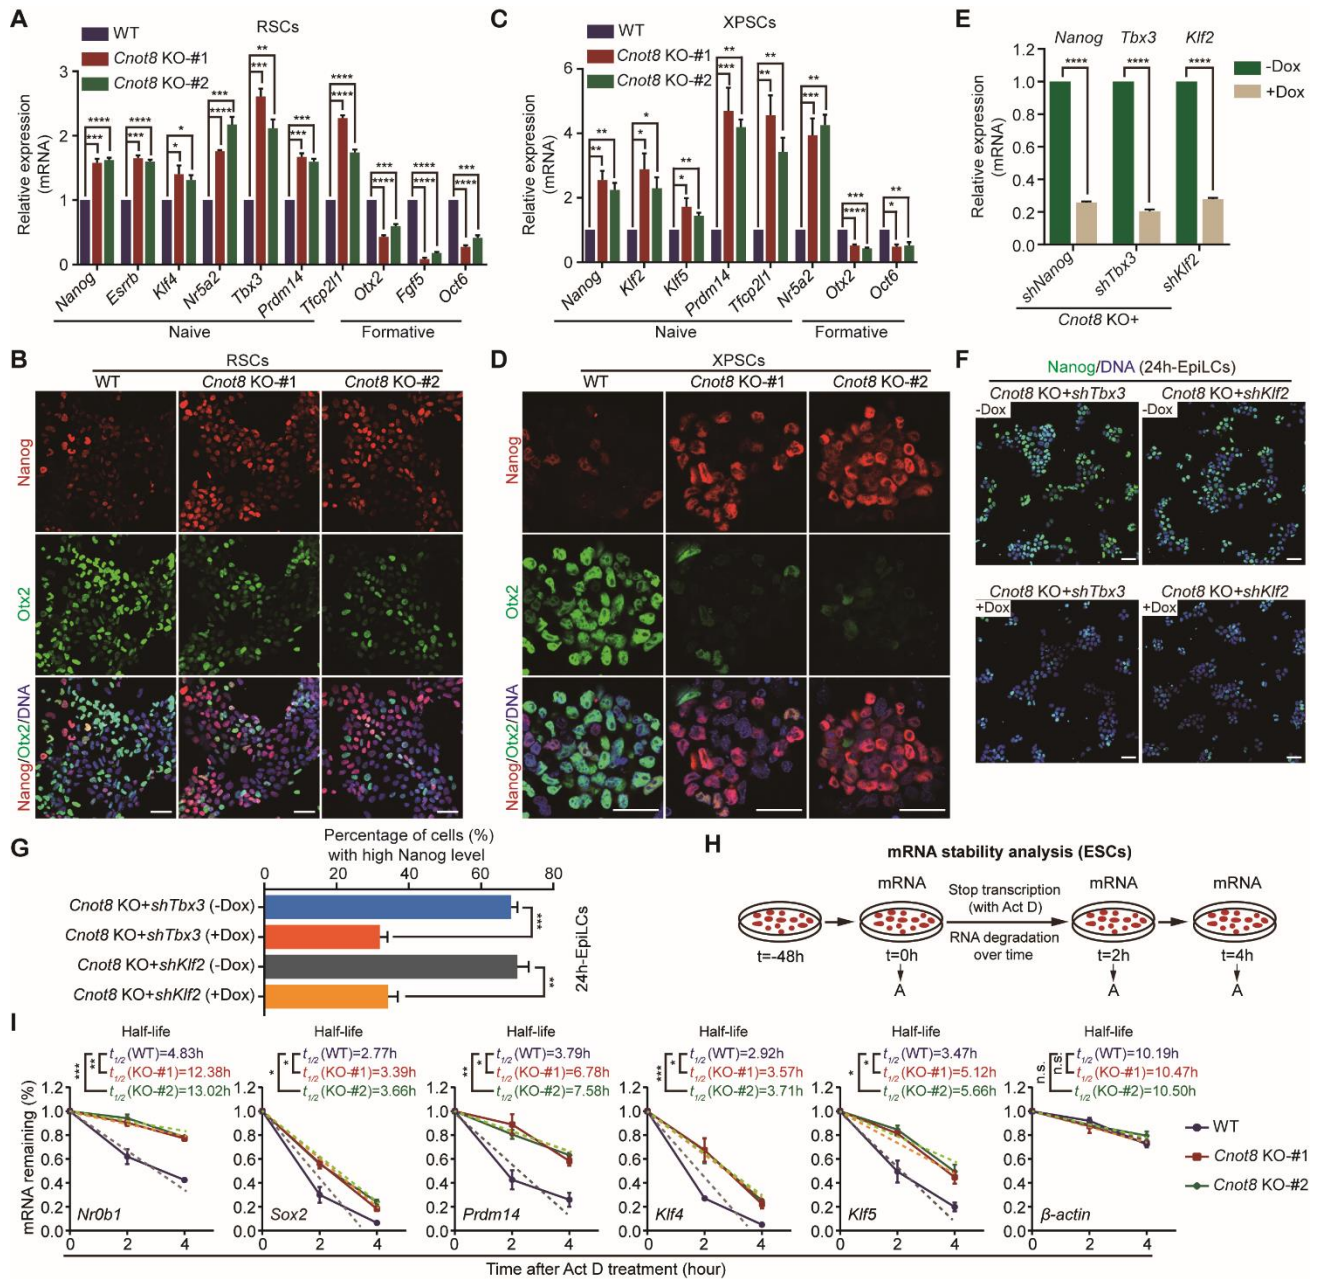

Supplementary Figure S6. Cnot8 regulates gene expression by controlling mRNA stability.

(A) qRT-PCR results of representative naïve and formative pluripotent genes in WT and *Cnot8* KO RSCs. Data were represented as mean $\pm$ SEM. $n = 3$ biological replicates. * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$, **** $p < 0.0001$ by two-tailed Student's t test. (B) Immunostaining results of Nanog (red) and Otx2 (green) proteins in WT and *Cnot8* KO RSCs. DNA was counterstained with Hoechst 33342 (blue). Scale bar, 50 μ m. (C) qRT-PCR results of representative naïve and formative pluripotent genes in WT and *Cnot8* KO XPSCs. Data were represented as mean $\pm$ SEM. $n = 3$ biological replicates. * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$, **** $p < 0.0001$ by two-tailed Student's t test. (D) Immunostaining results of Nanog (red) and Otx2 (green) proteins in WT and *Cnot8* KO XPSCs. DNA was counterstained with Hoechst 33342 (blue). Scale bar, 50 μ m. (E) qRT-PCR results showing knockdown efficiencies of *Nanog*, *Tbx3*, and *Klf2* mRNAs. *Cnot8* KO ESCs reintroduced with TetON-*shNanog*, TetON-*shTbx3*, or TetON-*shKlf2* were treated with (+) or without (-) Dox (2 μ g/ml) for 72 h and examined with qRT-PCR with specific primers for *Nanog*, *Tbx3*, and *Klf2*. Data were represented as mean $\pm$ SEM. $n = 3$

biological replicates. **** $p < 0.0001$ by two-tailed Student's t test. **(F)** Immunostaining results of Nanog protein (green) in 24h-EpiLCs from *Cnot8* KO ESCs with or without knockdown of *Tbx3* or *Klf2*. DNA was counterstained with Hoechst 33342 (blue). Scale bar, 50 μm . **(G)** Percentage of cells with high level of Nanog protein was analyzed in 24h-EpiLCs from *Cnot8* KO ESCs with or without knockdown of *Tbx3* or *Klf2*. The high Nanog protein referred to the fold change ($\text{Density}^{\text{Nanog}}/\text{Density}^{\text{DNA}}$) ≥ 1 in one cell. Data were represented as mean $\pm$ SEM. $n = 3$ biological replicates. ** $p < 0.01$, *** $p < 0.001$ by two-tailed Student's t test. **(H)** A schematic illustration of mRNA stability assay. Act D, Actinomycin D; A, Analysis. **(I)** mRNA stability analysis for representative genes. The expression levels of mRNAs were measured by qRT-PCR after inhibition of transcription at 0, 2, or 4 h after the treatment of actinomycin D. The $t_{1/2}$ value reflected the mRNA half-life of each gene. The dashed lines represented linear regression lines. The values at 0 h were set as 1. Data were represented as mean $\pm$ SEM. $n = 3$ biological replicates. * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$, ns, not significant by two-tailed Student's t test.

The median poly(A) tail lengths for these genes of each genotype were presented in parentheses. A light blue dotted line indicated the shifted distribution of the poly(A) tail lengths for these genes in *Cnot8* KO cells. **(D)** Distribution of poly(A) tail lengths and expression levels for the upregulated or unchanged expression genes related with ion transport or transcription regulation in *Cnot8* KO 24h-EpiLCs compared with controls. The upregulated expression genes included some naïve pluripotent genes, such as *Klf2*, *Tfcp2l1*, *Esrrb*, *Klf5*, *Nanog*, and *Zfp819*, were mainly enriched in transcription regulation. **(E)** Examples of PAIso-seq assay (left) and Violin plots (right) showing poly(A) tails for *Axin1* involved in Wnt signaling pathway and *Decr2* related with carbohydrate metabolic process. Brown (*Cnot8* KO) and orange (WT) bars indicated the 3' UTR regions that were aligned the reads for each transcript. Light blue bars were poly(A) tails of the transcripts. n, number of the transcripts.

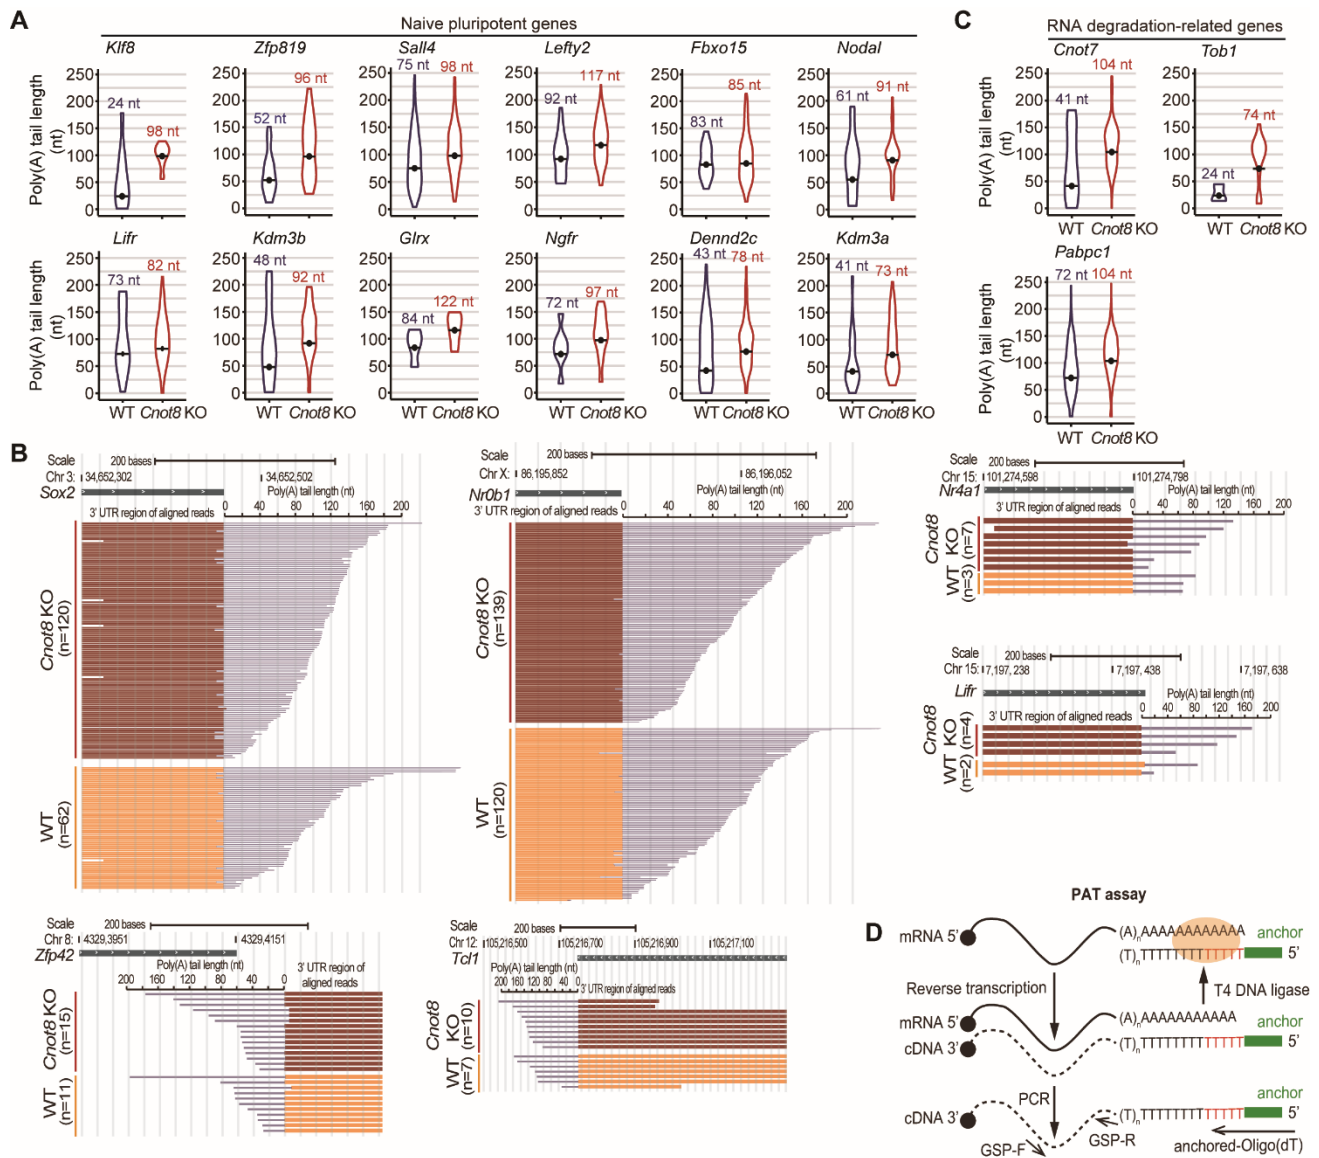

Supplementary Figure S8. Examples of PALso-seq assay.

(A) Violin plots showing poly(A) tail lengths of the mRNAs of representative naive pluripotent genes in *Cnot8* KO and control cells. The geometric mean length of poly(A) tail for individual gene in each sample was shown with black dots and presented at top. (B) Examples of PALso-seq assay showing poly(A) tails for representative pluripotent gene *Sox2*, *Nr0b1*, *Nr4a1*, *Zfp42*, *Lifr*, and *Tcl1*. Brown (*Cnot8* KO) and orange (WT) bars indicated the 3' UTR regions that were aligned the reads to each transcript. Light blue bars were poly(A) tails of the transcripts. n, number of the transcripts. (C) Violin plots showing poly(A) tail lengths for representative RNA degradation-related genes in *Cnot8* KO and control cells. The geometric mean length of poly(A) tail for individual gene in each sample was shown with black dots and presented at top. (D) A schematic illustration of the mRNA poly(A) test (PAT) assay. GSP (-F, -R), gene specific primer (F, forward; R, reverse).

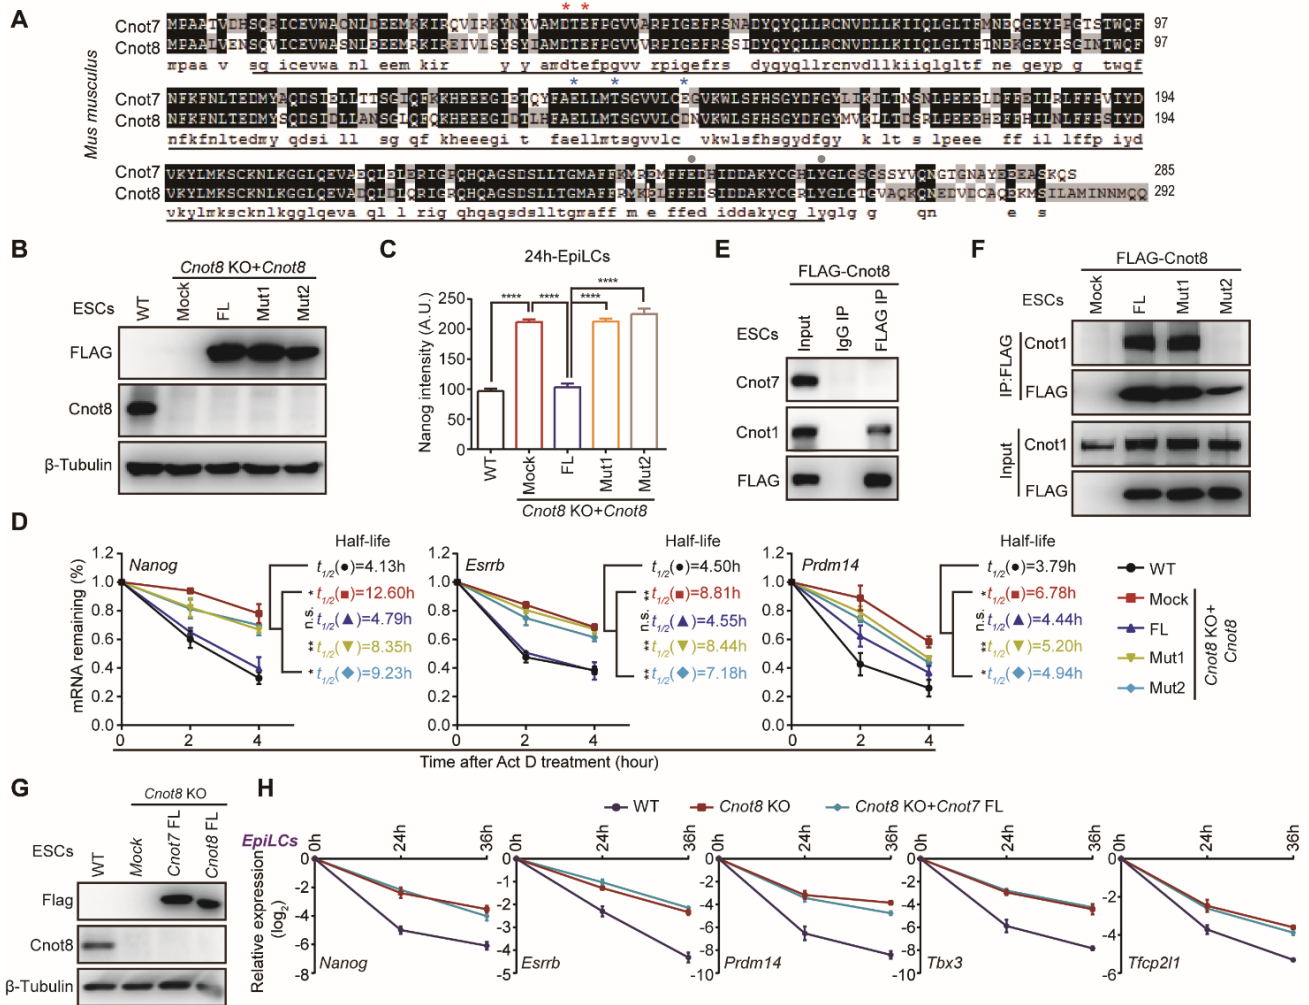

Supplementary Figure S9. Cnot8 regulates mRNA poly(A) tail lengths of naïve GRN genes through its deadenylase activity and Ccr4-Not complex.

(A) Protein sequence alignments of *Mus musculus* Cnot7 and Cnot8 orthologs. The conserved residues were highlighted by dark. The conserved DEDD domain was marked with black underline. The two catalytic residues of D40 and E42 were marked with red asterisks. The three residues of E138, T142, and D149 involved in the interaction for Cnot1 were marked with blue asterisks. The two residues involved in the Cnot7/8-Tob1 interaction were labeled by gray circles. (B) Western blot analysis of full-length (FL) and two mutant fragments (Mut1 and Mut2) of Cnot8 using anti-FLAG and -Cnot8 antibodies in ESCs. β -Tubulin served as a loading control. Mock, empty vector. (C) Quantification of Nanog protein (for Figure 6D) in 24h-EpiLCs from WT and rescued ESCs. Data were represented as mean $\pm$ SEM. $n = 3$ biological replicates. **** $p < 0.0001$ by two-tailed Student's t test. Rescued ESCs, *Cnot8* KO ESCs overexpressed with empty vector (Mock), Cnot8 FL, Cnot8 Mut1, and Cnot8 Mut2 fragments; A.U., arbitrary unit. (D) mRNA stability analysis for representative naïve pluripotent genes. The expression levels of naïve pluripotent genes were measured by qRT-PCR after inhibition of transcription at 0, 2, or 4 h after the treatment of actinomycin D. The $t_{1/2}$ value reflected the mRNA half-life of each gene. The dashed lines represented linear regression lines. The values at 0 h were set as 1. Data were represented as mean $\pm$ SEM. $n = 3$ biological replicates. * $p < 0.05$, ** $p < 0.01$, ns, not significant by two-tailed Student's t test. (E) Co-IP assay using anti-FLAG antibody in FLAG-Cnot8 overexpressed ESCs. IgG served as a negative control. (F)

Co-IP assay of the interaction of FLAG-tagged Cnot8 Mut1 and Mut2 with Cnot1 in ESCs. Mock, ESCs transfected with empty vector. **(G)** Western blot analysis of Cnot7 FL and Cnot8 FL proteins in *Cnot8* KO ESCs. β -Tubulin served as a loading control. Mock, ESCs transfected with empty vector. **(H)** qRT-PCR results showing expression of naïve pluripotent markers in the indicated EpiLCs at different time points. Data were represented as mean $\pm$ SEM. n = 3 biological replicates.

of the interaction between Cnot7 and Tob1/Pabpc1. Co-IP was performed in FLAG-Cnot7 overexpressed ESCs, while reverse Co-IP was conducted in *Cnot8* KO ESCs overexpressed with FLAG-Tob1. IgG served as a negative control. **(K)** Western blot analysis of the products from RIP assay with anti-FLAG antibody. IgG served as a negative control. **(L)** Schematic representation of Cnot8 full-length (FL) protein and mutant fragment (Mut3). The mutant positions of amino acids were indicated. **(M)** Western blot analysis of Cnot8 full-length (FL) and mutant (Mut3) fragments with mouse anti-FLAG antibody in their overexpressed ESCs. β -actin served as a loading control. **(N)** qRT-PCR results showing relative expression levels of representative naïve pluripotent genes after WT ESCs ectopically expressed with TetON-*shPabpc1* were treated with (+) or without (-) Dox (2 μ g/ml) for 72 h. Data were represented as mean $\pm$ SEM. n = 3 biological replicates.

Supplementary Tables

Supplementary Table S1. Primers used in this study.

Gene Name	Primers (5'-3')	
Genotyping and sequencing primers		
<i>Cnot6</i>	P1	TCAAATCCAGCAGAACTCGG
	P2	CCAGAGTTTACCGGCAGAAC
	P3	GCCAACATCCCTAACCTCTG
<i>Cnot6</i> -seq-F	Forward	TGTTAAGCCTTCTCAAACCG
<i>Cnot6</i> -seq-R	Reverse	AACTAAGCAATGGACCCACC
<i>Cnot6l</i>	P1	CATCATGGTAGCCAATGGGA
	P2	TTACACCATCATGTCCGCAG
	P3	CAGACAGGGATCCAAATTCTTC
<i>Cnot6l</i> -seq-F	Forward	GCTAATCTTTCACTGTGGTTCC
<i>Cnot6l</i> -seq-R	Reverse	GCTACCCTTGCTCAAGATAATC
<i>Cnot8</i>	P1	GTCATGTTAAGGATTCTGGGT
	P2	GTTTTCTACAAGTGCCGCAG
	P3	GTTTTCTACAAGTGCATCCTGAAG
<i>Cnot8</i> -seq-F	Forward	TTCTACCTTGGCCTCCTGAG
<i>Cnot8</i> -seq-R	Reverse	CACACATACTGGGCACAATG
<i>Cnot7</i>	P1	CATGTCTGTGGTAGCCTCTG
	P2	CCACTCCTGAAGTCATAAGAAG
	P3	CAAAGAACCACTCCTGAAGT
<i>Cnot7</i> -seq-F	Forward	TTGTAGTTGTAGGCATAAGTGGAG
<i>Cnot7</i> -seq-R	Reverse	ATAGAAGATCTTTGGTACACGCAC
CRISPR sgRNA sequences		
<i>Cnot6</i>	sgRNA	CGAGTTCTGCCGGTAAACTC
<i>Cnot7</i>	sgRNA	GCAGAACTTCTTATGACTTC
<i>Cnot8</i>	sgRNA	CTGTTTTCTACAAGTGCCGC
<i>Cnot6l</i>	sgRNA1	TTACACCATCATGTCCGCAG
	sgRNA2	CCAATGGGAAAAAATCTCAC
shRNA primers		
<i>shCnot1</i>	Forward	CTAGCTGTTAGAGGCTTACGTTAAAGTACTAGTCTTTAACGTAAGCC<br>TCTAACATTTTTG
	Reverse	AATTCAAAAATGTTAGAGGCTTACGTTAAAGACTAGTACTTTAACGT<br>AAGCCTCTAACAG
<i>shNanog</i>	Forward	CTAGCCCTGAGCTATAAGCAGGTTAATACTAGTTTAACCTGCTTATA<br>GCTCAGGTTTTTG
	Reverse	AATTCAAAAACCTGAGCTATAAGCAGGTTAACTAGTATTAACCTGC<br>TTATAGCTCAGGG
<i>shTbx3</i>	Forward	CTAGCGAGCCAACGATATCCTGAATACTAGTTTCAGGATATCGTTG<br>GCTCTTTTTG
	Reverse	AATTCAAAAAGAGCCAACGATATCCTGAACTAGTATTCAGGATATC<br>GTTGGCTCG
<i>shKlf2</i>	Forward	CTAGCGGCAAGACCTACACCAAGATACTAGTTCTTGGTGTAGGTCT<br>TGCC TTTTTG
	Reverse	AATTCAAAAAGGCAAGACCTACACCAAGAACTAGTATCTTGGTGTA<br>GGTCTTGCCG
<i>shPabpc1-#1</i>	Forward	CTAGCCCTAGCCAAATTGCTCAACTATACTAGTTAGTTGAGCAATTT<br>GGCTAGGTTTTTG
	Reverse	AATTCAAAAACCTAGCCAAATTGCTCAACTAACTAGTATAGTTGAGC<br>AATTTGGCTAGGG
<i>shPabpc1-#2</i>	Forward	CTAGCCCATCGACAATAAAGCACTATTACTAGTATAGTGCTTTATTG<br>TCGATGGTTTTTG
	Reverse	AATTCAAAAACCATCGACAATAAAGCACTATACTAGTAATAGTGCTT

		TATTGTCGATGGG
PAlso-seq library constructing primers		
TSO	Forward	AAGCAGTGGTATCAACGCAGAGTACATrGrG+G
RT-P	Reverse	AAGCAGTGGTATCAACGCAGAGTAC
BC1	Forward	TGCTATCTGAGATACT
BC2	Forward	GAGTCTCGATATACTA
BC3-2dU-P	Reverse	AAGCAGTGGTATCAACGCAGAGTACTACTAGAGTAGCACTCdUTTTTT<br>TTTTdUTTTTTTTTT
PCR-P	Forward	AAGCAGTGGTATCAACGCAGAGT
qRT-PCR primers		
<i>Oct4</i>	Forward	TGAGAACCTTCAGGAGATATGCAA
	Reverse	CTCAATGCTAGTTCGCTTTCTCTTC
<i>Sox2</i>	Forward	CAGGAGAACCCCAAGATGCACAA
	Reverse	AATCCGGGTGCTCCTTCATGTG
<i>Nanog</i>	Forward	CAGAAAAACCAGTGGTTGAAGACTAG
	Reverse	GCAATGGATGCTGGGATACTC
<i>Prdm14</i>	Forward	ACAGCCAAGCAATTTGCACTAC
	Reverse	TTACCTGGCATTTCATTGCTC
<i>Nr5a2</i>	Forward	GGGAAGGAAGGGACAATCTT
	Reverse	GCGAGACTCAGGAGGTTGTT
<i>Klf5</i>	Forward	TACGGGCGAGAAGCCCTACA
	Reverse	GGCACACCATGCACTGGAAC
<i>Tcl1</i>	Forward	CTCCATGTATTGGCAGATCCTGTA
	Reverse	CTCCGAGTCTATCAGTTCAAGCAA
<i>Esrrb</i>	Forward	TTTCTGGAACCCATGGAGAG
	Reverse	AGCCAGCACCTCCTTCTACA
<i>Tfcp2l1</i>	Forward	AGGTGCTGACCTCCTGAAGA
	Reverse	GTTTTGCTCCAGCTCCTGAC
<i>Klf2</i>	Forward	CGCACCTAAAGGCGCATCTG
	Reverse	TTCGGTAGTGGCGGGTAAGC
<i>Nr0b1</i>	Forward	TCCAGGCCATCAAGAGTTTC
	Reverse	ATCTGCTGGGTTCTCCACTG
<i>Fbxo15</i>	Forward	TCACGTTGGAAAGCTACTTCAGTG
	Reverse	CTGTTGGTGAGGGCTGCTTTCA
<i>Tbx3</i>	Forward	TCTCCATCGTGGGGACATC
	Reverse	CGTGCTCCTCCTTGCTCTC
<i>Klf4</i>	Forward	TGCTCCCGTCCTTCTCCAC
	Reverse	CCTCACGCCAACGGTTAGTC
<i>Dnmt3b</i>	Forward	CTCGCAAGGTGTGGGCTTTTGTAAC
	Reverse	CTGGGCATCTGTCATCTTTCACC
<i>Fgf5</i>	Forward	GAAATATTTGCTGTGTCTCAGGG
	Reverse	TAAATTTGGCACTTGCATGG
<i>Otx2</i>	Forward	GACCCGGTACCCAGACATC
	Reverse	GCTCTTCGATTCTTAAACCATACC
<i>Oct6</i>	Forward	CCCACTGCCTGCTCCCTAT
	Reverse	GGAATCCCTAACCCCGCAC
<i>Cdx2</i>	Forward	TCCTGCTGACTGCTTTCTGA
	Reverse	CCCTTCCTGATTTGTGGAGA
<i>Gata3</i>	Forward	CGGGTTCGGATGTAAGTCGA
	Reverse	GTAGAGGTTGCCCCGCAGT
<i>Gata4</i>	Forward	CCGAGGGTGAGCCTGTATGT
	Reverse	AGGACCTGCTGGCGTCTTAG
<i>Gata6</i>	Forward	TTAACACTGATTGCTGCAACG
	Reverse	GTTTCATCGTAACGTGGCTGA
<i>Sox7</i>	Forward	AGATGCTGGGAAAGTCATGG

	Reverse	GCTTGCCTTGTTTCTTCCTG
<i>Tob1</i>	Forward	AAGTTCGGCTCCACCAAATGAAG
	Reverse	CTGGGATGATGACGGCTGCTG
<i>Pabpc1</i>	Forward	TGCAGAGGATGGCAAGTGACG
	Reverse	GCTAGGAGGATAGTATGCAGCAC
<i>β-actin</i>	Forward	ATGCTCCCCGGGCTGTAT
	Reverse	CATAGGAGTCCTTCTGACCCATTC
<i>Gapdh</i>	Forward	CCCCAATGTGTCCGTCGTG
	Reverse	TGCCTGCTTCACCACCTTCT
<i>Cnot6</i>	Forward	TGGAAAGAAATCACATTGGGCAG
	Reverse	TGGCAATGTCTGAAGGAATACAGGA
<i>Cnot6l</i>	Forward	AACCTTGCTCGCATTCCACCTGAT
	Reverse	CGGGTTCCATCTGGGTCTCTGGTAT
<i>Cnot8</i>	Forward	CCCGTCCATTTACGATGTGAAATAC
	Reverse	ACTTGGCATCGTCAATACTGTCTCTC
<i>Cnot8-KE</i>	Forward	AAATCAAACAGAAGGAGGCTTG
	Reverse	GTTTTCTACAAGTGCCGCAG
<i>Cnot7</i>	Forward	GGTGGATTACAGGAAGTTGCTG
	Reverse	GGATGAGCCAGAACCAAGG
<i>Cnot7-KE</i>	Forward	GCTCGGACTGACCTTTATGAATGA
	Reverse	CAAAGAACCACCTCCTGAAGTCATAA
<i>Cnot1</i>	Forward	CTATCCTCAGTATTGTCAGCACCTG
	Reverse	CTGAGCCAGTGCAATACTTCCAG
RT-PCR primers		
<i>Nanog</i>	Forward	ATGAAGTGCAAGCGGTGGCAGAAA
	Reverse	CCTGGTGGAGTCACAGAGTAGTTC
<i>Sox2</i>	Forward	GGCGGCAACCAGAAGAACAG
	Reverse	GCTTGGCCTCGTCGATGAAC
<i>Tcl1</i>	Forward	CACCATGGCTACCCAGCGGGCACACA
	Reverse	TTATTCATCGTTGGACTCCGAGTCTATCAG
<i>Nr0b1</i>	Forward	TCCAGGCCATCAAGAGTTTC
	Reverse	ATCTGCTGGGTTCTCCACTG
<i>Tfcp2l1</i>	Forward	GTGAAGCTACATGAAGAGACCTTAAC
	Reverse	GAATATCAATGTCCAGGATGC
<i>Esrrb</i>	Forward	GTTGCGGCTCCTTCATCAAG
	Reverse	GTTAAGCATGTACTCGCATTTGATG
<i>Klf4</i>	Forward	GAAGGGAGAAGACACTGCGT
	Reverse	GATAAAGTCTAGGTCCAGGAGGTC
<i>Klf5</i>	Forward	GAGCTGGTCCAGACAAGATGTG
	Reverse	TGGGAGCTGAAGATACTAGTGAACTC
<i>Tbx3</i>	Forward	CGAAGAAGACGTAGAAGATGAC
	Reverse	GTATATACATTCTCTTTGGCATTTC
<i>Prdm14</i>	Forward	GTCACCATGGAACCGAATTC
	Reverse	TGGGACGACTTAATTCCATCAG
<i>Fbxo15</i>	Forward	ACGTTGGAAAGCTACTTCAGTG
	Reverse	CTCTTAAGATGATTGTCCAACC
<i>Klf2</i>	Forward	CACACATACTTGCAGCTACACCAAC
	Reverse	GACCTGTGTGCTTTCGGTAGTG
<i>Hdac11</i>	Forward	CAACGAGCTGAAGTGGTCCTTTG
	Reverse	GAAGCCACCACCAACATTGAT
Vector cloning primers		
FLAG- EGFP-<br>Cnot8 FL	Forward	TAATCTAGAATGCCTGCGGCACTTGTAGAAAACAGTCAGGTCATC
	Reverse	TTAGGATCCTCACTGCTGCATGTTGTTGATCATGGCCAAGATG
FLAG-EGFP-<br>Cnot8 Mut1	Forward	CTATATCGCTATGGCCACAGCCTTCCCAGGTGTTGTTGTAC
	Reverse	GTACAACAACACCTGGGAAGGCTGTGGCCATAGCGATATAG

FLAG-EGFP-Cnot8 Mut2	Forward	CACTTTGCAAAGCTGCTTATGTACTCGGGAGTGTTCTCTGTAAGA<br>ACGTC
	Reverse	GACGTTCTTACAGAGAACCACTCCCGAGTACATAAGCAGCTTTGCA<br>AAG
FLAG-EGFP-Cnot8 Mut3	Forward	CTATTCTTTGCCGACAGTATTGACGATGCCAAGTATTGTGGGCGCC<br>TCGCCGGCCTG
	Reverse	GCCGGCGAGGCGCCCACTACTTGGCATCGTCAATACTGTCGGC<br>AAAGAATAG
FLAG-EGFP-Cnot7 FL	Forward	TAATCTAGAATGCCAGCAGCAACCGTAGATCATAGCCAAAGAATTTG<br>TGAAG
	Reverse	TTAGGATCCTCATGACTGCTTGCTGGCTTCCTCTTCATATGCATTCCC<br>TG
FLAG-EGFP-Tob1	Forward	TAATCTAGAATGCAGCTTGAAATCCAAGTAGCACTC
	Reverse	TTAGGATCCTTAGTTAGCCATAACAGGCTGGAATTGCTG
PAT assay primers		
PAT-P	Reverse	GCGAGCTCCGCGGCCGCGTTTTTTTTTTTT
<i>Klf4</i>	Forward	CAGTCTGTTATGCACTGTGGTTTCAGATG
	Reverse (A0)	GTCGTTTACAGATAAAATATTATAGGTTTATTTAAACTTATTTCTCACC<br>TTGAGTATGC
<i>Tbx3</i>	Forward	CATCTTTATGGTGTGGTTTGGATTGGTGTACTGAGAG
	Reverse (A0)	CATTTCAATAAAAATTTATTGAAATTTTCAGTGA
<i>Tfcp2l1</i>	Forward	GACTGGTCAAATATGTGTGG
	Reverse (A0)	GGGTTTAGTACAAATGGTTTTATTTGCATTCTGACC
<i>Fbxo15</i>	Forward	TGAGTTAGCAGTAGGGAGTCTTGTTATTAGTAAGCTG
	Reverse (A0)	TACCACAAATATGCTTTATTTTAACTTTC
<i>Tcl1</i>	Forward	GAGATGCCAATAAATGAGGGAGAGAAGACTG
	Reverse (A0)	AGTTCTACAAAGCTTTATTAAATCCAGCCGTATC
<i>Prdm14</i>	Forward	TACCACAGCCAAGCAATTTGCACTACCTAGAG
	Reverse (A0)	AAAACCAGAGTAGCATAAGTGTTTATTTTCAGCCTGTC
<i>Nanog</i>	Forward	GGAGTTTGAGGGTAGCTCAG
	Reverse (A0)	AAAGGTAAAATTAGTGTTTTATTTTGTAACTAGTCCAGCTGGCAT<br>CGG
<i>Sox2</i>	Forward	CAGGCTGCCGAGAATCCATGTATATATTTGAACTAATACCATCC
	Reverse (A0)	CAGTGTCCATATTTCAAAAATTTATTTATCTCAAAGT
<i>Esrrb</i>	Forward	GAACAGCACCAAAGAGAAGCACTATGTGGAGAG
	Reverse (A0)	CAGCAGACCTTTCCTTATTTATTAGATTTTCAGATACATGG
<i>Gapdh</i>	Forward	CAAGGACACTGAGCAAGAGAGGCCCTATC
	Reverse (A0)	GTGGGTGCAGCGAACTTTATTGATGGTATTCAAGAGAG

Supplementary Table S2. Antibody information.

**Antibodies**	**Source**	**Identifier**	**Dilution**
Goat anti-Oct4	Santa Cruz Biotechnology	sc8628	1:200 (IF); 1:1000 (IB)
Rabbit anti-Nanog	Abcam	ab80892	1:200 (IF); 1:1000 (IB)
Mouse anti-Sox2	Cell signaling Technology	4900	1:200 (IF); 1:1000 (IB)
Rabbit anti-Ezrin	Abcam	ab76247	1:200 (IF)
Goat anti-Otx2	AF1979	R&D systems	1:200 (IF); 1:1000 (IB)
Rabbit anti-Cnot8	Abclonal	A8058	1:1000 (IB)
Mouse anti-Cnot7	Sigma-Aldrich	WH0029883M1	1:1000 (IB)
Rabbit anti-Cnot1	Abclonal	A5969	1:1000 (IB)
Rabbit anti-Pabpc1	Abcam	ab21060	1:200 (IF); 1:1000 (IB)
Rabbit anti-Tob1	Proteintech	14915-1-AP	1:500 (IB)
Rabbit anti-Cleaved Caspase-3	Cell signaling Technology	9661	1:200 (IF)
Mouse anti-FLAG	Sigma-Aldrich	F1804	1:200 (IF); 1:2000 (IB)
Mouse anti-FLAG	Abclonal	AE005	1:2000 (IB)
Mouse anti-Gapdh	Yeasen	30201ES60	1:2000 (IB)
Mouse anti- β -Tubulin	Yeasen	30301ES60	1:2000 (IB)
Mouse anti- β -actin	Yeasen	30101ES50	1:2000 (IB)
Hoechst 33342	Sigma-Aldrich	B2261	1:200 (IF)
Alexa Fluor® 488 AffiniPure Donkey anti-Goat IgG (H+L)	Jackson ImmunoResearch	705-545-003	1:200 (IF)
Alexa Fluor® 594 AffiniPure Donkey anti-Mouse IgG (H+L)	Jackson ImmunoResearch	715-585-150	1:200 (IF)
Alexa Fluor® 488 AffiniPure Donkey anti-Mouse IgG (H+L)	Jackson ImmunoResearch	715-545-150	1:200 (IF)
Alexa Fluor® 488 AffiniPure Donkey anti-Rabbit IgG (H+L)	Jackson ImmunoResearch	711-545-152	1:200 (IF)
Alexa Fluor® 594 AffiniPure Donkey anti-Rabbit IgG (H+L)	Jackson ImmunoResearch	711-585-152	1:200 (IF)
Cy™5 AffiniPure Donkey anti-Rabbit IgG (H+L)	Jackson ImmunoResearch	711-175-152	1:200 (IF)
Alexa Fluor® 647 AffiniPure Donkey anti-Mouse IgG (H+L)	Jackson ImmunoResearch	715-605-151	1:200 (IF)
HRP-labeled Goat anti-Mouse IgG (H+L)	Jackson ImmunoResearch	115-035-062	1:3000 (IB)
HRP-labeled Goat anti-Rabbit IgG (H+L)	Jackson ImmunoResearch	111-035-003	1:3000 (IB)
HRP-labeled Rabbit anti-Goat IgG (H+L)	Jackson ImmunoResearch	305-035-003	1:3000 (IB)

Other Supplementary Information for this manuscript includes the following:

Supplementary Table S3 to S8 as Excel files

Supplementary Table S3. Upregulated and downregulated expression genes in *Cnot7* KO ESCs

Supplementary Table S4. Upregulated and downregulated expression genes in *Cnot8* KO ESCs and EpiLCs

Supplementary Table S5. Genes involved in *Cnot8*-dependent degradation

Supplementary Table S6. Naïve-like genes related with *Cnot8*-dependent degradation

Supplementary Table S7. *Cnot8*-dependent degradation naïve GRN genes

Supplementary Table S8. The list of all GO terms that possess more than 50 genes detected by PAIso-seq

1. Wang, X., Xiang, Y., Yu, Y., Wang, R., Zhang, Y., Xu, Q., Sun, H., Zhao, Z.A., Jiang, X., Wang, X. *et al.* (2021) Formative pluripotent stem cells show features of epiblast cells poised for gastrulation. *Cell Res*, **31**, 526-541.

# Supplementary material for: Cnot8 eliminates naïve regulation networks and is essential for naïve-to-formative pluripotency transition
**Source:** Nucleic Acids Res. 2022 Apr 7;50(8):4414–35. doi: 10.1093/nar/gkac236
**Supplement:** gkac236_Supplemental_Files

**Supplementary Information**

**Supplementary Figures**

**Supplementary Figure S1.** *Cnot8* is essential for mouse early embryonic development

**Supplementary Figure S2.** Derivation and maintenance of *Cnot7* or *Cnot8* KO mESCs

**Supplementary Figure S3.** *Cnot8* is required for the differentiation of naïve ESCs into formative state.

**Supplementary Figure S4.** scRNA-seq analysis of ESCs (S/LIF) and 48h-EpiLCs

**Supplementary Figure S5.** Cnot8 regulates naïve gene expression during the differentiation of ESCs.

**Supplementary Figure S6.** Cnot8 regulates gene expression by controlling mRNA stability

**Supplementary Figure S7.** Cnot8 regulates the poly(A) tail lengths of mRNAs

**Supplementary Figure S8.** Examples of PAIso-seq assay

**Supplementary Figure S9.** Cnot8 regulates mRNA poly(A) tail lengths of naïve GRN genes through its deadenylase activity and Ccr4-Not complex

**Supplementary Figure S10.** Cnot8 interacts with Tob1 and Pabpc1 to regulate mRNA clearance

**Supplementary Tables**

**Supplementary Tables S1 and S2 as PDF files**

**Supplementary Table S1.** Primers used in this study

**Supplementary Table S2.** Antibody information

**Supplementary Tables S3 to S8 as Excel files**

**Supplementary Table S3.** Upregulated and downregulated expression genes in *Cnot7* KO ESCs

**Supplementary Table S4.** Upregulated and downregulated expression genes in *Cnot8* KO ESCs and EpiLCs

**Supplementary Table S5.** Genes involved in *Cnot8*-dependent degradation

**Supplementary Table S6.** Naïve-like genes involved in *Cnot8*-dependent degradation

**Supplementary Table S7.** *Cnot8*-dependent degradation naïve GRN genes

**Supplementary Table S8.** The list of all GO terms that possess more than 50 genes detected by PAIso-seq

How the deposited data were processed for this re-analysis (not part of the article)

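RNA sequencing covered WT and Cnot7 KO ESCs in a table of 4 libraries, and WT and Cnot8 KO cells at 0, 6, 12, 24 and 48 h of EpiLC induction in another table of 20 libraries, with 2 replicates in each group. To make the read counts, the authors trimmed the paired reads with Cutadapt 0.3.8, mapped them to mm9 with TopHat2 2.1.1 and default parameters, and counted them in UCSC RefSeq genes with featureCounts 2.0.1. The counts were used as deposited, raw whole numbers for 24936 genes, beside the exon length of each gene in bases. Settings for strand, for reads with several places in the genome and for overlapping genes are not given in the sources used here, so counts of genes with a near-identical copy or an overlapping partner are uncertain. Library totals ran from 12448907 to 12798783 counts in the Cnot7 table and from 18737189 to 27191984 in the Cnot8 table. Between replicates, 1103 to 6463 genes differed by more than 1.5-fold. Counting noise alone would give a chi-square of about 1 per gene between replicates, and the values were 7.20 to 65.1, so the spread between replicates limits the precision more than the depth does.

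The counts were computed on in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9. Genes with low counts were removed with edgeR's filterByExpr, libraries were scaled by TMM, and groups were compared with the quasi-likelihood test of edgeR (glmQLFit and glmQLFTest) and Benjamini-Hochberg adjustment at 0.05. A standard error is the size of the log2 fold change divided by the square root of its F statistic. Each model held a mean per group, with all 20 libraries of the Cnot8 table in a single model, so that their groups share an estimate of the spread. Cnot8 KO was compared with WT at each time, 48 h with 0 h within each genotype, and the change from 0 h to 24 h and to 48 h between the genotypes by an interaction. Levels are CPM with TMM scaling, and log2 CPM had a prior count of 2. For the paper's fold rule, TPM was computed from the counts and the gene lengths, and a gene passed with log2 of the mean TPM above 1 in both groups and a fold above 1.5. Libraries were clustered by Spearman correlation of log2 CPM with average linkage, and their position on the WT course is their projection on the line from the mean of WT at 0 h to that at 48 h. Differences in position at 6, 12 and 24 h were set against a spread shared by the groups that do not define this line. The 30 gene lists taken from general knowledge and the lists of Tables S5, S6 and S7 were tested with camera at a correlation between genes of 0.01, with an estimated correlation and with fry. A list of genes of the early embryo had no tested gene in the Cnot7 table. GO terms were those of Table S8, tested with Fisher's exact test. Motifs in 3' UTRs were searched in the transcripts of GENCODE vM21.

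The edgeR and DESeq2 tests of Cnot8 KO against WT at 0 h and 24 h and of Cnot7 KO against WT ESCs, camera and the fold rule at 0 h were tested on simulated data, and the interactions, the comparisons of 48 h with 0 h and the tests of GO terms were not. The data for the tests of genes were drawn with the means and library sizes of these libraries and with 200 genes changed by known folds. The changed genes were taken from genes above a minimum mean count, so the shares recovered do not cover genes with fewer counts. The spread of each gene was estimated over all libraries of its table. ESC replicates of the Cnot8 table lay farther apart than its EpiLC replicates, so the results for its ESC comparison may be too favorable. The edgeR test recovered 11.9% of the genes changed 1.5-fold, 44.8% of those changed 2-fold and 93.9% of those changed 4-fold in the Cnot8 ESC comparison, over 16096 genes. In the Cnot7 ESC comparison, over 13435 genes, it recovered 43.3%, 77.6% and 100%. Of its calls, 4 of 104 in the Cnot8 ESC comparison and 35 of 182 in the Cnot7 ESC comparison, which is fitted on 4 libraries, were false. For DESeq2 22 of 143 and 18 of 163 were false. The threshold allows a share of 0.05, so the Cnot7 calls of both tools and the Cnot8 calls of DESeq2 hold more false calls than it states.

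Samples were grouped by genotype, table and time, as their labels give them. The labels also give each genotype's replicates the number of a cell line, the same at every time, so libraries of a line pair across times. Their deviations from the group means correlated by 0.0837 to 0.244 over genes in WT and by 0.126 to 0.351 in Cnot8 KO cells. WT and KO lines share no more than a replicate number. The comparisons, their tests, the gene lists, the rule for named genes and all alternatives not called added were fixed before the data were examined. Named genes are those that the paper names in its RNA-seq results, those of the gene lists, and per comparison the 10 genes higher and 10 lower with the largest fold among those past the threshold with an average log2 CPM of at least 2 and both libraries of a group above both of the group compared with it, predicted genes passed over. The paper's own values in Tables S3 and S4 had been seen by then. Zfp819, which a supplementary legend of the paper names, was added to the named genes after the results were seen. Alternatives were RLE or total count scaling, no filter or a stricter filter, DESeq2, fits of the compared libraries alone, the replicate number or the line as a block, each replicate left out, a fold above 1.5 beside the test, other settings of the fold rule, of the clustering and of the list tests, and a background of genes that fall in WT. Embryo, imaging, protein and poly(A) tail measurements were not analysed here, apart from the tail lengths per GO term that Table S8 gives. The paper's Markov clusters and its DAVID analysis were not rebuilt.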

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

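The tests on chromosome 8 and the test of each KO line alone were chosen after the result was seen, the latter in place of a planned test on the naive genes called higher, whose outcome their call nearly fixes. The groups of 2 libraries are too small to test for a library that lies far from the others.

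The change from 0 h to 24 h differed between Cnot8 KO and WT cells, by an interaction test in edgeR, for 98 genes with a more positive and 36 with a more negative change in Cnot8 KO cells. The change from 0 h to 48 h differed the same way for 420 and 193 genes. Without WT replicate 1, WT replicate 2, KO replicate 1 and KO replicate 2, the counts for 24 h were 1, 57, 14 and 32 genes with a more positive and 0, 17, 2 and 13 with a more negative change, and for 48 h 87, 220, 145 and 164 and 49, 65, 28 and 64. At an unadjusted p under 0.05, 604 and 730 genes passed for 24 h without WT replicate 1, and DESeq2 called 270 and 213 with every library. These counts leave out the pairing of libraries by line. With the line as a block they were 228 and 129 for 24 h and 601 and 334 for 48 h.

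Some naive pluripotency genes are among those with the more positive change, and 12 of 20 were higher in Cnot8 KO EpiLCs at 24 h. A different number of X chromosomes in both KO lines is argued against, since the median log2 fold change of X-linked genes at 24 h differed from that of autosomal genes by -0.0659. At 0, 6, 12 and 48 h these medians differed by -0.0192, 0.0872, 0.0558 and 0.00854. Of 5 Y-linked genes, none passed edgeR at an unadjusted p under 0.05 at 24 h. Yet 2 of them were higher at this p at 0 h and 1 at 6 h, and DESeq2 called 1 at each of these times. For the change from 0 h to 24 h, 4 were more negative in Cnot8 KO cells at this p. Also, 2 of 4 RNAs of the X inactivation centre, Xist and Tsix, were lower in Cnot8 KO EpiLCs (camera, adjusted p = 0.00897, and a median log2 fold change of -0.929 to -0.816 with a replicate left out). A difference in a single KO line is not tested by these medians. X-linked genes differed between the KO replicates by 0.171 at 0 h, -0.153 at 6 h, -0.155 at 12 h, 0.0181 at 24 h and 0.0648 at 48 h. A single divergent KO line is argued against as well: with each KO line alone, the median log2 fold change of all 20 naive genes measured was 1.62 for KO replicate 1 and 1.19 for KO replicate 2, and the lower of them left 79.7% of the value of both (95% interval over genes 71.4 to 103), though the paper names 17 of these genes. A slower course of all genes cannot be told apart from an effect on these mRNAs. After Cnot8 KO EpiLCs were set against WT cells at their own place on the course, 46.7% of the median log2 fold change of the naive genes was left. This lies between the shares set in advance for and against a slower course, and 17 of the naive genes were still higher. Of the 296 genes of Table S7 241 were, with 55.1% left, but the study chose them on these samples, so they are not independent evidence. Read counts alone thus do not decide on an effect of Cnot8 on the decay of the mRNAs of naive genes, which may itself slow the course. The paper gives other evidence for such an effect. It found longer half-lives of naive mRNAs in Cnot8 KO ESCs after actinomycin D, and longer poly(A) tails in Cnot8 KO EpiLCs at 24 h. Full-length Cnot8, but not a mutant without deadenylase activity, restored mRNA decay in its rescue experiments.

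By chromosome, a view that the paper does not report, genes of chromosome 8 were higher in Cnot8 KO replicate 2 than in replicate 1, with a median log2 difference of 0.297 at 6 h and 0.280 at 12 h over 375 genes, where no other autosome was above 0.0114 and 0.0181 and the WT replicates differed by -0.0133 and -0.0175, while X-linked genes differed between the KO replicates by -0.153 and -0.155. GC content bias is argued against, since the difference at 12 h was 0.276 after each library's trend with GC content was removed. A gain of chromosome 8 in part of the cells of replicate 2 is a candidate explanation, as after the chromosome was divided into 4 parts of neighboring genes the lowest part had a difference of 0.242 at 12 h, but no DNA was measured, a loss in replicate 1 would look the same, and neither covers the shift of the X chromosome. The difference was 0.190 at 0 h, where another autosome reached 0.182, 0.0416 at 24 h and 0.00923 at 48 h, and -0.272 between the Cnot7 KO replicates. Beyond such a gain no biological explanation was tested: the replicates are different cell lines under the same condition.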

How the results depend on the processing

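The fits without WT replicate 1 at 0 h and without any 0 h library, and the removal of the GC trend, were added after the data were seen. RLE scaling, a stricter filter, a fold above 1.5 beside the test, the mean of log2 TPM, Pearson correlation and the removal of the GC trend left every count of genes, position and cluster they were applied to within the limits set for a change. Among single results, RLE scaling added a call of the interferon list at 48 h, the stricter filter added Pou5f1 at 12 h, and the fold above 1.5 ended 7 calls. Of 254 named gene results past the threshold, RLE scaling kept all, total count scaling 252, no filter 241, DESeq2 252, the replicate block 254, and leaving out WT replicate 1, WT replicate 2, KO replicate 1 and KO replicate 2 kept 148, 137, 170 and 198. The fit of the compared libraries alone kept 157 of 217. Of 47 list results past the threshold of camera, 20 kept it with an estimated correlation and 33 in fry. Dnmt3b in Cnot7 KO ESCs, at a log2 fold change of 0.19 (adjusted p = 0.753), was not called, and became -0.46 (adjusted p = 0.0437) without KO replicate 2 and 0.63 (adjusted p = 0.0183) without KO replicate 1, so its direction depends on the replicate (adjusted p 0.0183 to 0.963 over 10 alternatives). Small changes are out of reach at this spread between replicates: on simulated counts 16.4% of the genes changed 1.5-fold at 24 h were recovered, so a gene not called is not shown to be unchanged. What a greater depth would add was not tested.

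Total count scaling called 826 higher and 246 lower at 0 h, 135 lower at 24 h and 276 with a more positive and 270 with a more negative change to 48 h (median shift -0.15), and put Cnot8 KO at 29.0% of the course at 6 h. Without a filter, 82 and 120 genes were higher and lower in Cnot7 KO ESCs, 5 higher in both KO lines and 71 changed more negatively to 24 h. DESeq2 called 964 higher and 835 lower at 0 h, 494 higher and 319 lower at 6 h, 509 higher and 309 lower at 12 h, 469 lower at 24 h and 582 lower at 48 h, 270 and 213 genes with a more positive and negative change to 24 h and 673 and 462 to 48 h, 1998 higher at any and 70 at all of 6 h to 48 h, and 41 in both KO lines. The compared libraries alone gave 0 higher and 1 lower at 0 h, 1975 higher and 1684 lower at 24 h, 1903 higher and 1794 lower at 48 h, 2542 lower at 48 h than at 0 h in WT, 1638 higher and 1758 lower in Cnot8 KO cells, 1 and 0 genes with a more positive and negative change to 24 h (731 and 575 at an unadjusted p under 0.05) and 55 and 20 to 48 h, 3064 higher at any and 42 at all of 6 h to 48 h. Without 0 h libraries there were 702 higher and 662 lower at 6 h, 756 higher and 673 lower at 12 h, 1253 higher and 978 lower at 24 h, 1553 higher and 988 lower at 48 h, 2752 higher at any and 106 at all of them, and without WT replicate 1 at 0 h 232 lower at 0 h and 299 with a more negative change to 48 h. With Cnot8 KO compared at 6 h to 24 h alone, 496 genes fell in WT and were higher in Cnot8 KO cells. With an estimated correlation the formative list at 48 h, at a median of -0.37, no longer passed. The fold rule passed 619 lower genes at 0 h with TMM factors, and with the level needed in either group 820 lower at 12 h, 238 higher at all of 6 h to 48 h and 271 in both KO lines. With complete linkage, or over the genes of largest variance, 18 libraries lay in the modules of the paper, and over those genes Cnot8 KO stood at 8.86%, 24.4%, 59.1% and 82.0% at 0, 6, 24 and 48 h. The cause was not tested.

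With the replicate number as a block there were 917 genes higher and 1087 lower in Cnot7 KO ESCs, 48 higher in both KO lines and 56 with a more negative change to 24 h. WT and KO libraries of a number share no line, and their deviations correlated by -0.0839 to 0.158 in the Cnot8 table and by 0.0293 in the Cnot7 table. The block ended no call of a named gene and added 10 calls. With the line as a block, 228 and 129 genes changed more positively and negatively to 24 h and 334 more negatively to 48 h. The cause was not tested.

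Without a library, its group has a single library that is assumed to vary like the other groups. Without WT replicate 1, WT replicate 2, KO replicate 1 and KO replicate 2, in this order, 150, 475, 157 and 385 genes were higher and 40, 632, 102 and 261 lower in Cnot8 KO cells at 0 h, 65, 15, 25 and 47 and 23, 14, 18 and 34 at 6 h, 43, 20, 13 and 62 and 9, 8, 10 and 24 at 12 h, 164, 129, 156 and 343 and 21, 23, 28 and 72 at 24 h, and 292, 334, 408 and 419 and 44, 71, 107 and 84 at 48 h. Higher in Cnot8 KO at any of 6 h to 48 h were 434, 418, 496 and 644 genes, at all of them 6, 1, 3 and 6, and 290, 308, 370 and 479 of the first also fell in WT. In Cnot7 KO ESCs 61, 0, 537 and 981 were higher and 114, 0, 678 and 1032 lower, and 1, 0, 11 and 33 were higher in both KO lines. From 0 h to 48 h, 2274, 2194, 3970 and 3968 genes rose and 2044, 2782, 3502 and 3492 fell in WT, and 2747, 2641, 1598 and 1705 rose and 2596, 2712, 1497 and 1464 fell in Cnot8 KO cells. A more positive change in Cnot8 KO cells was called for 1, 57, 14 and 32 genes to 24 h and 87, 220, 145 and 164 to 48 h, and a more negative change for 0, 17, 2 and 13 and 49, 65, 28 and 64. The fold rule passed 1767, 3036, 2120 and 2205 higher and 583, 568, 660 and 603 lower genes at 0 h, and 190, 171, 129 and 243 higher in both KO lines. Cnot8 KO cells stood at 20.5, 17.6, 12.0 and 13.9% of the course at 0 h, 33.0, 32.2, 28.1 and 27.5% at 6 h, 39.3, 38.5, 35.2 and 33.9% at 12 h, 59.3, 56.6, 57.0 and 53.8% at 24 h and 80.6, 79.1, 79.7 and 78.8% at 48 h. The cause was not tested, beyond the fewer samples of these fits.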

Differences from the paper's values

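Most of the paper's counts and percentages were set against its own fold rule, applied again to the same counts, so close values follow from the shared rule. Exceptions were the genes that fall in WT, called by edgeR, and the principal components. None of these values differed from the paper's by more than 1.5 times at the settings used for the values in the text. Under alternatives set before the data were examined some of them did: with the level needed in either group, TPM scaled by TMM factors, the compared libraries alone, a fold above 1.5 beside the test, Cnot8 KO compared at 6 h to 24 h alone, and each replicate left out. The widest gap came with a replicate left out, in the genes that fall in WT and are higher in Cnot8 KO cells. Their number was 1236 in the paper, from its fold rule and a Markov cluster, and 874 here, from edgeR with every library. Calls of edgeR that were not compared in this way differ more. It called 549 genes higher in Cnot8 KO ESCs, where the paper lists 1823, and 22 at all 4 time points of EpiLC formation, against 120 with the fold rule. The fit without 0 h libraries was chosen after the values were seen.

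The paper states that Nanog, Esrrb, Klf4, Klf5, Tcl1, Tfcp2l1 and Nr5a2 were raised in Cnot8 KO EpiLCs at 24 h and 48 h (Figure 4A). All of them passed the test of edgeR at both times except Klf5, which at 24 h had a log2 fold change of 0.86 (adjusted p = 0.0545) and passed at 48 h. Klf5 at 24 h was called with total count scaling (adjusted p = 0.0225), no filter (adjusted p = 0.0223), DESeq2 (adjusted p = 0.0158), the compared libraries alone (adjusted p = 0.0107), the replicate block (adjusted p = 0.0254) and without KO replicate 2 (adjusted p = 0.0187), but not with RLE scaling (adjusted p = 0.0607), a stricter filter (adjusted p = 0.0589) or without WT replicate 1, WT replicate 2 or KO replicate 1 (adjusted p = 0.435, 0.225 and 0.158). The fit without 0 h libraries, chosen after the values were seen, called it as well (adjusted p = 0.00757) and dropped none of the named genes that had passed. Of the genes that the legend of Supplementary Figure S7D names as raised at 24 h, Zfp819, looked at after the results were seen, did not pass either, with a log2 fold change of 0.58 (adjusted p = 0.0922), and was called with DESeq2 (adjusted p = 0.04), the compared libraries alone (adjusted p = 0.0239) and without 0 h libraries (adjusted p = 0.0367), with adjusted p of 0.0239 to 0.375 over 12 alternatives.

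Among the naive GRN-like genes that the paper names (Figure 4B), Bcl3 and Lefty2 passed at neither 24 h nor 48 h. Bcl3 had log2 fold changes of 0.54 (adjusted p = 0.367) and 0.61 (adjusted p = 0.287), and none of the 12 alternatives called it (adjusted p 0.132 to 0.694 at 24 h and 0.0556 to 0.746 at 48 h). Lefty2 had log2 fold changes of 0.87 (adjusted p = 0.256) and 0.97 (adjusted p = 0.164), and the compared libraries alone called it at both times (adjusted p = 0.0292 and 0.00617), where the alternatives ranged from 0.0292 to 0.714 at 24 h and from 0.00617 to 0.614 at 48 h. Of the 16 genes named there, the other 14 passed at 24 h or 48 h.

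The paper states that lipid metabolic process and stem cell population maintenance stand out among the genes of Table S5 (Figure 3F). Among the GO terms of Table S8, lipid metabolic process held 11 genes against 5.05 by chance (adjusted p = 0.136) and stem cell population maintenance 6 against 4.00 (adjusted p = 0.763), by a one-sided Fisher's exact test, and neither passed. For the genes of Table S7, the paper names regulation of transcription, stem cell population maintenance and metabolism (Figure 4B). Stem cell population maintenance held 4 of them against 1.53 (adjusted p = 0.679), and regulation of transcription 3 against 2.15 (p = 0.364), by the same exact test. Neither term passed with the genes that fall in WT as the background. These tests cover the terms and genes of Table S8. It holds only part of these terms, as the paper counts more of the genes of Table S7 in regulation of transcription and in stem cell population maintenance. A term that does not pass here therefore does not contradict the paper's own analysis, whose annotation and background are not known here.

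The paper describes the genes of its Cluster 2 as falling continuously during WT differentiation (Figure 3A). Of the genes lower at 48 h than at 0 h in WT cells, which are not the genes of that cluster, 20.5% had a lower mean at every time point than at the preceding time point.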

Other observations

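Some targets of p53 and some genes of fatty acid oxidation were higher in Cnot8 KO than in WT EpiLCs at 48 h, and some neural genes were lower. Of 10 p53 targets, 3 were higher and none was lower in edgeR, with 5 higher when adjusted over the list alone. Cdkn1a, which encodes the cell cycle inhibitor p21, had 53.8 ± 2.00 CPM in Cnot8 KO and 21.1 ± 0.106 CPM in WT EpiLCs (SD, n = 2 each), a log2 fold change of 1.35 (standard error 0.22, adjusted p = 0.00113), and the other targets that passed were Trp53inp1 and Eda2r. Of 14 genes of fatty acid oxidation, 5 were higher and none was lower, with 7 higher and 1 lower when adjusted over the list alone. Cpt1a, the enzyme that passes long fatty acids on to mitochondria, had 54.1 ± 2.96 CPM against 13.1 ± 1.03 CPM (SD, n = 2 each), a log2 fold change of 2.05 (standard error 0.14, adjusted p = 2.64e-07). Of 4 neural genes measured, 2, Sox1 and Nes, were lower, with 3 lower when adjusted over the list alone, and Sox1 had a log2 fold change of -1.67 (standard error 0.43, adjusted p = 0.0259). Camera gave an adjusted p of 0.00174 for the p53 targets, 0.0229 for fatty acid oxidation and 0.00113 for the neural genes, and 0.0263, 0.211 and 0.039 as adjusted p with an estimated correlation. Some ribosomal protein genes were lower at 24 h as in ESCs, 3 of 20 (Rps2, Rps3 and Rpl4), with 9 lower when adjusted over the list alone and an adjusted p of 0.0149 with an estimated correlation. The adjusted p without WT replicate 1, WT replicate 2, KO replicate 1 and KO replicate 2 was 0.00086, 0.000505, 0.000139 and 0.000108 for Cpt1a and 0.0108, 0.0086, 0.0336 and 0.0252 for Cdkn1a at 48 h, so these calls do not rest on a single library. Sox1 (0.271, 0.0774, 0.0579 and 0.205), and at 24 h Rps3 (0.281, 0.151, 0.246 and 0.305) and Rpl4 (0.191, 0.185, 0.195 and 0.137), lost their calls whichever of them was left out, Nes (0.233, 0.113, 0.0529 and 0.00418) unless it was KO replicate 2, Eda2r (0.19, 0.0254, 0.119 and 0.0575) unless it was WT replicate 2, and Trp53inp1 (0.0351, 0.0113, 0.0531 and 0.12) with either KO replicate left out. The list of fatty acid oxidation no longer passed camera without WT replicate 2 (adjusted p = 0.0565) or KO replicate 1 (adjusted p = 0.149).

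In WT cells, some feedback regulators of ERK signaling rose from 0 h to 48 h, and most genes of the LIF and Stat3 pathway and some subunits of the Ccr4-Not complex fell. Of 10 ERK genes, 5 were higher at 48 h and 1, Fos, was lower, with the same counts when adjusted over the list alone. Dusp6, an ERK phosphatase, had 20.3 ± 3.24 CPM at 0 h and 210.2 ± 31.4 CPM at 48 h (SD, n = 2 each), a log2 fold change of 3.37 (standard error 0.20, adjusted p = 1.98e-09). Of 8 LIF and Stat3 genes, 7 were lower, and 8 when adjusted over the list alone, among them Socs3 with a log2 fold change of -5.77 (standard error 0.26, adjusted p = 1.33e-10). Of 11 Ccr4-Not subunits, 6 were lower and none was higher, with 7 lower when adjusted over the list alone, and Cnot11 had a log2 fold change of -1.23 (standard error 0.11, adjusted p = 3.31e-07). Camera gave an adjusted p of 0.0147 for the ERK genes, 2.12e-07 for the LIF and Stat3 genes and 0.0225 for Ccr4-Not, and 0.244, 0.00608 and 0.195 as adjusted p with an estimated correlation. Scaling by total counts, not applied to these lists, shifts the median log2 fold change of all genes by 0.22. Fos lost its call unless the library left out was WT replicate 2 (adjusted p = 0.456, 0.0122, 0.0865 and 0.0907 without each of the libraries in the same order), and Dusp6, Socs3 and Cnot11 kept theirs whichever was left out. In Cnot7 KO ESCs 4 genes of Nodal signaling, Lefty1, Lefty2, Pitx2 and Skil, were higher and 1, Smad7, was lower, with the same counts when adjusted over the list alone (camera, adjusted p = 0.233). Lefty1 had a log2 fold change of 1.23 (standard error 0.28, adjusted p = 0.0328), and lost its call without WT replicate 1, WT replicate 2 or KO replicate 1 (adjusted p = 0.1, 0.443, 0.0725 and 0.00258, the last without KO replicate 2). Lefty2 and Smad7 lost theirs likewise, Skil whichever library was left out, and Pitx2 with either WT replicate left out.

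The test of library scaling was chosen after the result was seen, and the removals of WT replicate 1 at 0 h and of the GC trend are alternatives added after the data were seen. In Cnot8 KO ESCs 82.3% of the genes past the paper's fold rule were higher. A single WT library as the whole cause is argued against, since the share was 75.2% without WT replicate 1 at 0 h, and so is GC content bias, since it was 79.9% after each library's trend with GC content was removed. Library scaling remains open: with TPM divided by the TMM factors the share was 67.7%, between the values set for and against it, so scaling may account for part of the asymmetry. A biological effect of the knockout also remains open, as scaling of this kind assumes that most genes do not change.

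Log2 fold changes of Cnot8 KO EpiLCs at 24 h were compared between genes with and without sites in their 3' UTRs, on the hypothesis that mRNAs with a Pumilio motif or an AU-rich element rise most without Cnot8. Among 14742 genes with a 3' UTR, the 3395 genes with the Pumilio motif differed from genes without it by a median of -0.0228 on the log2 scale in bins of UTR length, and those with the reversed motif by -0.0655. The 5962 genes with an AU-rich element differed by -0.0732, and those with its control sequence by -0.0785. Neither site went with a rise, so the condition set against each hypothesis was met. The Cnot8 KO libraries of 24 h had a trend with GC content (Spearman's rho over genes of 0.450 and 0.298), and the WT libraries a smaller one (0.0939 and 0.0299). This trend was not removed here, and the control sequences fell as well, so the test cannot decide on either site. That GO terms with a larger gain in tail length at 24 h in Table S8 gain more in expression was tested over 114 terms, with a Spearman's rho of 0.184 and a Pearson's r of 0.119 (permutation test of rho, p = 0.0511), a value between those set for and against it. Terms share genes and are not independent, so this remains undecided.

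Over 13561 genes, the log2 fold changes of Cnot7 KO and Cnot8 KO ESCs had a Pearson's r of -0.144 and a Spearman's rho of -0.0894 (across genes, which are not independent replicates). At all of 0 h to 48 h, 16 genes were higher and 14 lower in Cnot8 KO cells. Slc25a13, a mitochondrial carrier gene singled out after its values were seen, was lower in Cnot8 KO cells at all of these times, with a log2 fold change of -3.75 (standard error 0.20, adjusted p = 3.67e-08) at 24 h. In the Cnot7 table it had 136 and 11.2 CPM in WT replicates 1 and 2 and 134 and 9.39 CPM in Cnot7 KO replicates 1 and 2, so its level there followed the replicate and not the genotype. Rps2, which has near-identical copies, was lower in both KO lines, with 111 and 116 CPM in the WT and 6.88 and 9.16 CPM in the Cnot7 KO libraries of that table.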
